# Single-Cell RNA Sequencing of the Rat Carotid Arteries Uncovers Potential Cellular Targets of Neointimal Hyperplasia

**DOI:** 10.3389/fcvm.2021.751525

**Published:** 2021-12-09

**Authors:** Xiao-Fei Gao, Ai-Qun Chen, Zhi-Mei Wang, Feng Wang, Shuai Luo, Si-Yu Chen, Yue Gu, Xiang-Quan Kong, Guang-Feng Zuo, Yan Chen, Zhen Ge, Jun-Jie Zhang, Shao-Liang Chen

**Keywords:** in-stent restenosis, single-cell sequencing, vascular smooth muscle cell, transitional-cell, neointimal hyperplasia

## Abstract

**Aims:** In-stent restenosis (ISR) remains an Achilles heel of drug-eluting stents despite technical advances in devices and procedural techniques. Neointimal hyperplasia (NIH) is the most important pathophysiological process of ISR. The present study mapped normal arteries and stenotic arteries to uncover potential cellular targets of neointimal hyperplasia.

**Methods and Results:** By comparing the left (control) and right (balloon injury) carotid arteries of rats, we mapped 11 clusters in normal arteries and 11 mutual clusters in both the control and experimental groups. Different clusters were categorized into 6 cell types, including vascular smooth muscle cells (VSMCs), fibroblasts, endothelial cells (ECs), macrophages, unknown cells and others. An abnormal cell type expressing both VSMC and fibroblast markers at the same time was termed a transitional cell *via* pseudotime analysis. Due to the high proportion of VSMCs, we divided them into 6 clusters and analyzed their relationship with VSMC phenotype switching. Moreover, N-myristoyltransferase 1 (NMT1) was verified as a credible VSMC synthetic phenotype marker. Finally, we proposed several novel target genes by disease susceptibility gene analysis, such as Cyp7a1 and Cdk4, which should be validated in future studies.

**Conclusion:** Maps of the heterogeneous cellular landscape in the carotid artery were defined by single-cell RNA sequencing and revealed several cell types with their internal relations in the ISR model. This study highlights the crucial role of VSMC phenotype switching in the progression of neointimal hyperplasia and provides clues regarding the underlying mechanism of NIH.

## Introduction

It has been more than 30 years since the first stent implantation, and currently, percutaneous coronary intervention (PCI) has been widely adopted for most ischemic heart diseases. Despite technical advances in devices and procedural techniques, along with more intensive drug treatment, in-stent restenosis (ISR) following repeat coronary revascularization remains an Achilles heel of drug-eluting stents (DESs) (1–3). ISR is classically defined as luminal stenosis with more than 50% diameter narrowing of a stented coronary segment or within 5 mm of a stent edge. Traditionally, several biological factors, such as local inflammation, vascular smooth muscle cell (VSMC) phenotype switching, and delayed healing, are considered the main causes of ISR (4). The general view is that a normal artery consists of endothelial cells (ECs), VSMCs, fibroblasts, immune cells, and neurocytes (5, 6). The proportion of cell types inside the coronary artery changes after the development of atherosclerotic plaque and stent implantation due to the adaptive defense of blood vessels in response to internal and external stimuli. It is important to determine the changes in the proportion and status of these cells in the coronary artery after ISR, which could help us understand the underlying mechanisms of ISR. According to previous studies, neointimal hyperplasia (NIH) with VSMC migration and proliferation remains the most essential pathophysiological mechanism of ISR (7–9). However, there is no optimal method for in-depth analysis of cell types, composition, and properties in restenotic tissues. Thus, use of a novel methodology to investigate the mechanism of NIH is warranted. Therefore, the present study was designed to map the full view of normal arteries and stenotic arteries with an established rat carotid artery balloon injury model to further explore the underlying mechanism of NIH by using advanced single-cell technologies.

## Methods

Expanded methods are provided in the Supplementary Materials online.

### Animal

Eight-week-old mature male Sprague-Dawley (SD, Hsd, Harlan) rats from the Animal Core Facility of Nanjing Medical University (Nanjing, China) were used in our experiment. Rats were housed in a temperature-controlled room with a 12 h light/dark cycle and free access to fresh water and food. All animal procedures were approved by the Experimental Animal Care and Use Committee of Nanjing Medical University.

### Rat Carotid Artery Balloon Injury Model

The rat carotid artery balloon injury model is the most common *in vivo* model widely used to study ISR. This approach consists of isolating a segment from the right common carotid artery in SD rats under general anesthesia (pentobarbital sodium, 60 mg/kg, i.p.), creating an arteriotomy incision in the external carotid branch followed by inserting a balloon catheter (Fogarty, 12A0602F, 0.67 mm, Edwards Lifesciences) into the common carotid artery, repeated balloon inflation and pulling back five times to imitate percutaneous transluminal coronary angioplasty (PTCA), and finally removal of the catheter with external carotid ligation (10). The rats were sacrificed with an overdose of pentobarbital sodium (200 mg/kg, iv) at 28 days after the procedure, and their left (control group) and right (case group) carotid arteries (Supplementary Figure 1A) were subsequently collected for further study. We used HE staining to identify the success of the model (Supplementary Figure 1B).

### Collecting Cells and Single-Cell RNA Sequencing

To avoid data variation incurred by sex differences, only two male SD rats were selected for the study. To capture single cells, the common carotid arteries were washed with PBS twice and stored in MACS tissue storage solution (Cat#: 130-100-008). Tissues were digested by 0.25% Trypsin-EDTA (1^*^, Gibco) and 0.1% collagenase (1^*^, Gibco). Single-cell RNA sequencing with the 10x Genomics platform was performed by a commercial service (Shanghai OE Biotech Co., Ltd., China; Figure 1A). Briefly, it uses microfluidic technology to wrap the beads and single cells with Cell Barcodes in droplets, lyses the cells in the droplets to connect the mRNA in the cells to the Cell Barcodes on beads, and finally forms single-cell GEMs. Reverse transcription was performed with the droplets to construct a cDNA library. The sample source of the target sequence is distinguished by the sample index on the library sequence.

**Figure 1:**
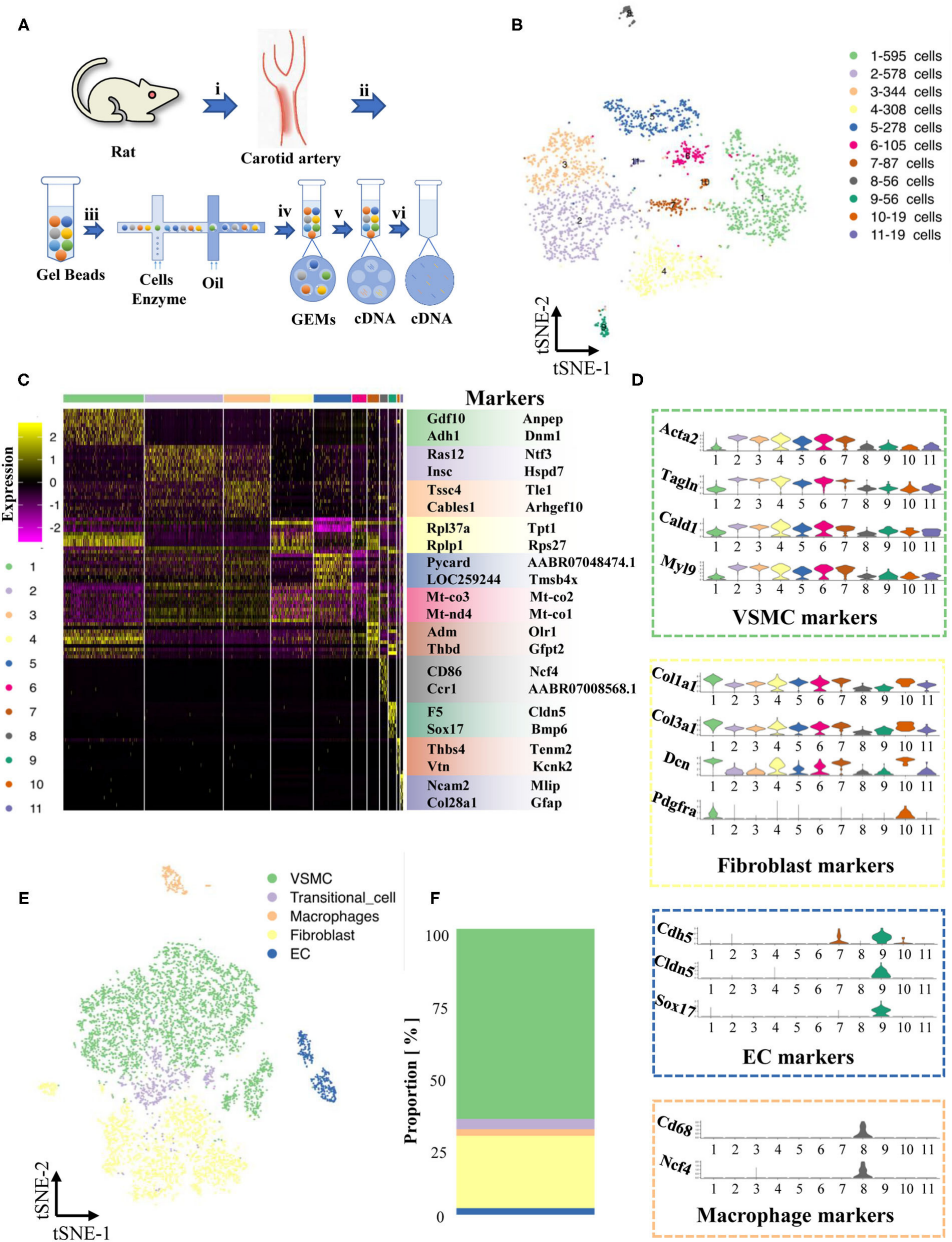
Maps of single-cells in normal cartoid arteries. **(A)** (i). A surgery performed on rats and separated cartoid arteries. (ii). Prepared 10x barcoded gel beads. (iii). Wrapped the beads and cells with cell barcode in droplets, collected the droplets with cells, and then lysed the cells in the droplets. (iv). Collected single cell GEMs. (v). RT-PCR. (vi). Pool removed oil. **(B)** TSNE of single cells in normal cartoid arteries. **(C)** Differentially expressed genes (Top 10) of 11 clusters. **(D)** Expression of classical markers (VSMC, fibroblast, EC and macrophage) in 11 clusters. **(E)** Classification of 11 clusters into 5 cell types (VSMC, fibroblast, EC, transitional-cell, macrophage). **(F)** Proportion of each cell type in tSNE.

## Results

### Single-Cell RNA-Seq of Normal Rat Carotid Artery Cells

We first concentrated the normal carotid artery (control group), which has never been mapped previously. 

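The authors deposited the UMI count of each of 32,623 genes in each cell barcode, for 1 library of the control group and 1 of the case group. Each library pooled carotid arteries of 2 rats taken 28 days after balloon injury. With 1 library per group no replicate check was possible. A barcode was kept when mitochondrial genes held at most 20% of its UMIs, when its log10 UMIs and log10 genes lay within 2 SD of the library mean, and when its genes lay within 3 robust SD of a linear fit on UMIs. Kept cells of both libraries were clustered together after scaling to 10,000 UMIs per cell, with 2,000 variable genes, 30 principal components and Leiden resolution 0.8. A cluster took the name of a cell type when 2 or more markers of that type, and more than of any other, were among its 10 leading genes, or when the level of the type's markers, relative to the highest cluster, averaged at least 0.25 and 1.5 times that of the next type, with 3 or more of them in at least 10% of its cells under either rule. Under the second rule it stayed unnamed when more markers of another type were among the leading genes, or when its median UMIs were under 0.333 of the library median with no marker of the type among those genes. The thresholds of this naming were set after the data had been seen. Gene levels are given as CPM, the UMIs of a gene per 1,000,000 UMIs summed over all cells of a type, and changes are log2 ratios of the case group over the control group. Intervals in parentheses are exact 95% intervals, Poisson for UMI sums and Clopper-Pearson for shares of cells. They cover counting error only, not the differences between rats or libraries.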

The two whole left carotid arteries were enzymatically digested, and then scRNA-seq libraries were built with the 10x Genomics platform.

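Of 3,321 control barcodes, 2,722 (82.0%) were kept. The mitochondrial limit was exceeded by 562 barcodes, 159 lay outside the linear fit and 4 outside the distribution limits, with some failing more than 1 criterion. The kept control cells had a median of 8,810.5 UMIs, and 512 of them (18.8%) held fewer than 1,000. Clustered together with the case cells they formed 18 clusters. With both libraries clustered together, resolution 0.4 gave 14 clusters and 1.2 gave 21. Each library clustered on its own gave 30 in sum.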

A total of 2,445 cells were captured by quality control and visualized in t-SNE dimensionality reduction plots within 11 clusters (Supplementary Table 1, Supplementary Figure 2, Figure 1B). To classify these 11 clusters into known cell types, we filtered out their highly expressed genes and labeled them based on known marker genes (Figure 1C). We also examined recognized cell-type markers, such as VSMCs (Acta2, Tagln, Cald1, Myl9), fibroblasts (Col1a1, Col3a1, Dcn, Pdfra), ECs (Cdh5, Cldn5, Sox17), and macrophages (Cd68, Ncf4) (Figure 1D). 

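In control VSMC-like cells (clusters 1, 3 and 4) Acta2 reached 1,767 CPM, Tagln 13,051, Cald1 2,076 and Myl9 3,484. The same genes had 119, 803, 309 and 212 in control fibroblast-like cells. Col1a1 was at 19,566, Col3a1 at 16,413, Dcn at 13,945 and Pdgfra at 101.2 in fibroblast-like cells, against 1,632, 1,512, 222 and 1.02 in VSMC-like cells. Endothelial-like cells held 329.6 CPM of Cdh5, 335 of Cldn5 and 205 of Sox17, and macrophage-like cells 223 of Cd68 and 105 of Ncf4. VSMC markers were also found at low counts in every other cell type. At least 1 VSMC-marker UMI was present in 100.0% of control VSMC-like cells and in 100.0% of control macrophage-like cells, at median depths of 12,884 and 8,524.5 UMIs. The median number of VSMC-marker UMIs per control cell was 329 in VSMC-like, 9 in fibroblast-like, 10 in endothelial-like and 8 in macrophage-like cells.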

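Of the 18 clusters, numbered by size and not as in Figure 1B, 6 were left unnamed. They held 882 control cells, 32.4% (30.6 to 34.2) of the library, and 708 case cells, 14.3% (13.4 to 15.3). Most of the unnamed control cells lay in 3 clusters (5, 8 and 12), which took 28.8% (27.1 to 30.5) of control cells and 4.54% (3.97 to 5.15) of case cells. Marker levels were highest for VSMCs in clusters 5 and 8 and for fibroblasts in 12, which stayed unnamed for their low UMI count and lack of such markers among the leading genes. Cluster 8 held 323 control barcodes and 3 case barcodes, with a median of 481 UMIs in the control group. Its median of 11 VSMC-marker UMIs per barcode lay within the 5.50 to 12.5 found in control cell types that lack these markers. At this depth the count cannot tell free RNA from shallow VSMCs, as VSMC markers took 2.45% of its control UMIs. In control VSMC-like cells they took 2.62%. Cluster 7, with Gfpt2 at 5,457 CPM, took 3.45% of control and 7.13% of case cells. Fibroblast markers took 3.55% of its control and 3.09% of its case UMIs, and VSMC markers 0.0698% and 0.106%. It stayed unnamed because its relative levels of fibroblast markers (0.549) and of the paper's transitional-cell markers (0.532), Gfpt2 among them, were alike. The smallest cluster, 18, held 22 cells, all of the case group.

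**Figure D1:**
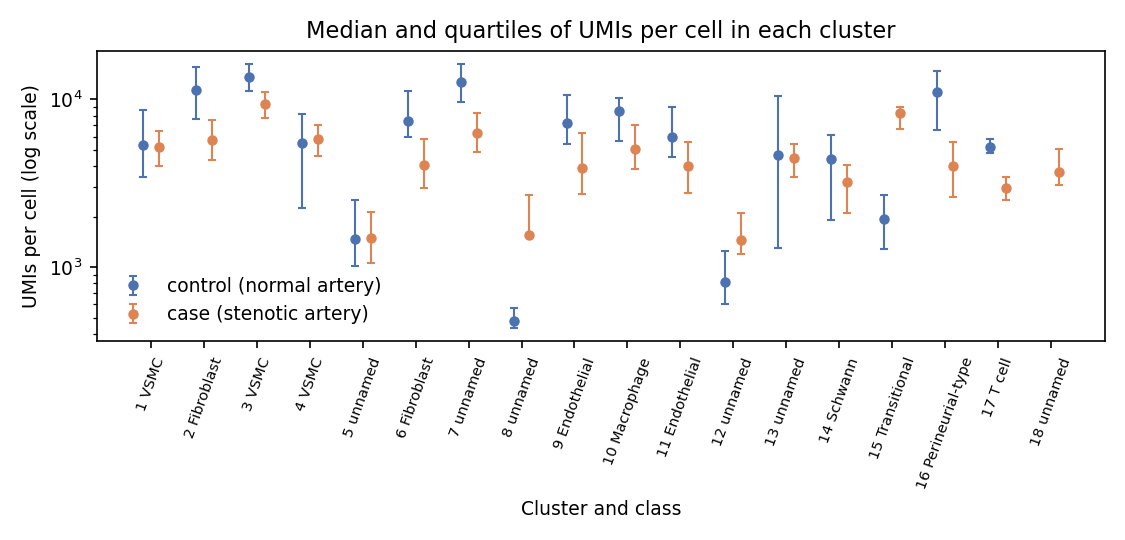
UMIs per cell on a log scale in each of the 18 clusters, as medians with quartiles, for control and case cells. Control cells of clusters 8 and 12 have the lowest medians, 481 and 817.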

The differentially expressed genes of cluster 11 (only 19 cells) were not specific and could not match the existing recognized cell types; thus, we performed our analysis after excluding cluster 11. A new t-SNE dimension reduction plot of 5 cell types showed the different proportions of cell types, including ECs, VSMCs, fibroblasts, macrophages and unknown cells (Figure 1E). 

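VSMC-like cells were 36.1% (34.3 to 38.0) of the 2,722 kept control cells and fibroblast-like cells 22.3% (20.7 to 23.9). Endothelial-like cells made up 2.35% (1.82 to 2.99), macrophage-like cells 2.06% (1.56 to 2.66), and cells with markers of both VSMCs and fibroblasts in a cluster of their own 2.76% (2.17 to 3.44). Schwann-like cells (0.955%), perineurial-type cells (0.808%) and T-cell-like cells (0.294%) were also found. Among the 1,840 control cells with a name, VSMC-like cells were 53.4% and fibroblast-like cells 32.9%. The share of VSMC-like cells among all control cells moved most, to 60.1%, when each unnamed cluster was given the type whose markers scored highest, an alternative added after the data had been seen. With barcodes under 2,000 UMIs left out it was 57.9%.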

Notably, VSMCs and fibroblasts were the major cell types in the normal carotid artery (Figure 1F).

### Transitional Cells Between VSMCs and Fibroblasts

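A cluster of 75 control cells was led by Olr1, Adm, Cdh5 and Thbd, of which Cdh5 is an endothelial marker, and is called transitional-like here for the paper's markers among these genes. No VSMC or fibroblast marker was among its 10 leading genes. In these cells Adm reached 1,072 CPM, against 49.4 in VSMC-like, 227 in fibroblast-like and 250.1 in endothelial-like control cells. Olr1 stood at 226 on 35 UMIs, against 62.5 in endothelial-like cells, the next highest type. Thbd was at 924 in transitional-like and 1,027 in endothelial-like cells. Gfpt2, taken as the gene printed as Gfp2, was at 995 in transitional-like and 1,405 in fibroblast-like cells. Of 1,492 genes tested, only Adm and Olr1 exceeded 1.5 times their level in every other named cell type of the control group beyond counting error. Over both libraries the endothelial-like cluster 11 was above this cluster for both genes, with Adm at 1,151 against 811 and Olr1 at 375 against 163. Transitional-like cells were also the shallowest named type, with a median of 1,941 UMIs.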

We found that cells in cluster 7 highly expressed marker genes from both VSMCs and fibroblasts at the same time (Figure 1D), but these cells in cluster 7 also had their own specific markers (Adm, Olr1, Thbd, Gfp2, Figures 2A,B). Previous studies have reported that the VSMC phenotype might switch to a fibroblast phenotype in some situations (11, 12). Therefore, we tried to investigate the roles of cluster 7 during the process of VSMC phenotype switching *via* the current model.

**Figure 2:**
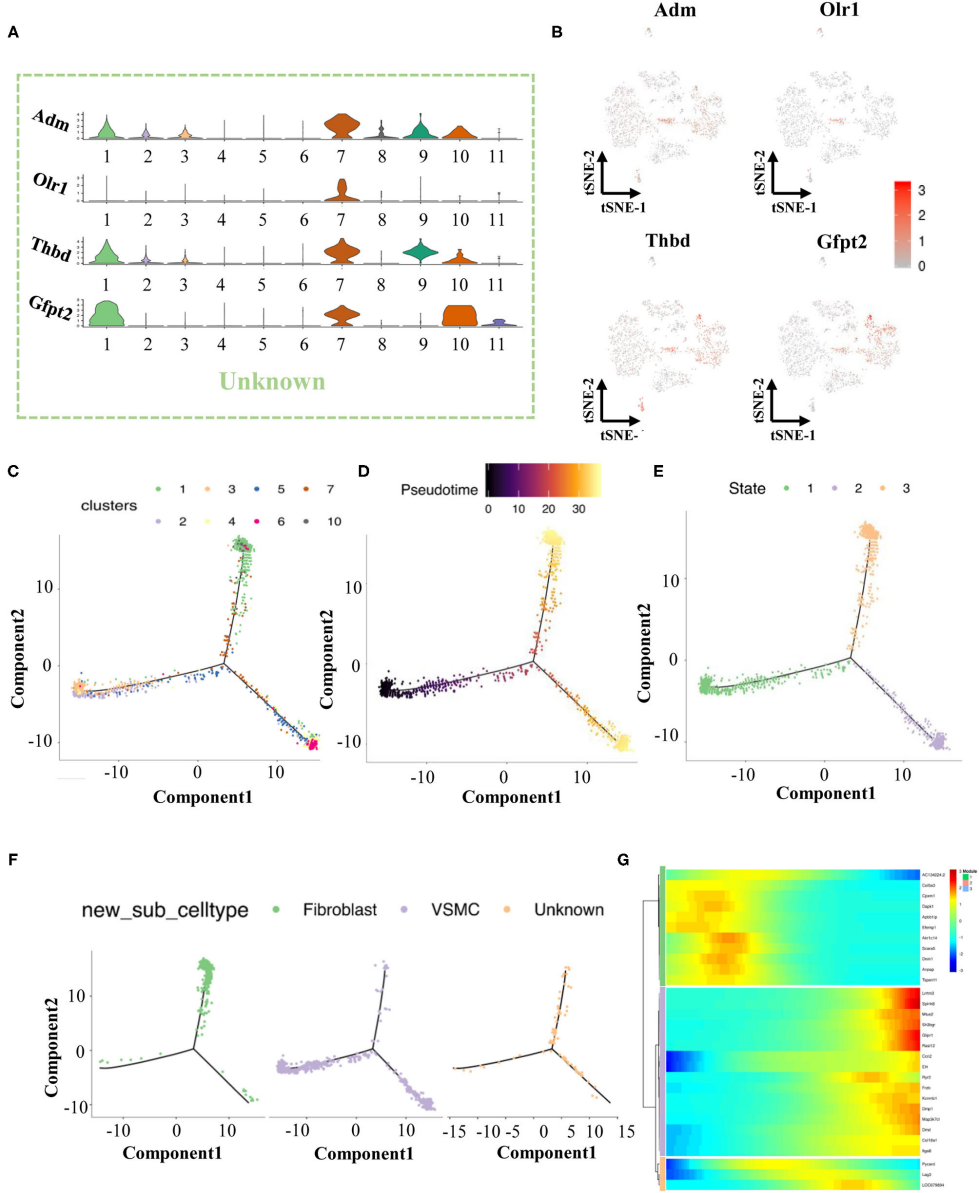
The finding of transitional-cells. **(A)** Violin illustrations showed differentially expressed genes (Top 4) in transitional-cells. **(B)** Scatter plot showed enrichment of differentially expressed genes in transitional-cells. **(C)** Pseudotime analysis of VSMCs, fibroblasts and transitional-cells. **(D)** Coloring for differentiation time. **(E)** Coloring for the state of differentiation. **(F)** Split the branches. **(G)** Heat map of gene expression in cells of different differentiation states.

We performed pseudotime analysis on VSMCs, fibroblasts, and unknown cells consisting of clusters 1-7 and 10. According to the degree of differentiation, cells were classified into three trajectories (states 1, 2, and 3) in pseudotime analysis (Figures 2C–F). Obviously, VSMCs were mainly distributed in state 1 and state 2, while fibroblasts were distributed in state 2. 

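Pseudotime was not computed here. As a measure per cell, UMIs were thinned to 1,000 per cell and the share of fibroblast markers among all VSMC-marker and fibroblast-marker UMIs was taken. The median share in the control group was 10.3% in VSMC-like cells, with quartiles of 5.56% and 17.2%. For fibroblast-like cells it was 98.2%, and 4.85% of them lay between 20% and 80%, against 18.8% of VSMC-like cells.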

Previous evidence demonstrated that VSMCs had two important phenotypes in the vessel wall, including a contractile phenotype and a synthetic phenotype (13, 14). Fully differentiated/contractile VSMCs, responsible for vascular tone regulation, could be transformed into dedifferentiated/synthetic VSMCs to acquire proliferation, migration and synthesis abilities after vascular injury (13). According to the marker gene analysis, VSMCs in state 2 were considered contractile VSMCs, and VSMCs in state 1 could be regarded as synthetic VSMCs. The unknown cells in cluster 7 were scattered in states 2 and 3 by pseudotime analysis, indicating that these cells could play crucial roles in phenotype switching between contractile VSMCs and fibroblasts. 

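In control transitional-like cells the same share of fibroblast markers had a median of 54.5%, with quartiles of 46.8% and 67.6%. At least 5 UMIs of VSMC markers and 5 of fibroblast markers were found in 98.5% of the 65 cells that could be thinned to 1,000 UMIs. The same criterion was met by 26.0% of VSMC-like cells, 5.18% of fibroblast-like cells and 0 of 53 macrophage-like cells, all at the same depth. Before thinning, a median of 27 VSMC-marker and 38 fibroblast-marker UMIs was counted per cell. Markers of VSMCs, fibroblasts and endothelial cells occurred together in 28.0% (18.2 to 39.6) of transitional-like cells before thinning. At 1,000 UMIs this was 26.2% (16.0 to 38.5), against 0.103% of VSMC-like, 0.334% of fibroblast-like and 35.5% (23.7 to 48.7) of endothelial-like cells. Scrublet called 15 of the 75 cells doublets, while the deepest of them held 5,475 UMIs, under the medians of VSMC-like and fibroblast-like cells. An intermediate share was also found in the unnamed low-UMI cluster 5, with a median of 41.3% in its control cells. No transitional-like cluster formed with barcodes under 2,000 UMIs left out, with a mitochondrial limit of 10% or with 15 principal components.

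**Figure D2:**
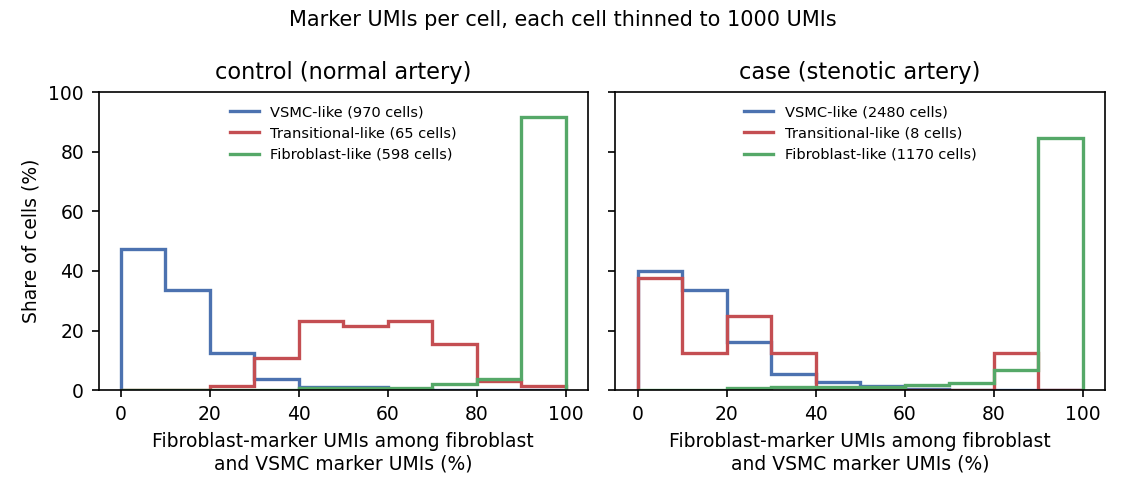
Percent of cells by the share of fibroblast-marker UMIs among fibroblast-marker and VSMC-marker UMIs, each cell thinned to 1,000 UMIs, in the control and case libraries. Control transitional-like cells (65 cells) lie between the VSMC-like and fibroblast-like cells, and the case library has 8.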

Finally, cells in cluster 7 were termed transitional cells due to the co-expression of cell-type markers of VSMCs and fibroblasts. Moreover, we selected and analyzed the top 10 genes of VSMCs, fibroblasts, and transitional cells through pseudotime analysis, as summarized in Figure 2G.

### Maps of Cells in Stenotic Arteries

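The case library gave 4,939 kept barcodes, 87.3% of its 5,656. The distribution limits removed 493 barcodes here, the mitochondrial limit 370 and the linear fit 147. Kept case cells had a median of 5,163 UMIs, and 42 (0.850%) held fewer than 1,000. Barcodes under 2,000 UMIs were 6.50% of kept case cells and 27.6% of kept control cells.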

A total of 4,674 cells in the stenotic carotid artery (case group) were acquired after removing unqualified cells from 5,656 cells by quality control. Specific genes from a total of 11 clusters were identified and used to construct a heatmap (Supplementary Figure 2, Figures 3A,B). We classified all of these cells into five cell types according to recognized markers of VSMCs, fibroblasts, ECs and macrophages (Figure 3C). We used the abovementioned strategy to verify the transitional cells and found a similar result. 

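Only 8 case cells fell in the transitional-like cluster, with a median of 8,290.5 UMIs. This was above the 5,504 of case VSMC-like and the 5,070.5 of case fibroblast-like cells. The 8 cells had a median share of fibroblast markers of 17.0%, next to 12.5% in case VSMC-like and 97.6% in case fibroblast-like cells. Markers of VSMCs, fibroblasts and endothelial cells occurred together in 6 of them, 75.0% (34.9 to 96.8), and in 0 after thinning to equal depth. Olr1 was not detected in these cells, and Adm rested on 8 UMIs. Scrublet called 0 of the 8 cells, but their median score was 0.154, against 0.0606 in case VSMC-like and 0.0474 in case fibroblast-like cells. Doublets thus stay open for them. With Scrublet doublets removed 3 case cells were transitional-like, and with each library clustered on its own 0 were.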

Obviously, the proportion of different cell types changed considerably between the normal artery and stenotic artery. The proportion of fibroblasts, ECs, and macrophages increased in the stenotic artery compared to the normal artery, while the proportion of VSMCs and transitional cells decreased in the stenotic artery (Figures 3D,E).

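VSMC-like cells were 50.3% (48.9 to 51.7) of the 4,939 kept case cells, 14.2 percentage points more than in the control group. This difference was 0.816 points with barcodes under 2,000 UMIs left out, and −5.39 points when unnamed clusters were given their best-scoring type, so its size and direction depend on which barcodes are kept and how clusters are named. Fibroblast-like cells were 23.7% (22.5 to 24.9) of case cells, within counting error of the control share, and their difference ranged from −8.54 to 5.20 points between settings. With cluster 7 counted as fibroblast-like, an alternative added after the data had been seen, the difference was 5.14 points (3.03 to 7.25). Endothelial-like cells rose to 6.26% (5.60 to 6.97), and this difference stayed between 3.16 and 4.43 points in all settings. Macrophage-like cells were at 2.67% (2.24 to 3.16), a difference within counting error. Transitional-like cells fell to 0.162% (0.0700 to 0.319). No such cluster formed with barcodes under 2,000 UMIs left out, so this fall could not be told apart from the low depth of control barcodes. Among the 4,231 case cells with a name, VSMC-like cells were 58.7%, fibroblast-like cells 27.7%, endothelial-like cells 7.30% and transitional-like cells 0.189%.

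**Figure D3:**
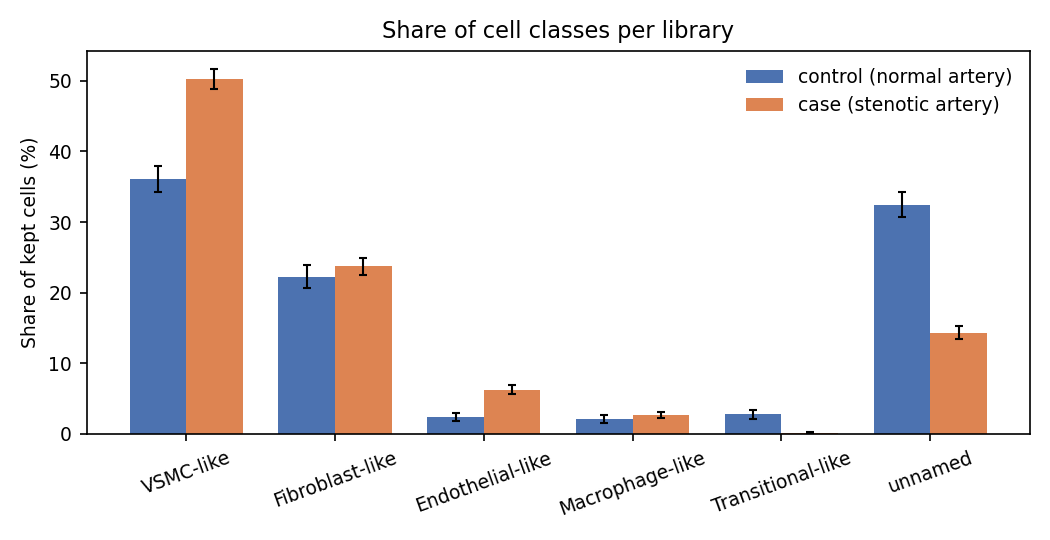
Share of kept cells (percent) of each cell type in the control and case libraries, with exact 95% Clopper-Pearson intervals as error bars. Unnamed cells fall from 32.4% to 14.3% between the libraries.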

**Figure 3:**
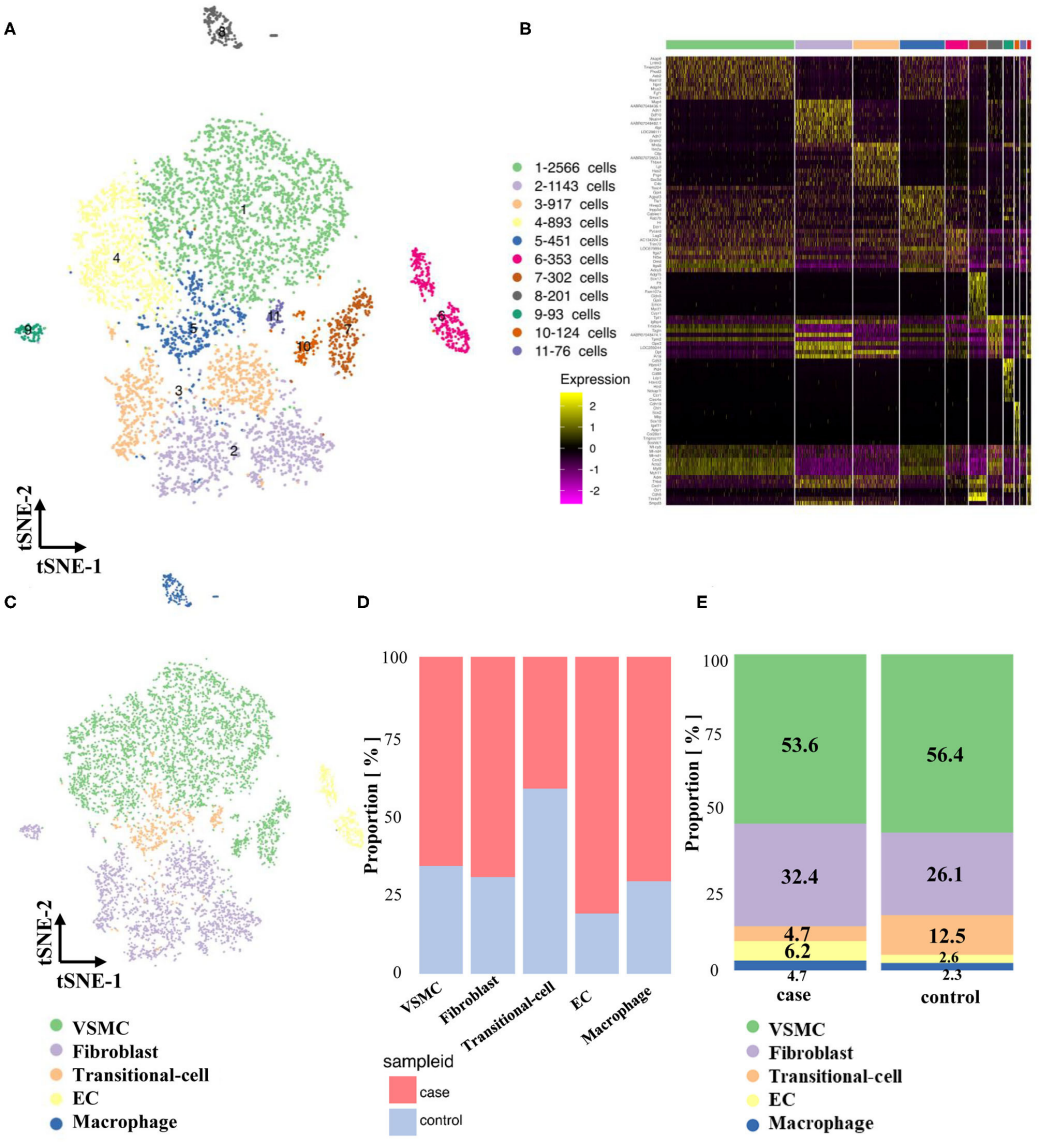
Maps of single-cells in both normal and experimental carotid arteries. **(A)** TSNE of single cells in normal and experimental cartoid arteries. **(B)** Differentially expressed genes (Top 10) of 11 clusters. **(C)** Classification of 11 clusters into 5 cell types (VSMC, fibroblast, EC, transitional-cell, macrophage). **(D)** Comparison of proportion in different cell types. **(E)** Comparison of proportion in case and control groups.

Pseudotime analysis of VSMCs, fibroblasts and transitional cells (Supplementary Figures 3A,B) showed that these cells could be classified into 5 states: state 1, 2, and 3 fibroblasts; state 4 synthetic VSMCs; and state 5 contractile VSMCs (Supplementary Figures 3C,D, 4). Interestingly, transitional cells in the stenotic artery were distributed in state 4 (synthetic VSMCs), which was different from their co-expression with markers of VSMCs and fibroblasts in the normal artery. This novel finding indicated that contractile VSMCs could switch to both a fibroblast-like phenotype and a synthetic VSMC phenotype in the stenotic artery after balloon injury. 

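The paper reasons from the place of transitional cells along pseudotime, in state 4 of the stenotic artery, and proposes that contractile VSMCs switch in both directions. On marker levels alone, control transitional-like cells held 7,972 CPM of Col1a1 and 8,004 of Dcn, and the 8 case cells 1,221 and 1,405. Acta2 was at 1,118 and 869.8 and Myh11 at 2,823 and 4,834. The log2 change from control to case was −2.71 (−3.07 to −2.37) for Col1a1 and 0.78 (0.56 to 0.99) for Myh11. No case cell was transitional-like with each library clustered on its own, so these changes depend on clustering the libraries together.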

Pseudotime analysis and heatmaps of differentially expressed genes in VSMCs, fibroblasts and transitional cells are shown in Supplementary Figures 5–11.

### Differences in VSMCs Between Normal and Stenotic Arteries

Contractile VSMCs, the major cell type in the artery (Figure 3E), are important for vessel contraction/dilation and regulating hemodynamics (14, 15). Thus, the differences in VSMCs between normal and stenotic arteries were analyzed in depth to explore the mechanism of ISR. VSMCs were isolated and then divided into 6 distinct clusters (Figures 4A,B) based on gene enrichment analysis. 

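The 983 control and 2,483 case VSMC-like cells formed 5 sub-clusters of more than 1 cell at resolution 0.5, and 3 cells stood alone. The numbers of sub-clusters go by size and do not match those of the paper's VSMC clusters. Resolution 0.3 gave 3 sub-clusters and 0.8 gave 7. The sub-clusters differed in depth, with median UMIs of 5,019 in sub-cluster 1, 5,667.5 in 2, 12,131 in 3, 14,467.5 in 4 and 6,081 in 5.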

From Figures 4C,D, we found that the proportion of VSMCs in these 6 clusters varied greatly, and then several differentially expressed genes were selected to identify these 6 different clusters. 

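Each sub-cluster was drawn almost entirely from 1 library. Sub-clusters 3 and 4 held 53.1% and 39.3% of control VSMC-like cells, and 1.21% and 0.564% of case ones. Sub-clusters 1, 2 and 5 held 44.2%, 40.8% and 13.2% of case VSMC-like cells, and 5.19%, 1.63% and 0.712% of control ones. Sub-clusters with at least 90% of their cells from 1 library held 99.9% of VSMC-like cells, and 75.5% with barcodes under 2,000 UMIs left out. With 1 library per group, a sub-cluster of this kind cannot be told from a difference between libraries.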

Markers of cluster 1 (Hes1, Ccn1), cluster 2 (Notch1, Tmem140), cluster 3 (Rpa3, Ap3s2), cluster 4 (Pycard, Ep400), cluster 5 (Igfbp4, Gpx3), and cluster 6 (Tnfaip6, Mt-cyb) are summarized as dot plots (Figures 4E,F). 

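Hes1 was highest in sub-cluster 3 (1,119 CPM) and lowest in 5 (65.1), and Ccn1 ranged from 91.0 in 5 to 681 in 3. Notch1 and Tmem140 were highest in sub-cluster 5, at 199 and 160.2, and lowest in 1, at 24.2 and 7.57. Rpa3 and Ap3s2 were highest in sub-cluster 3, at 33.2 and 28.9. Pycard stood at 382 in sub-cluster 2 and 126 in 3, while Ep400 lay between 82.4 and 100.5 in all 5. Igfbp4, Gpx3 and Tnfaip6 stayed at 51.8, 25.6 and 28.2 or lower in every sub-cluster. Mt-cyb lay between 5,185 and 7,223. When unnamed clusters with VSMC as their best-scoring type were added, a sub-cluster with a median of 1,589 UMIs held Pycard at 2,089, Ep400 at 352 and Mt-cyb at 15,297. A further one, with a median of 490.5 UMIs and 340 of its 346 cells from the control group, held Igfbp4 at 318 and Gpx3 at 410.1.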

GO and KEGG analyses were also performed to dig deeper into the functions and interactions of VSMCs (Supplementary Figures 12–19).

**Figure 4:**
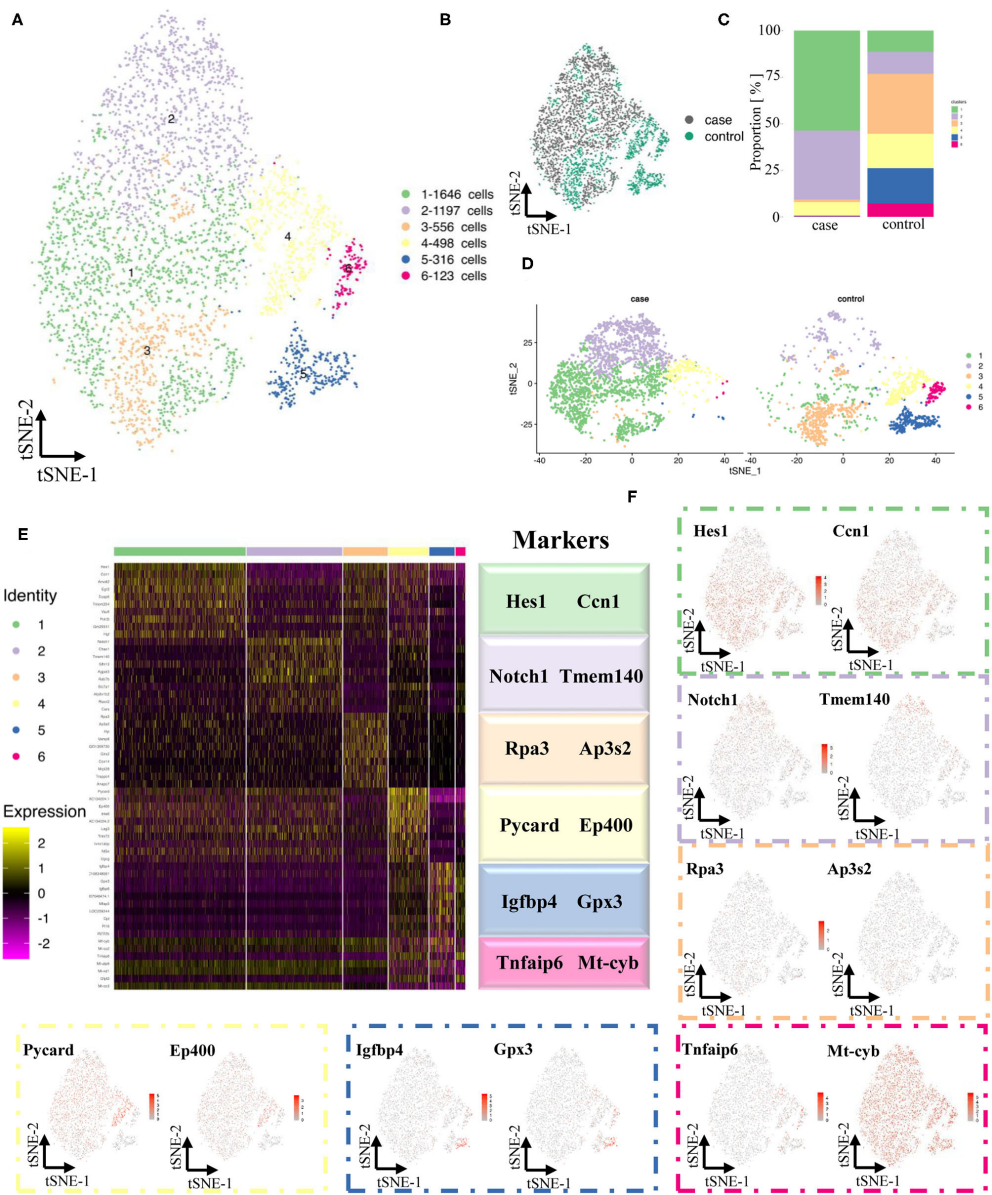
Maps of VSMCs in both normal and experimental carotid arteries. **(A)** TSNE of sing cells of VSMCs. **(B)** Distribution of case and control groups in tSNE. **(C)** Comparison of proportion in case and control groups. **(D)** Comparison of sing cells of case and control groups in tSNE. **(E)** Differentially expressed genes (Top 10) of 6 clusters. **(F)** Expression of classical markers (VSMC, fibroblast, EC and macrophage) in 11 clusters.

### Phenotype Switching Among 6 Clusters of VSMCs

Contractile VSMCs could switch into a synthetic phenotype through dedifferentiation in response to vascular injury, and they could also regain the contractile property *via* differentiation under certain conditions (13, 14). 

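The 2 libraries fill different VSMC-like clusters, cluster 3 in the control group and clusters 1 and 4 in the case group, so each comparison of VSMC-like cells is also one between these clusters. In VSMC-like cells Acta2 fell from 1,767 to 945 CPM, a log2 change of −0.90 (−0.93 to −0.87). Tagln fell by 0.49 in log2 to 9,325. S100a4 rose from 965 to 2,129, by 1.14 (1.11 to 1.17). The median log2 change of the 1,344 genes with at least 100 CPM on average was −0.13, and TMM scaling raised every VSMC ratio by 0.12. It raised fibroblast-like ratios by 0.12 and endothelial-like ones by 0.27, and lowered transitional-like ones by 0.16. Acta2 and Tagln thus lay below the shift common to VSMC-like cells and S100a4 above it. S100a4 changed by 0.51 (0.46 to 0.57) in fibroblast-like cells and by 1.43 (1.28 to 1.57) in macrophage-like cells. Across 994 genes the changes in VSMC-like and fibroblast-like cells had a Spearman rho of 0.80, where genes are not independent replicates, so part of a change in VSMC-like cells is shared by other cell types of the same library. Myh11 changed by 0.05 (0.04 to 0.07) and fell slightly with each library clustered on its own.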

We assigned each cluster to two phenotypes based on recognized contractile (Acta2, Tagln, Figure 5A) or synthetic VSMC markers (S100A4, Figure 5B). We also discovered an extra novel gene, N-myristoyltransferase 1 (Nmt1), after comparing our data with classical markers, which was previously reported to participate in the development of cancers (16). 

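Nmt1 was counted 1,175 times in control and 2,979 times in case VSMC-like cells. This corresponded to 92.4 and 207 CPM and a log2 change of 1.17 (1.07 to 1.26). The alternative that moved it most was TMM scaling, at 1.29, and the others gave 1.10 to 1.24. Its change was 0.41 (0.27 to 0.55) in fibroblast-like, 0.79 (0.38 to 1.23) in endothelial-like and 0.70 (0.25 to 1.16) in macrophage-like cells. Within VSMC-like cells its level was 76.2 and 117 in sub-clusters 3 and 4, drawn from the control group, and 154, 205 and 339.5 in sub-clusters 1, 2 and 5, drawn from the case group. The immunofluorescence images were not analysed here.

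**Figure D4:**
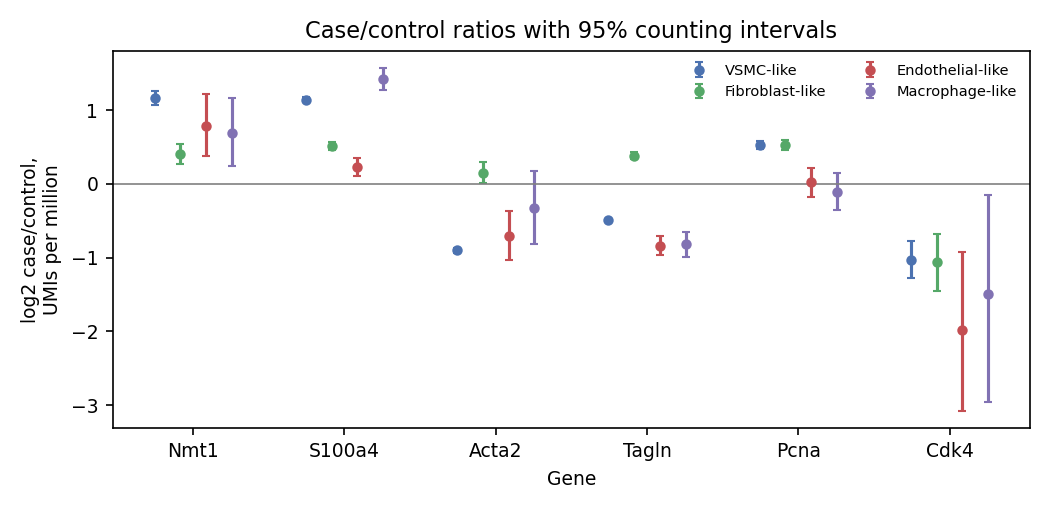
Log2 ratio of case over control CPM for 6 genes in VSMC-like, fibroblast-like, endothelial-like and macrophage-like cells, with exact 95% counting intervals. Nmt1 lies above 0 and Cdk4 below 0 in all 4 cell types.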

Higher expression of Nmt1 was found in the stenotic artery, indicating that it might be a new marker in our ISR model (Figure 5C) but also in general synthetic VSMCs. To verify the findings above, we used platelet-derived growth factor BB [PDGF-BB, a classical cytokine promoting VSMCs dedifferentiated into the synthetic phenotype (17)] to treat mouse aortic vascular smooth muscle cells (MOVAS) at 20 ng/ml and found that MOVAS expressed a higher level of NMT1 after PDGF-BB treatment (Figure 5D).

**Figure 5:**
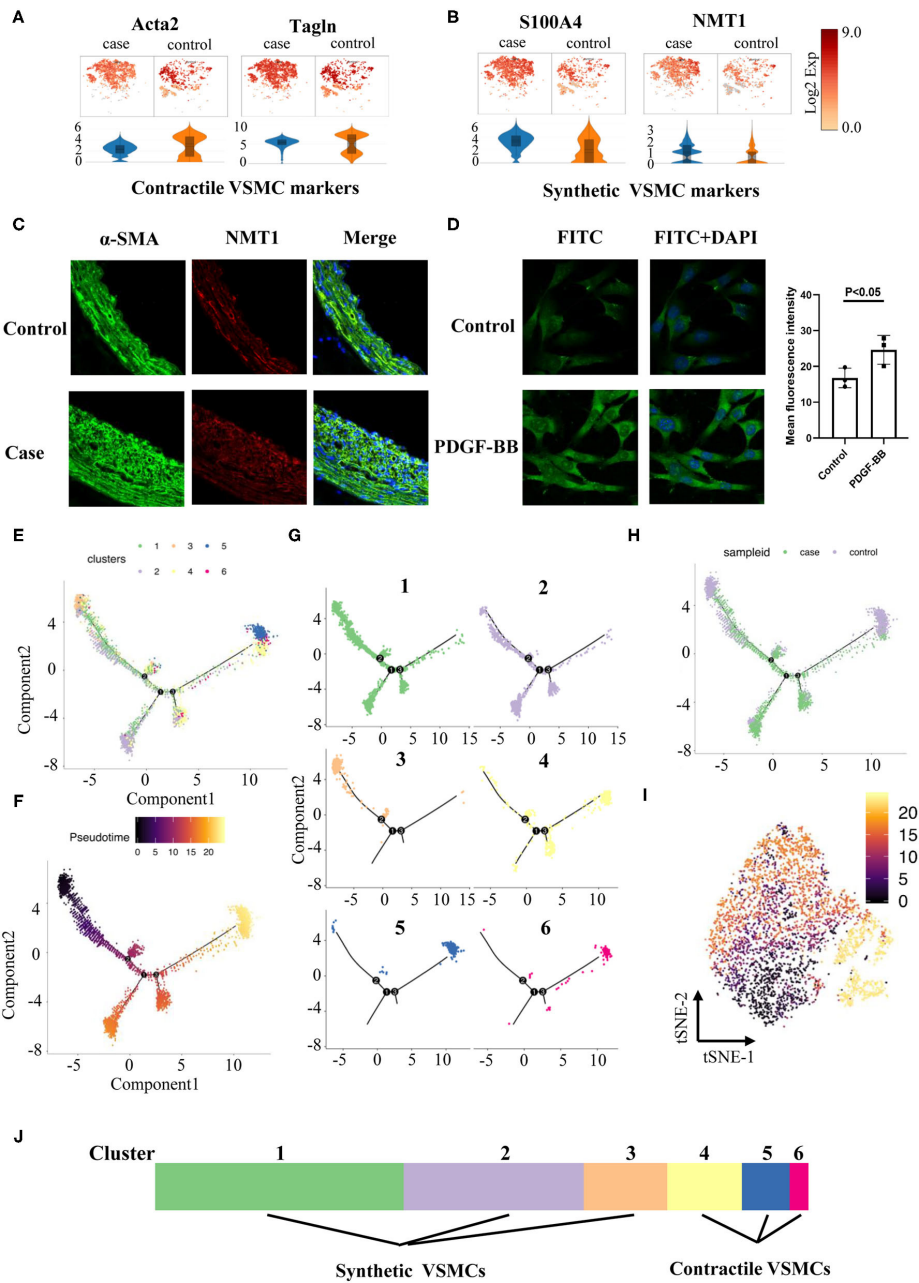
Phenotype switching in VSMCs. **(A)** Dot plots and violin illustrations of contractile makers of VSMC. **(B)** Dot plots and violin illustrations of synthetic makers of VSMC. **(C)** Immunofluorescence images of slices of rats' cartoid arteries in case and control groups. **(D)** Immunofluorescence images of moves under pretreatment (PDGF-BB) and control groups. **(E)** Pseudotime analysis of VSMCs. **(F)** Coloring for differentiation time. **(G)** Split the branches. **(H)** Coloring for case and control groups. **I**. Coloring for differentiation time in tSNE. **(J)** Classified 6 clusters into contractile VSMCs and synthetic VSMCs.

Pseudotime analysis found that VSMCs in different clusters were separated and distributed in various routes, which were linked *via* three nodes (Figures 5E,F). Six clusters of VSMCs (Figure 5G) indicated that they were distributed at different stages: clusters 4, 5, and 6 might pause at advanced differentiation stages; clusters 1, 2, and 3 might pause at early stages. Meanwhile, we found that VSMCs in the case group showed a more extreme distribution in pseudotime routes but a disseminated distribution in the control group (Figure 5H). Finally, we identified cluster 4, 5, and 6 cells as contractile VSMCs and cluster 1, 2, and 3 cells as synthetic VSMCs (Figure 5J).

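Acta2 and Tagln ranked the sub-clusters in the same order and S100a4 in the reverse order. Acta2 was 2,108 CPM in sub-cluster 3, 1,341 in 4, 1,193 in 1, 852 in 2 and 605 in 5. S100a4 was at 895 in sub-cluster 3 and 1,079 in 4, and 1,870.5, 2,194 and 2,539 in sub-clusters 1, 2 and 5. Sub-clusters with high Acta2 and low S100a4 were those drawn from the control group. Tagln ranged from 7,931 to 13,906.

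**Figure D5:**
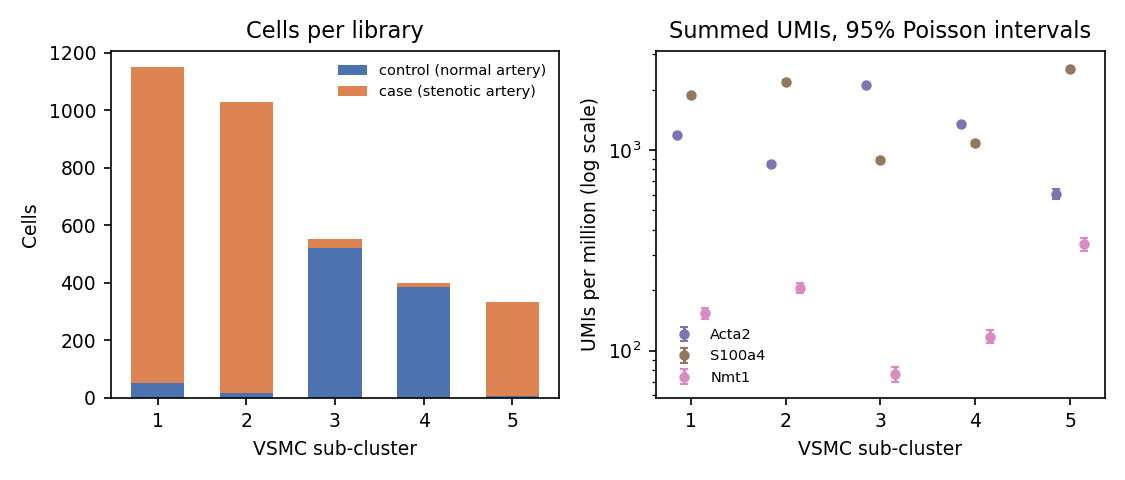
Control and case cells in each of the 5 VSMC-like sub-clusters (left), and Acta2, S100a4 and Nmt1 in CPM on a log scale with exact 95% Poisson intervals (right). Sub-clusters 3 and 4, of 522 and 386 control cells, have the highest Acta2 and the lowest S100a4 and Nmt1.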

It has been reported that the Notch-Hes1 pathway, a pro-differentiation pathway, plays an essential role in the differentiation of many cell types (18). Notch1 increases after vascular injury, and inactivation of Notch1 might reduce neointimal hyperplasia (19). In our study, Notch1 and Hes1 were highly expressed in synthetic clusters 1 and 2 (Figure 4E), indicating that these two genes might be synthetic VSMC-related genes.

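In VSMC-like cells as a whole Hes1 fell from 716 to 461 CPM, a log2 change of −0.64 (−0.68 to −0.59). Notch1 was at 67.7 and 74.8, a change of 0.14 (0.01 to 0.28). Relative to the median change of VSMC-like genes, Hes1 lay below and Notch1 above it, again between cluster 3 in the control group and clusters 1 and 4 in the case group. Of the 5 cell types in the paper, Notch1 was highest in macrophage-like cells, at 227 in the control group and 276 in the case group. In fibroblast-like cells Hes1 changed by −0.11 (−0.18 to −0.03) and Notch1 by 0.38 (0.08 to 0.67). From the level of Notch1 and Hes1 in the clusters it calls synthetic, the paper proposes that both genes are related to synthetic VSMCs.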

### Differences in Fibroblasts and ECs Between Normal and Stenotic Arteries

Our data demonstrated that fibroblasts, mainly distributed in the adventitia of blood vessels, could proliferate greatly during the progression of neointimal hyperplasia (Supplementary Figure 20). 

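Cycling markers were rare in fibroblast-like cells. Mki67 was counted 78 times in 606 control and 79 times in 1,172 case cells, a log2 change of 0.11 (−0.36 to 0.58). Top2a was counted 9 and 4 times, a change of −1.08 (−3.23 to 0.76). Ccnb1 went from 20 to 7 UMIs, a change of −1.42 (−2.91 to −0.12), while Cdk1 and Birc5 had 5 UMIs or fewer in each library. Pcna, which the paper names for VSMCs, rose in fibroblast-like cells by 0.52 (0.45 to 0.59), as it did in VSMC-like cells. A change of Mki67 or Top2a smaller than these intervals was not detectable at this depth.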

A heatmap could help us identify specific markers of these proliferous fibroblasts and provide a new strategy to distinguish fibroblasts in the normal position or the neointima (Supplementary Figure 21). 

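Fibroblast-like cells formed 4 sub-clusters, numbered by size and not as the clusters of the paper, and 1 cell that stood alone. Sub-cluster 3 held 23 control and 401 case cells, so that 94.6% of it came from the case group. It had Postn at 589 CPM, against 9.63, 12.0 and 154 in sub-clusters 1, 2 and 4, and Cilp at 371 and Thbs2 at 356. Mki67 was at 15.4 in sub-cluster 3 on 31 UMIs, and at 7.74, 15.8 and 8.44 in the others. Top2a was counted 3 times in sub-cluster 3 and 5, 1 and 4 times in sub-clusters 1, 2 and 4. Sub-cluster 4 carried VSMC markers (Acta2 709.9) and had the highest median depth, 11,099 UMIs.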

Pseudotime analysis demonstrated that cells in cluster 3 might be proliferous fibroblasts in the case group (Supplementary Figures 22–25). In addition, GO terms and KEGG terms reminded us of the relationship between differentially expressed and specific functions (Supplementary Figures 26–33).

Originally, our model indicated damaged endothelial cells and VSMCs cause intimal hyperplasia. The increase in ECs might be caused by the appearance of EC-like VSMCs or re-endothelialization (20). Total ECs were clustered, indicating that cells in cluster 2 acted as EC-like VSMCs and that cells in cluster 1 could be related to re-endothelialization (Supplementary Figures 34–37). 

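Endothelial-like cells formed 4 sub-clusters, numbered by size and not as the clusters of the paper. The largest took 9 control and 136 case cells. This sub-cluster 1 had Fabp4 at 1,343, Plvap at 673 and Emcn at 283 CPM. Acta2 stood at 99.4 in sub-cluster 1, 49.5 in 2, 75.7 in 3 and 598 in 4. Sub-clusters 2 and 3 held 73 and 71 case cells, with Msr1 at 297 and 668. Tagln was at 4,636 and Dcn at 2,590.3 in sub-cluster 4, of 34 cells. Scrublet called 0 of its case cells doublets, and their median depth, 8,145 UMIs, lay close to the 9,044.5 UMIs of a case endothelial-like and a case fibroblast-like median summed. Over the whole type, case cells held a median of 4 VSMC-marker UMIs, as did case fibroblast-like cells.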

GO terms and KEGG terms also reminded us of the functional changes between the case and control groups (Supplementary Figures 38–45).

### Disease Susceptibility Gene

To verify the similarity between our model and real-world disease, we compared four sets of independent human disease susceptibility genes from GeneCards (https://www.genecards.org/) (ISR-related genes, VSMC phenotype switching-related genes, atherosclerosis-related genes, neointima proliferation-related genes) with our data to determine the expression abundance of previously recognized disease susceptibility genes (Figures 6A–D).

**Figure 6:**
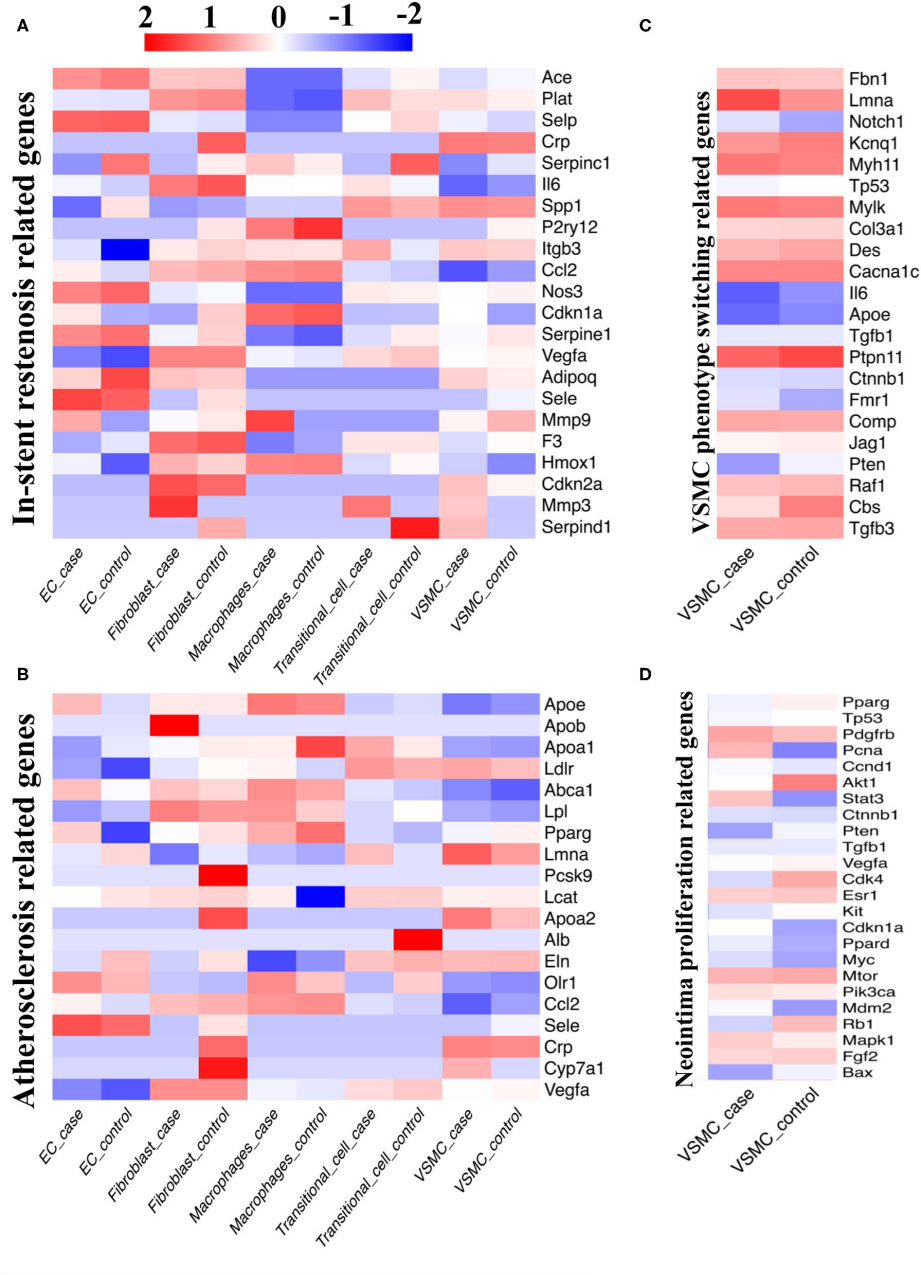
Comparison between single-cell database and disease susceptibility gene databases. **(A)** Our single-cell sequencing compared with database of in-stent restenosis related genes. **(B)** Our single-cell sequencing compared with database of atherosclerosis related genes. **(C)** Our single-cell sequencing compared with database of VSMC phenotype switching related genes. **(D)** Our single-cell sequencing compared with database of neointima proliferation related genes.

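For 17 pairs of a gene and a cell type named for ISR, the type with the highest level was looked up among the 5 cell types of each library. The named type was the highest in 13 of 17 pairs in the control group and 16 of 17 in the case group, with ranks taken whether or not levels differ beyond counting error. In control cells Nos3 reached 184 CPM in endothelial-like, F3 736 in fibroblast-like and Hmox1 10,959 in macrophage-like cells. Vegfa was highest in transitional-like control cells (439), next to fibroblast-like cells (428). Spp1 was highest in endothelial-like control cells (371), where 2 cells held 65.3% of its UMIs, and in VSMC-like case cells (279.6). Several genes rest on few UMIs over the 5 types, with Crp at 1 in the control and 2 in the case group, Cdkn2a at 1 and 10, P2ry12 at 5 and 2, and Sele at 7 and 65.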

When analyzing ISR-related genes, the Ace, Selp, Nos3, Serpine1, and Sele genes were highly expressed in ECs; the Plat, Il6, Vegfa, F3, and Cdkn2a genes were highly expressed in fibroblasts; the P2ry12, Ccl2, Cdkn1a, and Hmox1 genes were highly expressed in macrophages; the Spp1 gene was highly expressed in transitional cells; and the Crp and Spp1 genes were highly expressed in VSMCs (Figure 6A). 

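Of 15 pairs named for atherosclerosis, the named cell type was the highest in 9 in the control group and 11 in the case group, ranked in the same way. Apoe reached 4,598 CPM in control and 11,971 in case macrophage-like cells, and Abca1 474 and 772. Ccl2 was higher in macrophage-like (4,583 and 4,648) than in fibroblast-like cells. Olr1 was highest in endothelial-like case cells, at 179.8. No rank can be given for Lpl, which had 3 UMIs in transitional-like control cells, the type with the highest level, and 35.9 CPM in macrophage-like against 35.4 in fibroblast-like case cells. Lpl was also a leading gene of cluster 7, which was left unnamed and is in none of these types. Eln was highest in endothelial-like control cells (2,271). Apoa2 was counted 1 time in the control and 0 times in the case group, which allows up to 3 UMIs.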

When analyzing atherosclerosis-related genes, we screened out high expression of the Olr1 and Sele genes in ECs; the Lpl, Ccl2, and Vegfa genes in fibroblasts; the Apoe, Abca1, Pparg, and Ccl2 genes in macrophages; the Ldlr and Eln genes in transitional cells; and the Ldlr, Lmna, Apoa2 and Crp genes in VSMCs (Figure 6B). Afterwards, we focused on VSMCs and found that the Lmna, Myh11, Mylk, Cacna1c, and Ptpn11 genes were intensely related to VSMC phenotype switching; the Pdgfb and Mtor genes were closely related to neointimal proliferation.

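In VSMC-like cells, compared between cluster 3 of the control group and clusters 1 and 4 of the case group, Lmna changed by −0.22 (−0.25 to −0.19), Mylk by −0.24 (−0.27 to −0.21) and Ptpn11 by −0.16 (−0.26 to −0.05) in log2. These lie near the median of −0.13 over VSMC-like genes, and Lmna fell in fibroblast-like cells too, by −0.14 (−0.20 to −0.08). Cacna1c (−0.15 (−0.38 to 0.08)) and Mtor (−0.13 (−0.40 to 0.15)) did not change beyond counting error. Pdgfb was counted 4 times in control and 3 times in case VSMC-like cells, and reached 34.1 and 61.1 CPM in endothelial-like cells.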

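Mmp3 was counted 11 times in control and 33 times in case fibroblast-like cells, a log2 change of 1.68 (0.66 to 2.81). At 1.55 and 4.97 CPM its levels were low, but both counts lay above the 3 UMIs that a count of 0 allows. Mmp9 in macrophage-like cells had 0 UMIs in the control and 3 in the case group, a difference not detectable at this depth. In transitional-like cells Mmp3 had 0 UMIs in either library, which allows up to 3 counts among 154,788 control and 59,782 case UMIs.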

The matrix metallopeptidase (Mmp) gene family related to ISR was highly expressed in the stenotic artery but expressed at low levels in the control group (Mmp3 in fibroblasts; Mmp9 in macrophages; Mmp3 in transitional cells; Figure 6A). 

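Serpinc1 was counted 1 time in control and 3 times in case endothelial-like cells, a log2 change of 0.12 (−3.52 to 5.83). It had 2 UMIs in control transitional-like cells and 0 in the 8 case ones. Crp had no UMI in fibroblast-like cells of either library, and Serpind1 none in transitional-like cells. No direction can be given for these genes at this depth.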

Meanwhile, several genes related to ISR exhibited high expression in the case group and low expression in the control group, such as Serpinc1 in ECs, Crp in fibroblasts, and Serpinc1 and Serpind1 in transitional cells (Figure 6A). When compared with the control group, several genes related to atherosclerosis were differentially expressed in the case group (Up: Apob in fibroblasts; Cyp7a1 in VSMCs; Down: Pcsk9, Apoa2, Crp, Cyp7a1 in fibroblasts; Apoa1 in macrophages; Alb in transitional cells, Figure 6C). 

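Apob and Alb had no UMI in any of the 5 cell types of either library. Cyp7a1 was counted 0 times in control and 1 time in case VSMC-like cells, and 2 times in control and 0 times in case fibroblast-like cells. Apoa2 was not counted in fibroblast-like cells. Apoa1 in macrophage-like cells had 6 control and 4 case UMIs, a log2 change of −1.28 (−3.54 to 0.80).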

We also found that the expression of several VSMC genes related to neointimal proliferation changed considerably with the progression of disease (Up: Pcna; Down: Akt1, Cdk4, and Rb1).

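Pcna rose from 347 to 503 CPM in VSMC-like cells, a log2 change of 0.53 (0.48 to 0.59), between clusters 3 and 1 with 4 as for the other genes. It rose alike in fibroblast-like cells, by 0.52 (0.45 to 0.59). Akt1 fell from 79.5 to 51.3 (−0.63 (−0.77 to −0.49)) and Rb1 from 17.0 to 10.1 (−0.75 (−1.07 to −0.44)). In fibroblast-like cells these changed by −0.40 (−0.64 to −0.16) and −0.60 (−1.12 to −0.10).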

By comparing the susceptibility gene databases with our sequencing data, we obtained some results similar to previous studies and verified them in an *in vivo* study. Moreover, we discovered several novel genes based on the current model, such as Cyp7a1 and Cdk4, which should be further validated.

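Cdk4 was counted 368 times in control and 204 times in case VSMC-like cells, or 28.9 and 14.2 CPM. Its log2 change was −1.03 (−1.28 to −0.78) there and −1.06 (−1.46 to −0.67) in fibroblast-like cells, −1.98 (−3.08 to −0.92) in endothelial-like and −1.50 (−2.96 to −0.15) in macrophage-like cells. The fall in VSMC-like cells lay between −1.17 and −0.82 under all alternatives. Cyp7a1 rested on a single UMI in VSMC-like cells. From its comparison with the 4 gene databases, the paper proposes Cyp7a1 and Cdk4 as genes to be studied further.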

### Cell-to-Cell Communication: Receptor Ligand Analysis

We performed receptor ligand analysis in the normal artery and stenotic artery (Figure 7A, Supplementary Figure 46). In the normal artery, Fn1, especially Fn1/α8β1 integrin, was enriched in ECs. 

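In the control group Fn1 stood at 3,558 CPM in endothelial-like, 752 in fibroblast-like and 317 in VSMC-like cells. Itga8 was at 3,286 in VSMC-like and 527 in endothelial-like cells, and Itgb1 at 1,364 and 1,087. Receptor and ligand pairs were not scored here, and only the levels of the genes were measured.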

Col1a1 and Col3a1, whose ligands are α1β1 integrin and α11β1 integrin, were enriched in fibroblasts. Moreover, macrophages were associated with the high expression of Cd74, Cd44/Copa, App, and Hbegf. 

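Itga1 and Itga11, which encode the α1 and α11 chains, were at 9.75 and 10.3 CPM in control fibroblast-like cells and at 75.1 and 18.1 in VSMC-like cells. The collagen genes were highest in fibroblast-like cells, as given with the markers.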

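In control macrophage-like cells Cd74 reached 11,105 CPM and Cd44 619.8. Copa was at 70.8, App at 292 and Hbegf at 163. App and Hbegf were higher in control endothelial-like cells, at 1,368 and 1,603.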

Col1a1/α1β1 integrin and Col1a1/α11β1 integrin were also enriched in transitional cells. However, the gene expression of ligands in VSMCs was low.

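Itga1 was counted 6 times and Itga11 4 times in control transitional-like cells, or 38.8 and 25.8 CPM. Itgb1 was at 1,059.5 there.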

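Levels of ligand genes in control VSMC-like cells depended on the gene, with Hbegf at 993, App at 548, Col18a1 at 1,483 and Vegfa at 137 CPM. Cd74 was at 2.52 and Cd44 at 57.5. Both are partners of Hbegf in the paper's pairs, and they are not counted as ligand genes here.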

**Figure 7:**
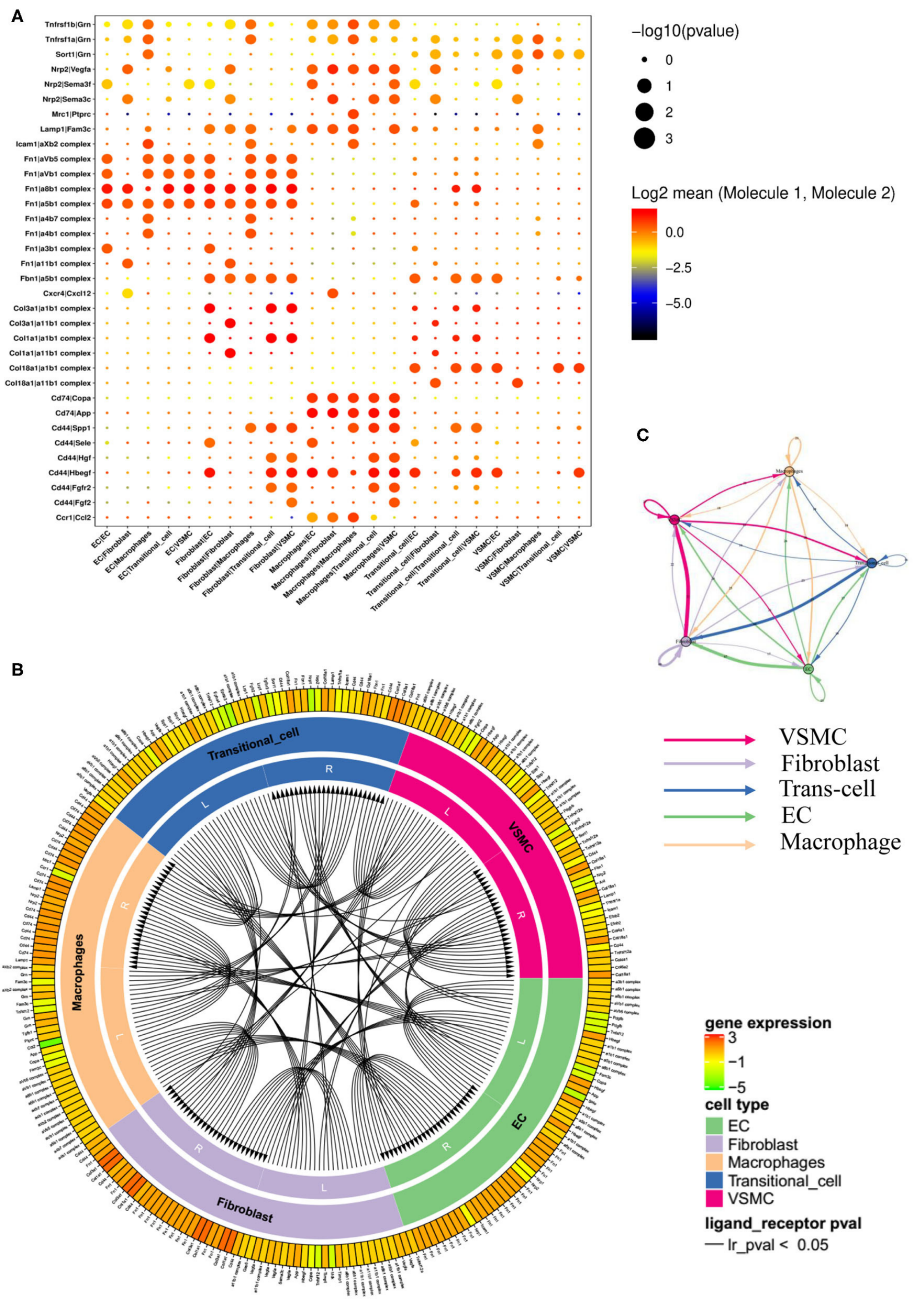
Networks of ligands and receptors in single-cells of case group. **(A)** Dot plot of receptors and ligands analysis. **(B)** Intercellular communication of different cell types. **(C)** Quantitative figure of intercellular communication.

Of note, the expression levels of receptors and ligands in the stenotic artery changed considerably compared with those in the normal artery (Supplementary Figure 15). Fn1/α8β1 integrin, Fn1/α5β1 integrin, Fn1/αVβ1 integrin, and Fn1/αVβ5 integrin were all enriched in ECs. 

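Fn1 in endothelial-like cells fell to 2,056 CPM in the case group, a log2 change of −0.79 (−0.87 to −0.71). Itga8 changed by −0.88 (−1.11 to −0.66) and Itgb1 by −0.53 (−0.67 to −0.38) in the same cells. Itga5 rose by 0.72 (0.28 to 1.20), and Itgav by 1.50 (0.28 to 3.02) on 6 control and 47 case UMIs. Itgb5 did not change beyond counting error (−0.31 (−1.30 to 0.76)). Cluster 11 held 9 of 64 control and 151 of 309 case endothelial-like cells, so these changes are also between clusters.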

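In fibroblast-like cells Cd44 rose from 251 to 488 CPM, a log2 change of 0.96 (0.87 to 1.04), and Fn1 rose by 0.58 (0.52 to 0.63). In VSMC-like cells, by comparison, Cd44 rose by 1.17 (1.04 to 1.29) and Fn1 changed by −0.47 (−0.54 to −0.40). Col3a1 changed by −0.08 (−0.10 to −0.07) and reversed its direction under 5 alternatives, among them TMM scaling (0.03). Itga1 rose by 0.65 (0.20 to 1.12) and Itga5 did not change beyond counting error (0.10 (−0.18 to 0.37)). Itga8 changed by 0.40 (0.31 to 0.49) but by −0.59 with each library clustered on its own. Itgav changed by −0.35 (−0.69 to −0.00) and by 0.28 after thinning to equal depth. Itgb5 fell by 0.35. Hbegf rose by 0.58 (0.48 to 0.68) and Spp1 by 0.28 (0.03 to 0.53), each with the opposite sign when the libraries were clustered apart (−0.02 and −0.01). Cluster 6 held 28 of 606 control and 467 of 1,172 case fibroblast-like cells, so these changes too are partly between clusters.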

Fn1, Col3a1, and Cd44 (ligands) and αVβ1, αVβ5, α8β1, α5β1, α1β1 integrin, SPP1, and Hbegf (receptors) were enriched in fibroblasts. 

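In macrophage-like cells Cd74 fell from 11,105 to 7,276 CPM, a log2 change of −0.61 (−0.66 to −0.55). Nrp2 (0.16 (−0.03 to 0.35)), Vegfa (−0.26 (−0.68 to 0.17)), Copa (0.12 (−0.52 to 0.79)) and App (−0.27 (−0.60 to 0.06)) did not change beyond counting error. Hbegf rose by 0.54 (0.15 to 0.95).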

Nrp2/Vegfa, Cd74/Copa, Cd74/App, and Cd74/Hbegf were enriched in macrophages. Moreover, transitional cells seemed to have high enrichment levels of Col18a1/α1β1 integrin and Cd44/Hbegf. 

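Col18a1 in transitional-like cells was at 620.2 CPM in the control and 953 in the case group, on 96 and 57 UMIs. VSMC-like cells had 1,244 in the case group. Cd44 rested on 9 UMIs and Hbegf on 55 in the 8 case cells, with log2 changes of −0.16 (−1.44 to 0.98) and 0.57 (0.06 to 1.06).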

The ligand and receptor circuit diagram suggested decreased communication between VSMCs and ECs (Figures 7B,C). In addition, ligands from fibroblasts decreased relative to the control group.

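By level, the ligand genes of fibroblast-like cells did not move in 1 direction, while pairs of ligands and receptors were not scored here. Col1a1 fell from 19,566 to 14,362 CPM (−0.45 (−0.46 to −0.43)), and App by 0.32 in log2. Vegfa changed by 0.10 (0.03 to 0.18). The Fn1 and Hbegf genes rose, as given for fibroblasts.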

## Discussion

To the best of our knowledge, this is the first study to investigate the mechanisms of ISR by single-cell RNA sequencing. There are several main findings in our study. First, we found traditional cells between VSMCs and fibroblasts in both normal and stenotic arteries. The specific key genes of these novel cells were also selected by heat map analysis and in a dynamic change trend graph of pseudotime analysis. Second, the phenotype of VSMCs, the major component of blood vessels, switched greatly in the stenotic artery, and we further classified the VSMCs into 6 clusters based on gene enrichment analysis. Finally, disease susceptibility gene analysis confirmed the association of those classical genes and ISR by comparing our data with four previous databases, and we also proposed several novel related target genes, such as Cyp7a1 and Cdk4, which should be validated in future studies.

DES has completely replaced bare-metal stents to be used in ischemic heart disease in daily clinical practice due to the proliferation inhibition effects of coating agents (21), but the relatively high occurrence of restenosis (5–10%) after implantation of DES still cannot be prevented, with a direct financial burden on patients and medical insurance (1). It is warranted to use a novel methodology to investigate the underlying mechanisms of ISR. Single-cell RNA sequencing is a novel bioanalysis technology in recent years that has been extensively used in the field of cancer but less in the cardiovascular field (22). Thus, we conducted the present study and hope to find new clues to explore the mechanisms of ISR in depth.

VSMCs have more plasticity than any other cell type in blood vessels. In atherosclerosis models, VSMC-derived foam cells and macrophage-like VSMCs play major roles within the arterial wall (15). However, our data indicated that specific markers of macrophages showed low expression in VSMCs and ensured the purity of VSMCs. In addition, a previous study revealed that VSMCs could switch into osteoblast-like cells, fibroblast-like cells and senescent VSMCs (23). 

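Cd68 was counted 47 times in control and 65 times in case VSMC-like cells, or 3.69 and 4.52 CPM, and stood at 381 in case macrophage-like cells. Ncf4 was counted 0 and 3 times, C1qa 1 and 8 times and Lyz2 5 and 29 times in VSMC-like cells. In fibroblast-like cells Cd68 was at 6.08 and 7.07 CPM, and Ncf4 was counted 0 and 2 times, C1qa 2 and 5 times and Lyz2 3 and 12 times.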

Wirka et al. reported fibroblast-like cells in atherosclerotic lesions that broke inherent cognition (12). Our data also proved that phenotype switching exists between VSMCs and fibroblasts and found a new cell type: transitional cells. During the transition from VSMCs to fibroblasts, inflammatory factors dropped sharply, and cyclins indicated cell cycle arrest, suggesting that this transition has a protective effect on VSMCs. 

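In the control group Il6 was at 4.87 CPM in VSMC-like, 96.9 in transitional-like and 849.8 in fibroblast-like cells, and in the case group at 7.02, 50.2 and 502. Ccl2 rose in the same order, from 33.9 through 71.1 to 2,156 in the control group and from 9.87 through 268 to 1,384 in the case group. Mki67 was at 7.55 and 11.0 in control VSMC-like and fibroblast-like cells, and had 0 UMIs in transitional-like cells, where 3 counts would be 19.4 CPM.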

From another perspective, the transition from fibroblasts to VSMCs means that the elasticity and compliance of hyperplastic tissues are reduced, which may have a certain impact on the long-term prognosis of diseased blood vessels. Therefore, the in-depth investigation of transitional cells is particularly important. By regulating the number and homeostasis of transitional cells, we might seek benefits and avoid disadvantages at the same time.

VSMCs, a major component of blood vessels, were clustered into 6 groups. Obviously, we observed changes in proportions between 6 clusters. We tried to uncover the mechanism of ISR by explaining these changes between 6 clusters during neointima proliferation. In recent years, phenotype switching/modulation of VSMCs has always been a research hotspot and is used to analyze a variety of VSMC-related disease models. Pseudotime analysis helped us distinguish contractile and synthetic VSMCs by the degree of differentiation. Unlike pseudotime analysis of single-cell sequencing, we usually used specific markers to identify different cell types of VSMCs *in vitro*. Nonetheless, classical markers of contractile or synthetic VSMCs are not applicable to all models. For example, secreted phosphoprotein 1 (SPP1)-encoded protein osteopontin (OPN) (24) of synthetic VSMCs, an extracellular matrix-related component that has been frequently reported in VSMC phenotype switching, showed hardly any differences between the case and control groups. Therefore, it is necessary to select several genes suitable for ISR models. 

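Spp1 changed by −0.23 (−0.29 to −0.16) in VSMC-like cells, from 4,162 control to 4,022 case UMIs, close to the median change of genes in these cells, between cluster 3 and clusters 1 and 4.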

Nmt1 might be a new marker in both ISR models *in vivo* and VSMCs *in vitro*. To some extent, Nmt1 is specific not only to the ISR model but also to models related to VSMC phenotype switching, which need more verification.

Moreover, by comparing the database of disease-related susceptibility genes, we revealed target cells of these disease-related susceptibility genes *in vivo*. The expression of disease-related susceptibility genes changed obviously between the case and control groups, which indicated that VSMCs played major roles in neointimal proliferation. Jason LJ et al. reported that Mmp3 mediated the activation of Mmp9, which was required for neointimal proliferation and VSMC migration (25). The serpin gene family, with antithrombin and antiproliferation functions, has been reported to play a protective role in blood vessels (26). As mentioned above, fibronectin1 (Fn1) was found to be a representative ligand and regulate integrins, as suggested by previous studies (27, 28). However, the communication between Fn1 and integrins was enhanced with the progression of ISR and was mainly located in ECs and fibroblasts. In addition, we benefited from the analysis of receptors and ligands. Signals of receptors and ligands aggregated in ECs and macrophages, which was opposite to the results obtained for disease-related susceptibility genes. The results highlighted Fn1/integrins in ECs and fibroblasts and Cd44 in macrophages and showed obvious changes in Fn1/integrins and Cd44 between the case and control groups. However, the number of receptors and ligands of fibroblasts rather than ECs or macrophages was obviously reduced in total.

There are several limitations in our study. First, the rat carotid artery balloon injury model is the most common *in vivo* model widely used to study ISR, but a gap still exists. Second, to obtain live cells for single-cell sequencing, we chose balloon-injured rat carotid arteries instead of frozen human restenotic coronary artery specimens in cold storage. Third, two cases and two controls were selected due to the limited research funding and time, and a relatively small sample size might produce bias. However, the first applied single-cell sequencing in the ISR model could provide novel clues for further study.

In conclusion, maps of heterogeneous cellular landscapes, especially transitional cells, in the carotid artery were defined by single-cell RNA sequencing and revealed several cell types with their internal relations in the ISR model. This study highlights the crucial role of VSMC phenotype switching in the progression of ISR, and we also proposed several novel related target genes, such as Cyp7a1 and Cdk4, providing clues regarding the underlying mechanism of ISR.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE174098.

## Ethics Statement

The animal study was reviewed and approved by Experimental Animal Care and Use Committee of Nanjing Medical University.

## Author Contributions

X-FG and A-QC performed experiments and wrote the manuscript. Z-MW and FW prepared the figures. SL, S-YC, and YG prepared the Supplementary Materials. YC and ZG prepared the table. J-JZ and S-LC provided the idea and revised the manuscript. All authors have agreed to the published version of the manuscript.

## Funding

This study was funded by the National Natural Science Foundation of China (NSFC 81970307 and 81801147), and was jointly supported by Six Talent Peaks Project of Jiangsu Province (2019-WSN-156), Social Development Project of Jiangsu Province (BE2019616), Jiangsu Commission of Health (H2019077), Nanjing Commission of Health (ZKX19027), and Nanjing Health Youth Talent Training project (QRX17017).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Single-Cell RNA Sequencing of the Rat Carotid Arteries Uncovers Potential Cellular Targets of Neointimal Hyperplasia
**Source:** Front Cardiovasc Med. 2021 Dec 9;8:751525. doi: 10.3389/fcvm.2021.751525
**Supplement:** Supplementary file 1

# Supplemental materials

## Catalogue:

- **Methods:**
  - Analysis and quality control
  - Data dimension reduction and differentially expressed genes
  - Gene ontology enrichment analysis
  - Kyoto Encyclopedia of Genes and Genomes
  - Pseudotime analysis
  - Ligand-receptor networks
  - Cell culture
  - Immunofluorescence
- **Supplemental figure 1: Cartoid arteries of an experimental model.**
- **Supplemental figure 2: Quality control of single-cell database.**
- **Supplemental figure 3-4: Pseudotime analysis of VSMCs, fibroblasts and transitional-cell in total group.**
- **Supplemental figure 5-10: Pseudotime analysis of top10 differentially expressed genes of fibroblasts, transitional-cells and VSMCs in case and control groups.**
- **Supplemental figure 11: Hotmap of top10 differentially expressed genes of fibroblasts, transitional-cells and VSMCs.**
- **Supplemental figure 12-16: GO analysis of total-VSMCs.**
- **Supplemental figure 17-19: KEGG analysis of total-VSMCs.**
- **Supplemental figure 20: TSNE of total-fibroblasts.**
- **Supplemental figure 21: Top10 markers of different clusters in fibroblasts.**
- **Supplemental figure 22-25: Pseudotime analysis of total-fibroblasts.**
- **Supplemental figure 26-30: GO analysis of total-fibroblasts.**
- **Supplemental figure 31-33: KEGG analysis of total-fibroblasts.**
- **Supplemental figure 34: TSNE of total-ECs.**
- **Supplemental figure 35: Top10 markers of different clusters in ECs.**
- **Supplemental figure 36-37 Pseudotime analysis of total-ECs.**
- **Supplemental figure 38-42: GO analysis of total-ECs.**
- **Supplemental figure 43-45: KEGG analysis of total-ECs.**
- **Supplemental figure 46: A. Dot plot of receptors and ligands analysis. B. Intercellular communication of different celltypes. C. Quantitative figure of intercellular communication.**

## **Methods:**

### **Analysis and quality control**

We analyzed the raw sequencing data by Seurat R package (3.1.1) for single-cell genomics (<https://satijalab.org/seurat/>). Quality control was performed under these following metrics: (1) gene quantitative quality control (Supplemental table1), using Cell Ranger (3.1.0) which integrated STAR internally and getting the offline data according to the reads comparison to the reference genome (Supplemental figure 2A-B). (2) filter low-quality cells (Supplemental figure 2C), according to their distribution characteristics, fit a distribution model and eliminated outlier value. The linear model fitting curve (Supplemental figure 2C) and the violin chart of the number of genes (nGene, Supplemental figure 2D), the number of the unique molecular identifier (nUMI, Supplemental figure 2E) and the percentage of mitochondrial genes (percent-mito, Supplemental figure 2F) of each cell before and after quality control are shown. (Before-total: 8977, case: 5656, control: 3321, after-total: 7119, case: 4674, control: 2445).

### **Data dimension reduction and differentially expressed genes**

We identified the top variable genes across single cells by using the method described in Macosko et al.<sup>1</sup> Briefly, the average expression and dispersion were calculated for each gene, genes were subsequently placed into several bins based on expression. Principal component analysis (PCA) was

performed to reduce the dimensionality on the log transformed gene-barcode matrices of top variable genes. Cells were clustered based on a graph-based clustering approach, and were visualized in 2-dimension using tSNE. Likelihood ratio test that simultaneously test for changes in mean expression and in the percentage of expressed cells was used to identify significantly differentially expressed genes between clusters. Here, we use the R package SingleR, a novel computational method for unbiased cell type recognition of scRNA-seq, with the reference transcriptomic datasets (<https://ftp.ncbi.nlm.nih.gov/blast/db/FASTA/>) to infer the cell of origin of each of the single cells independently and identify cell types. Moreover, we screen for differentially expressed genes (DEGs) between case and control groups based on the FindMarkers function of Seurat.<sup>2</sup> In need of statistically significant data, inclusion criteria were met as fold change ( $>1.5$ ) and p value ( $>0.05$ ).

### **Gene ontology enrichment analysis**

After obtaining the differentially expressed genes, we performed Gene ontology (GO) enrichment analysis on these genes, and described their functions (combined with the GO annotation results). Methods of GO function enrichment analysis: using all protein coding genes as the background list, and the differential protein coding gene list as the candidate list filtered from the background list, and using the

hypergeometric distribution test to assess whether the p value is significantly enriched by calculating the representative GO function set in the differential protein coding gene list, and then the p value is corrected by Benjamini & Hochberg multiple tests to obtain qValue.

$$p = 1 - \sum_{i=0}^{m-1} \frac{\binom{M}{i} \binom{N-M}{n-i}}{\binom{N}{n}} \quad \text{Enrichment score} = \frac{m}{n} / \frac{M}{N}$$

N: the number of genes with GO annoyations in all genes; n: the number of genes with GO annotations in the differentially expressed genes in N; M: the number of genes annotated as a specific GO term in all genes; m: the number of differentially expressed genes annotated specifically in GO term.

### **Kyoto Encyclopedia of Genes and Genomes**

Kyoto Encyclopedia of Genes and Genomes (KEGG, <https://www.kegg.jp/>), a public database connected with pathway, was linked to our differentially expressed genes. We used the KEGG database to perform pathway analysis on the differential protein coding genes (combined with the KEGG annotation results), and used the hypergeometric distribution test to calculate the significance of the enrichment of differential genes in each pathway entry.

## **Pseudotime analysis**

Pseudotime analysis, as known as cell trajectory analysis, help us know the sequence of regulatory changes that occur when cells transition from one state to another. We used the Monocle 2 software package<sup>3</sup> to perform machine learning based on the expression patterns of key genes, and then simulate the dynamic changes of the time development process. First, we selected genes with a large degree of gene expression variation between cells, and performed spatial dimensionality reduction based on their expression profiles, and then constructed a minimum spanning tree (MST), and then used the MST to find the longest path that represents differentiation trajectory of cells with similar transcription characteristics.

## **Ligand-receptor networks**

According to the ligand-receptor relationship between different cell membrane surfaces and free proteins, possible interactions between different cells can be identified. This effect includes autocrine and paracrine. Utilizing single-cell RNA sequencing data, taking the gene expression data of cell subpopulations as the research object, with the aid of the ligand-receptor database, using cellphoneDB software can obtain the ligand and receptor information in the cell, and obtain the signal communication relationship between cells help us clarify the complexity, diversity and dynamics of cell-to-cell communication in a wide range of

biological processes.

### **Cell culture**

Mouse aortic vascular smooth muscle cells (MOVAS) were obtained from American Type Culture Collection (ATCC, CRL-2797). MOVAS were cultured in Smooth Muscle Cell Growth Basal Medium (ScienCell, 1101) with 2% fetal bovine serum (FBS) at 37 °C with 95% humid air and 5% CO<sub>2</sub>. After growing to 70%-80% confluence, cells were washed with PBS and then maintained in Smooth Muscle Cell Growth Basal Medium.

### **Immunofluorescence**

Sections of rat carotid arteries or MOVAS were fixed in 4% paraformaldehyde in PBS for 10 minutes and permeabilized with 0.1% Triton X-100 (in PBS) for 20 minutes. After blocking with 3% BSA for 1 hour, samples were incubated with antibodies specific for NMT1 (ab226857, 1:100; Abcam),  $\alpha$ -SMA (ab5694, 1:100; Abcam) overnight at 4°C. These samples were washed by PBS and labeled by FITC (ab6785, 1:100; Abcam) for 1 hour at room temperature. Finally, mounted them by DAPI (ab104139; Abcam). Finally, images were obtained by a laser scanning confocal microscope (ZEISS, German).

### **References**

1. Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M, Tirosh I, Bialas AR, Kamitaki

N, Martersteck EM, Trombetta JJ, Weitz DA, Sanes JR, Shalek AK, Regev A and McCarroll SA. Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell*. 2015;161:1202-1214.

2. Butler A, Hoffman P, Smibert P, Papalexi E and Satija R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nature biotechnology*. 2018;36:411-420.

3. Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, Lennon NJ, Livak KJ, Mikkelsen TS and Rinn JL. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nature biotechnology*. 2014;32:381-386.

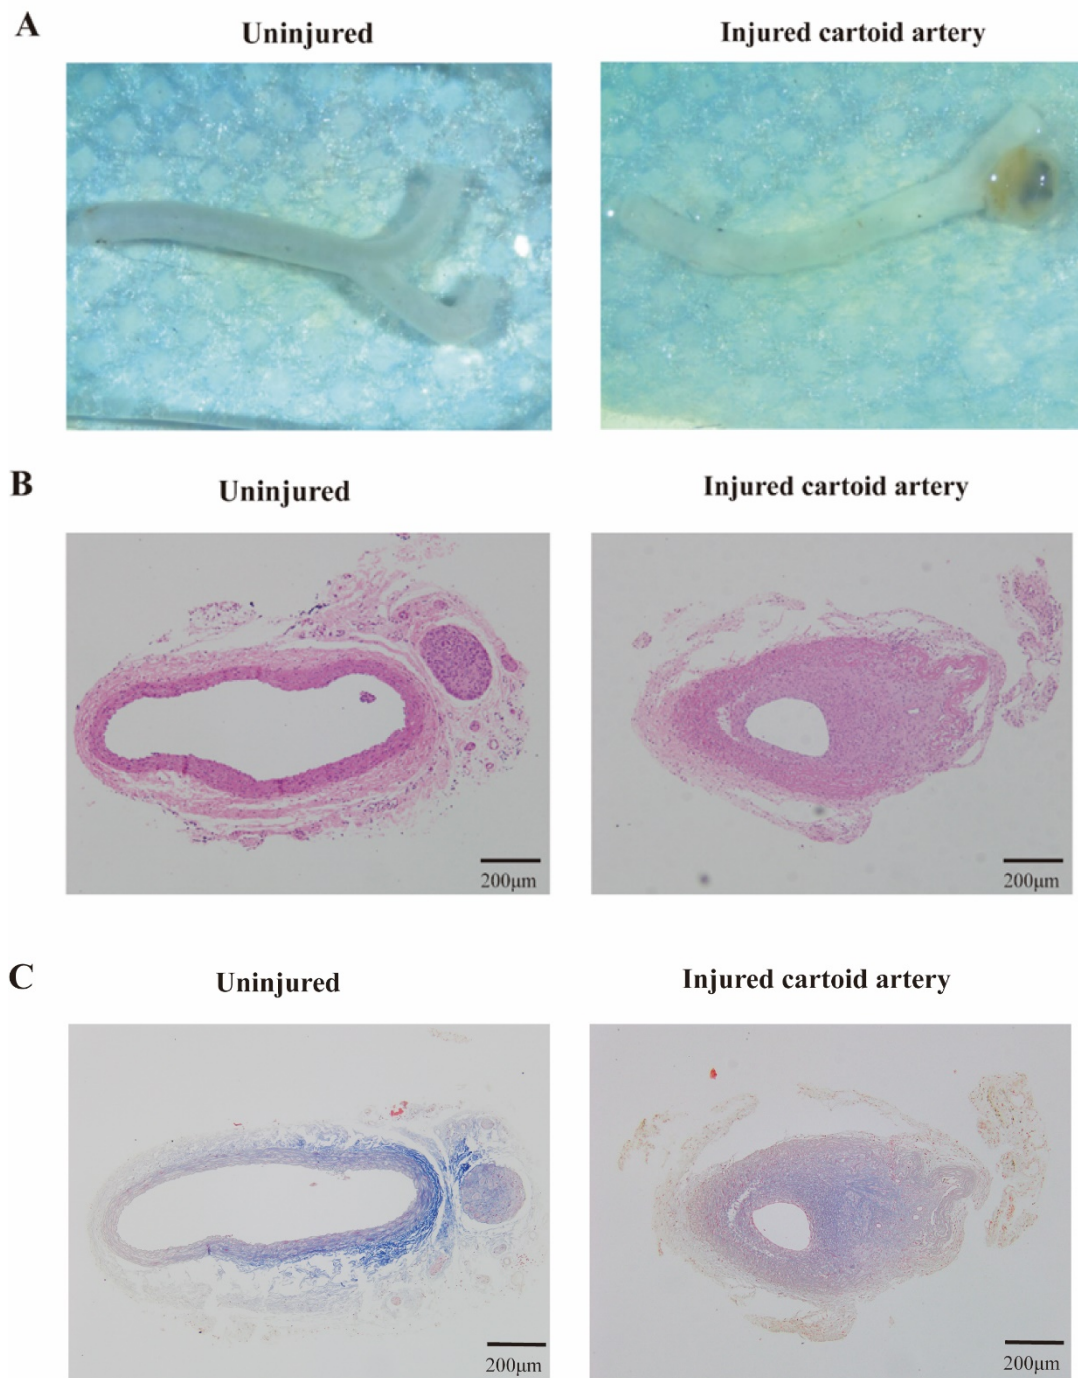

**Supplemental figure 1. Cartoid arteries of an experimrntal model.** The brightfield, HE and Masson's trichrome staining indicate successful model building.

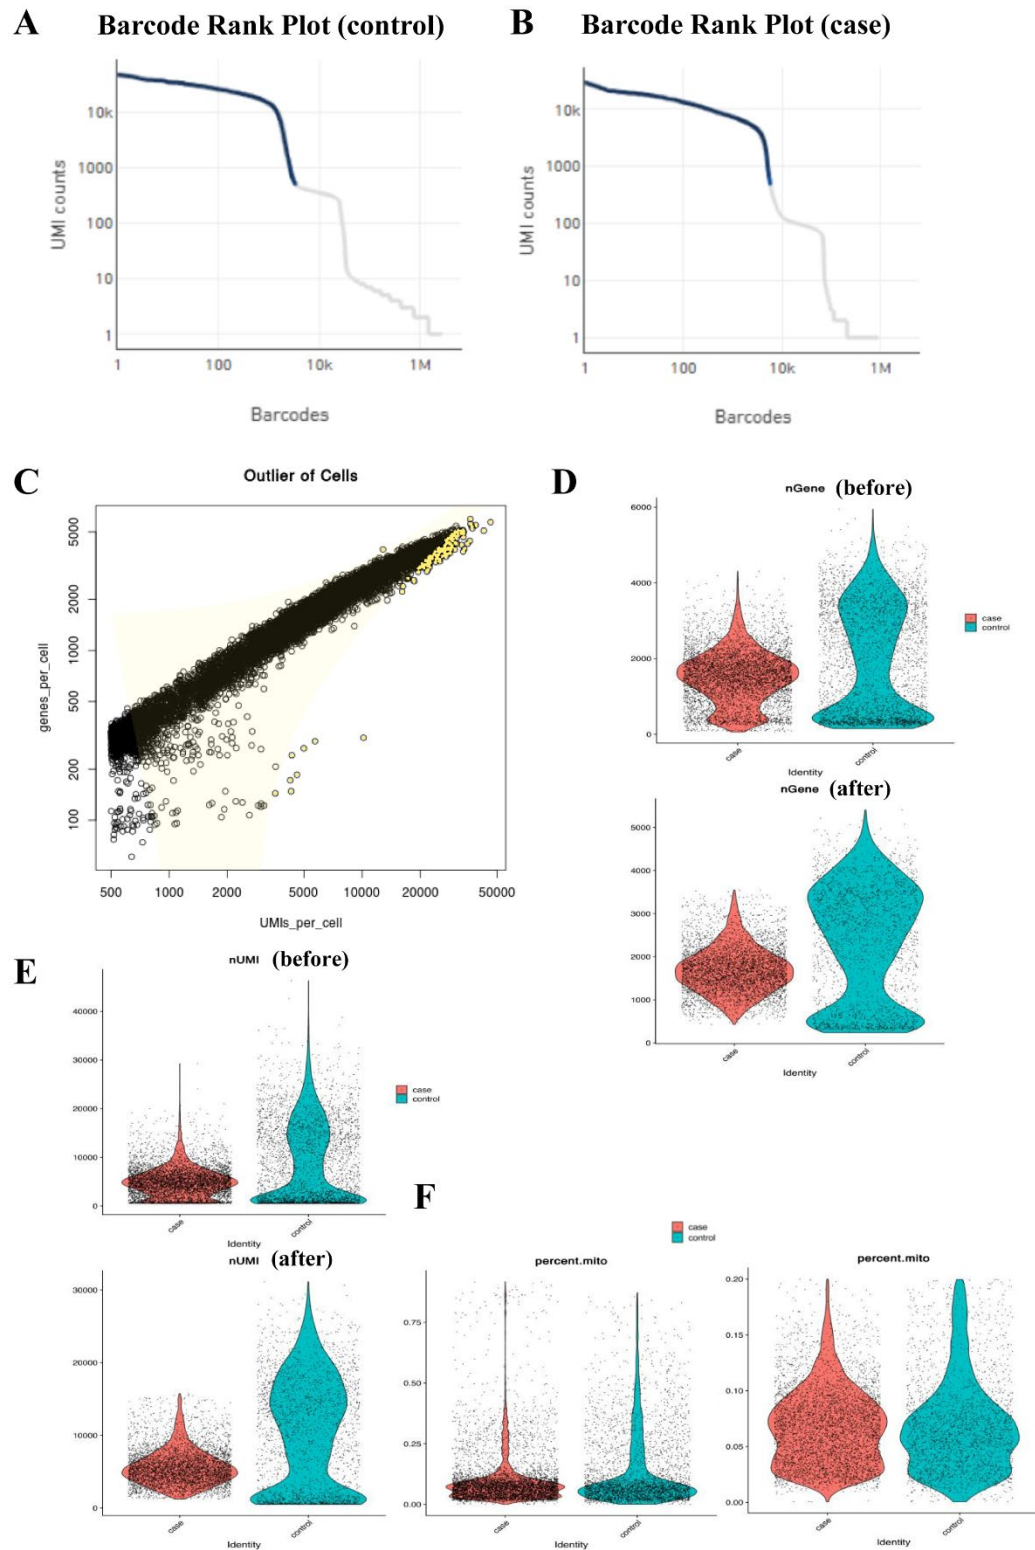

**Supplemental figure 2: Quality control of single-cell database.** The quality control shows a great building of single-cell database.

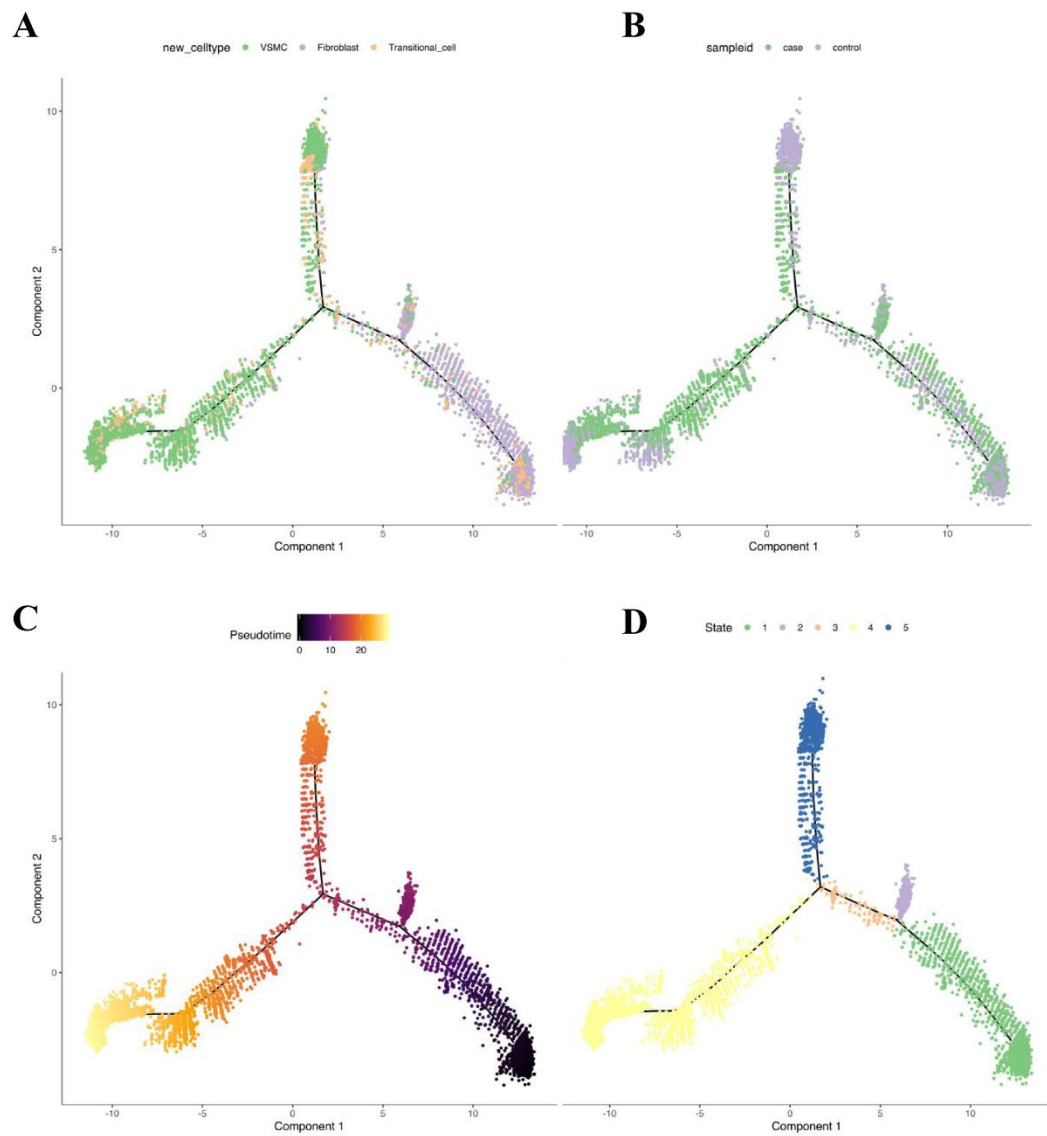

**Supplemental figure 3. Pseudotime analysis of VSMCs, fibroblasts and transitional-cell in total group.** The transitional-cells in both case and control groups also distribute in the routine between VSMC and fibroblast.

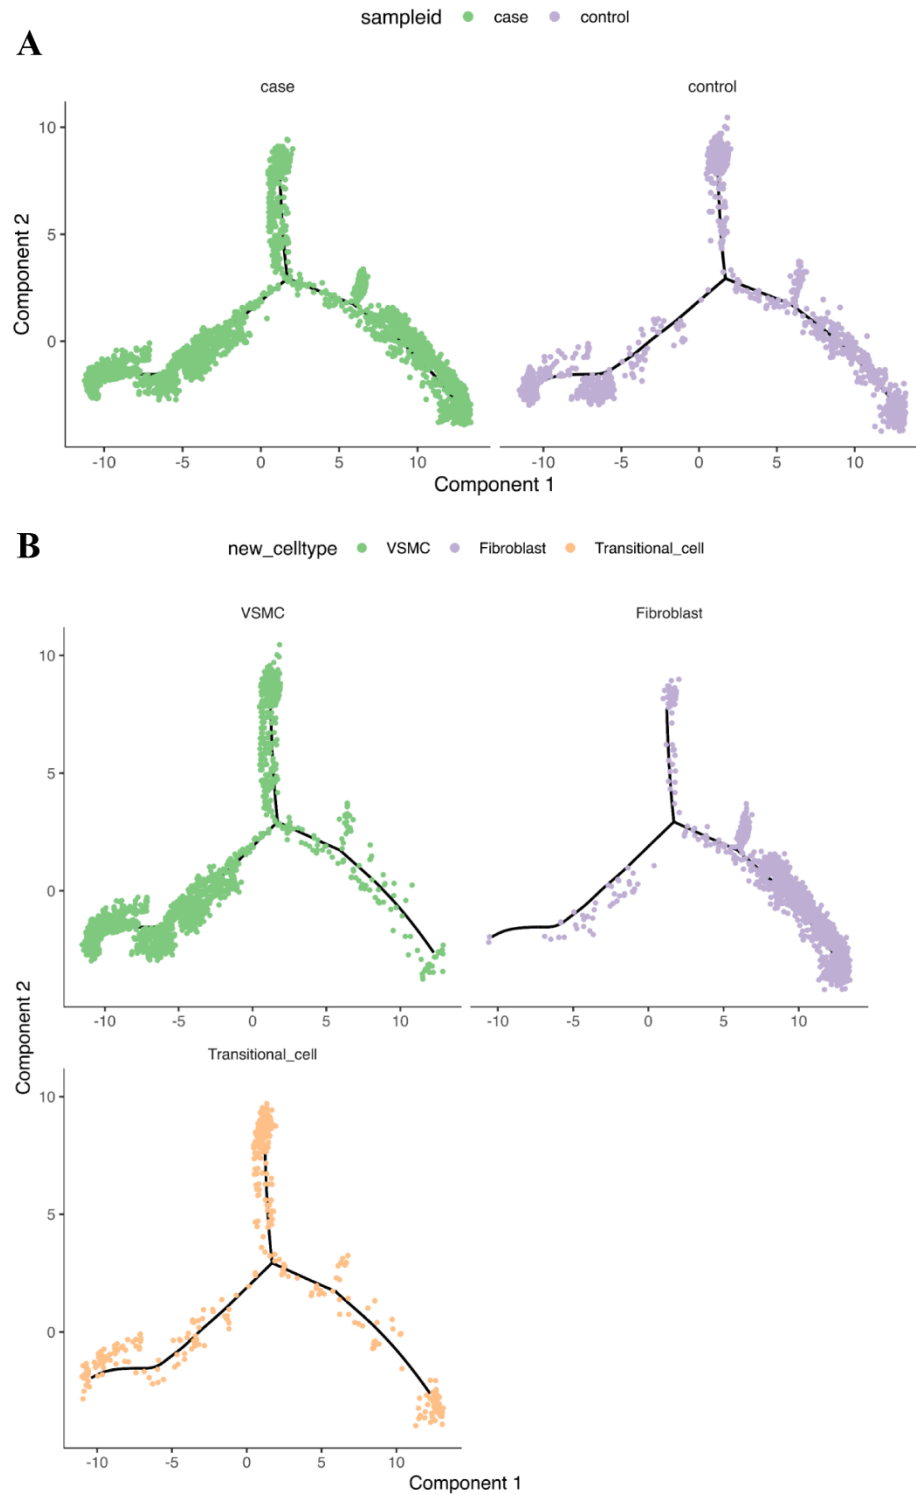

**Supplemental figure 4. Pseudotime analysis of VSMCs, fibroblasts and transitional-cell in total group.** We split transitional-cells and found their transitional function between VSMCs and fibroblasts.

## Fibroblast (control)

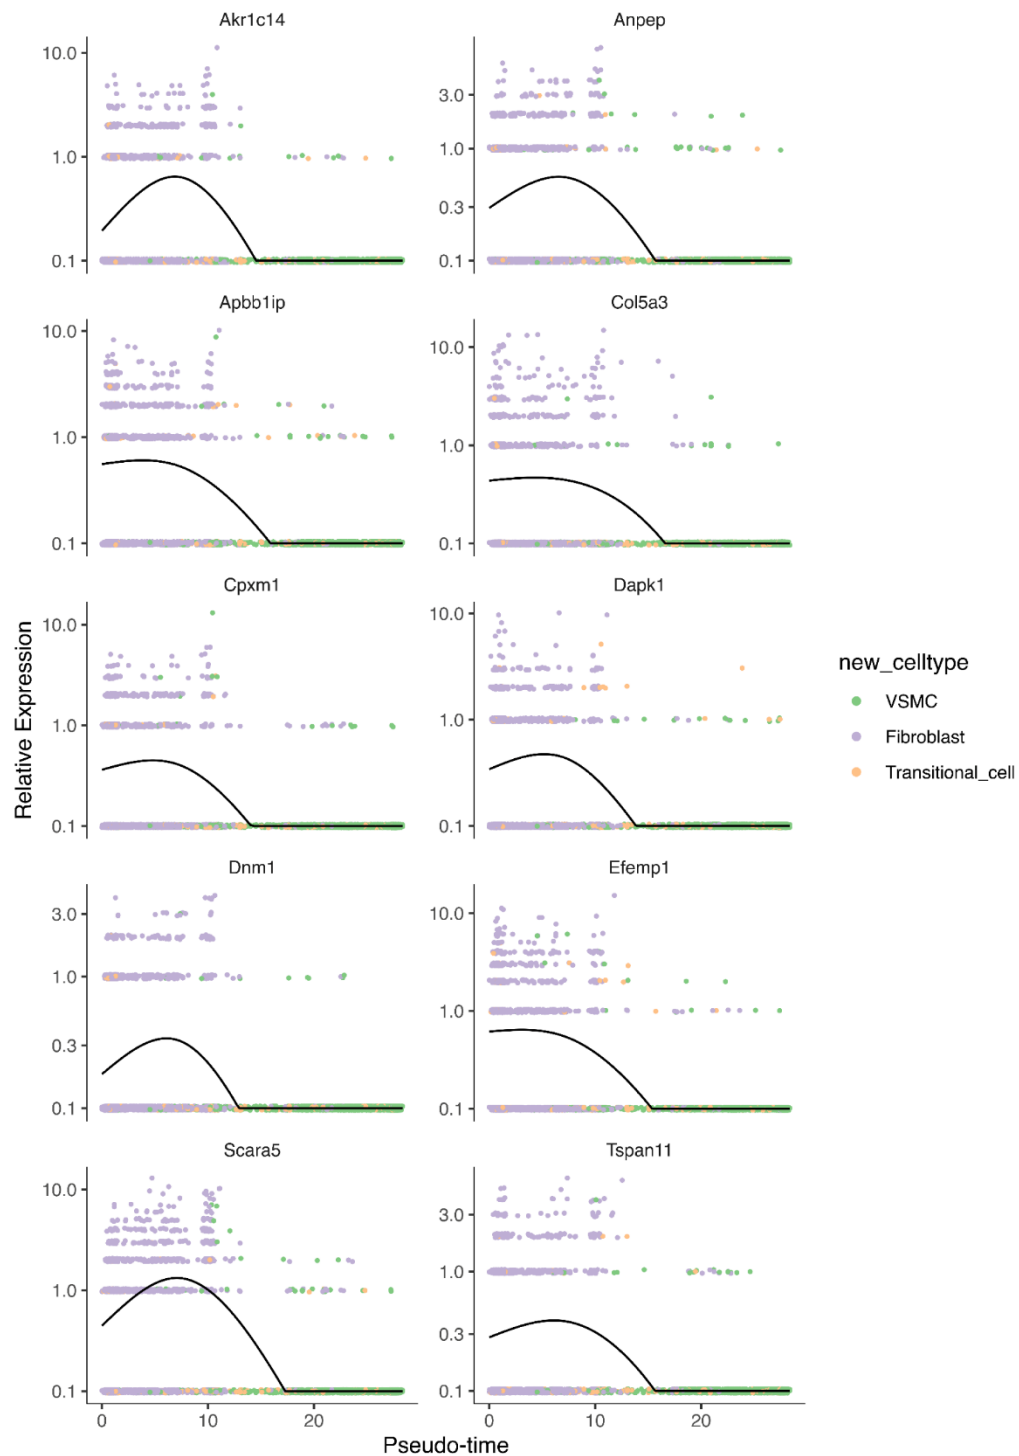

**Supplemental figure 5: Pseudotime analysis of top10 differentially expressed genes of fibroblasts in control group.**

## Fibroblast (case)

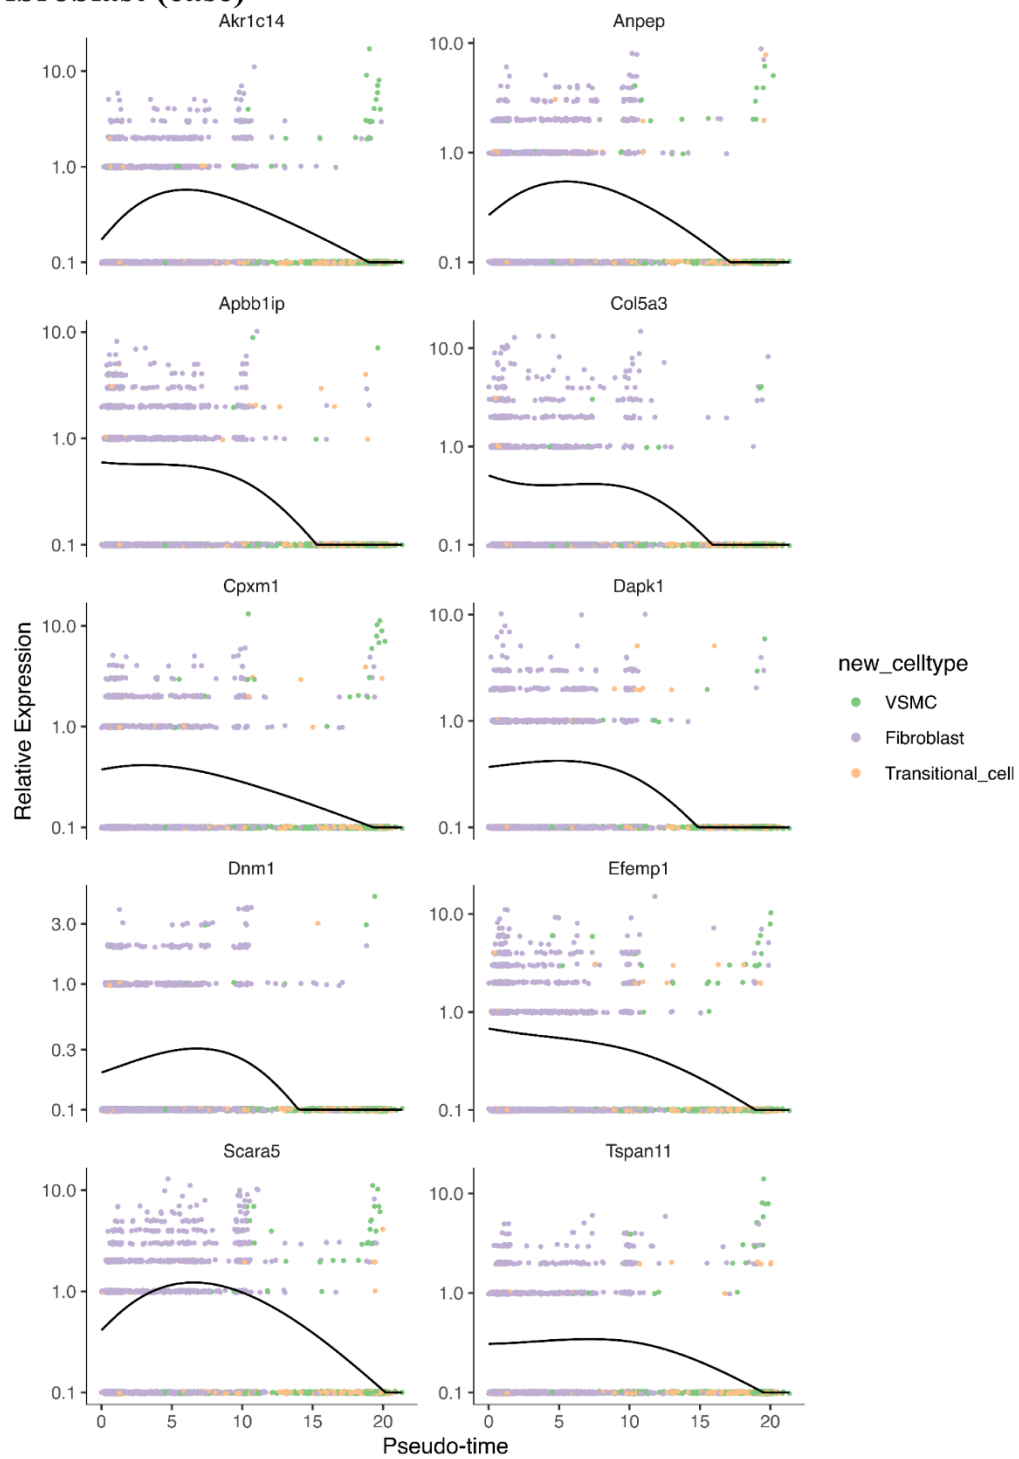

## Transitional-cell (control)

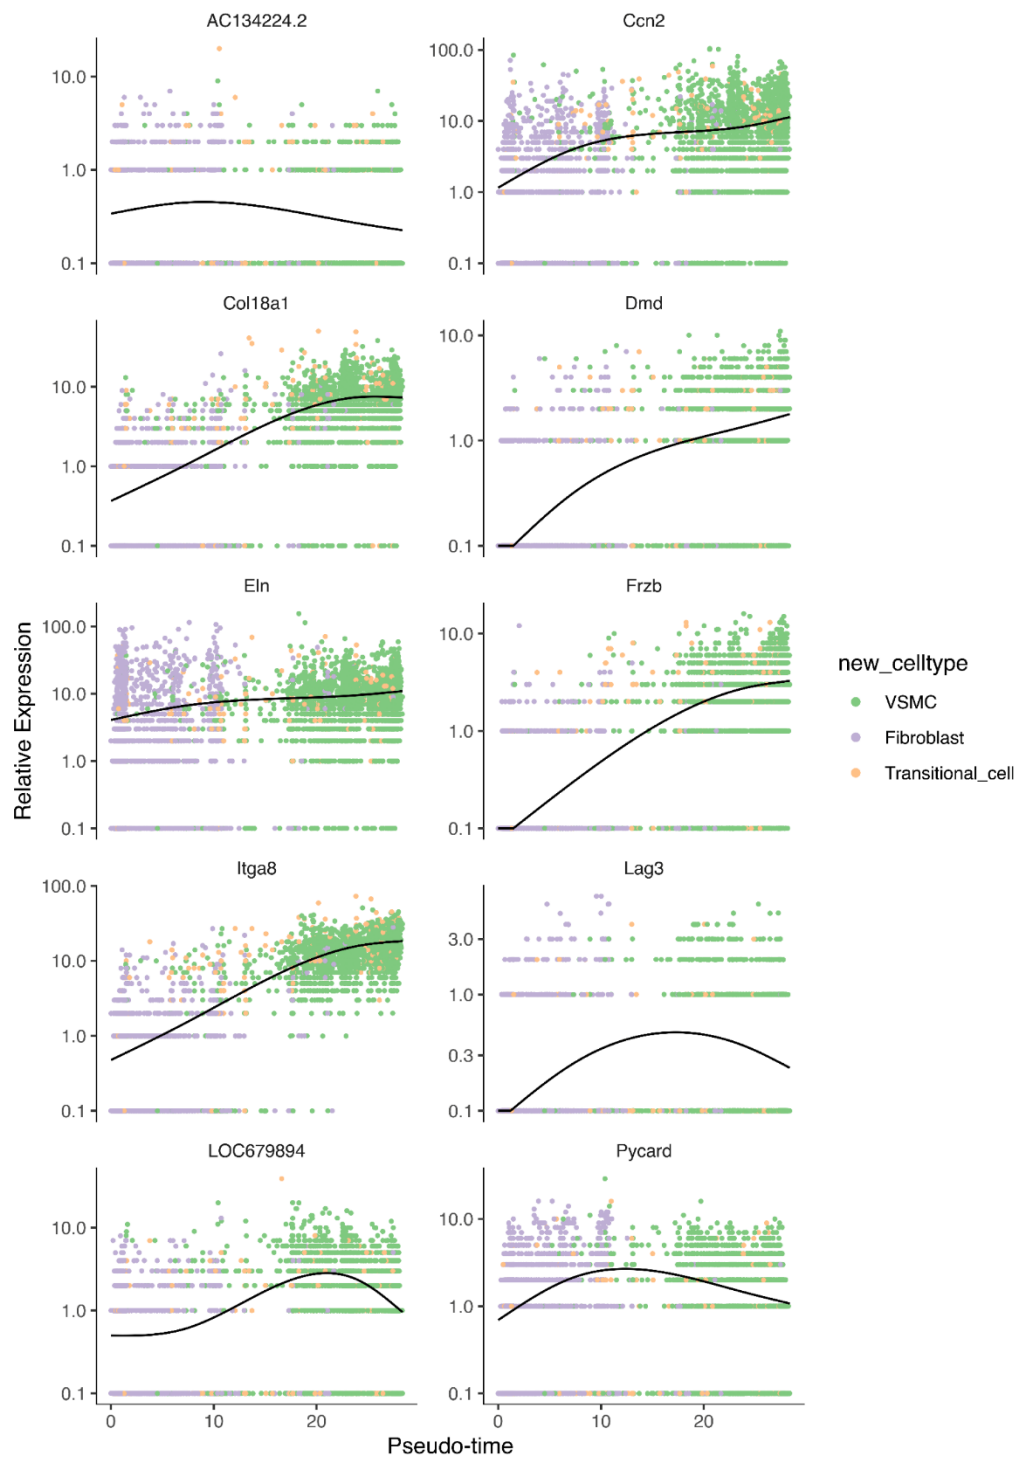

**Supplemental figure 7: Pseudotime analysis of top10 differentially expressed genes of transitional-cells in control group.**

## Transitional-cell (case)

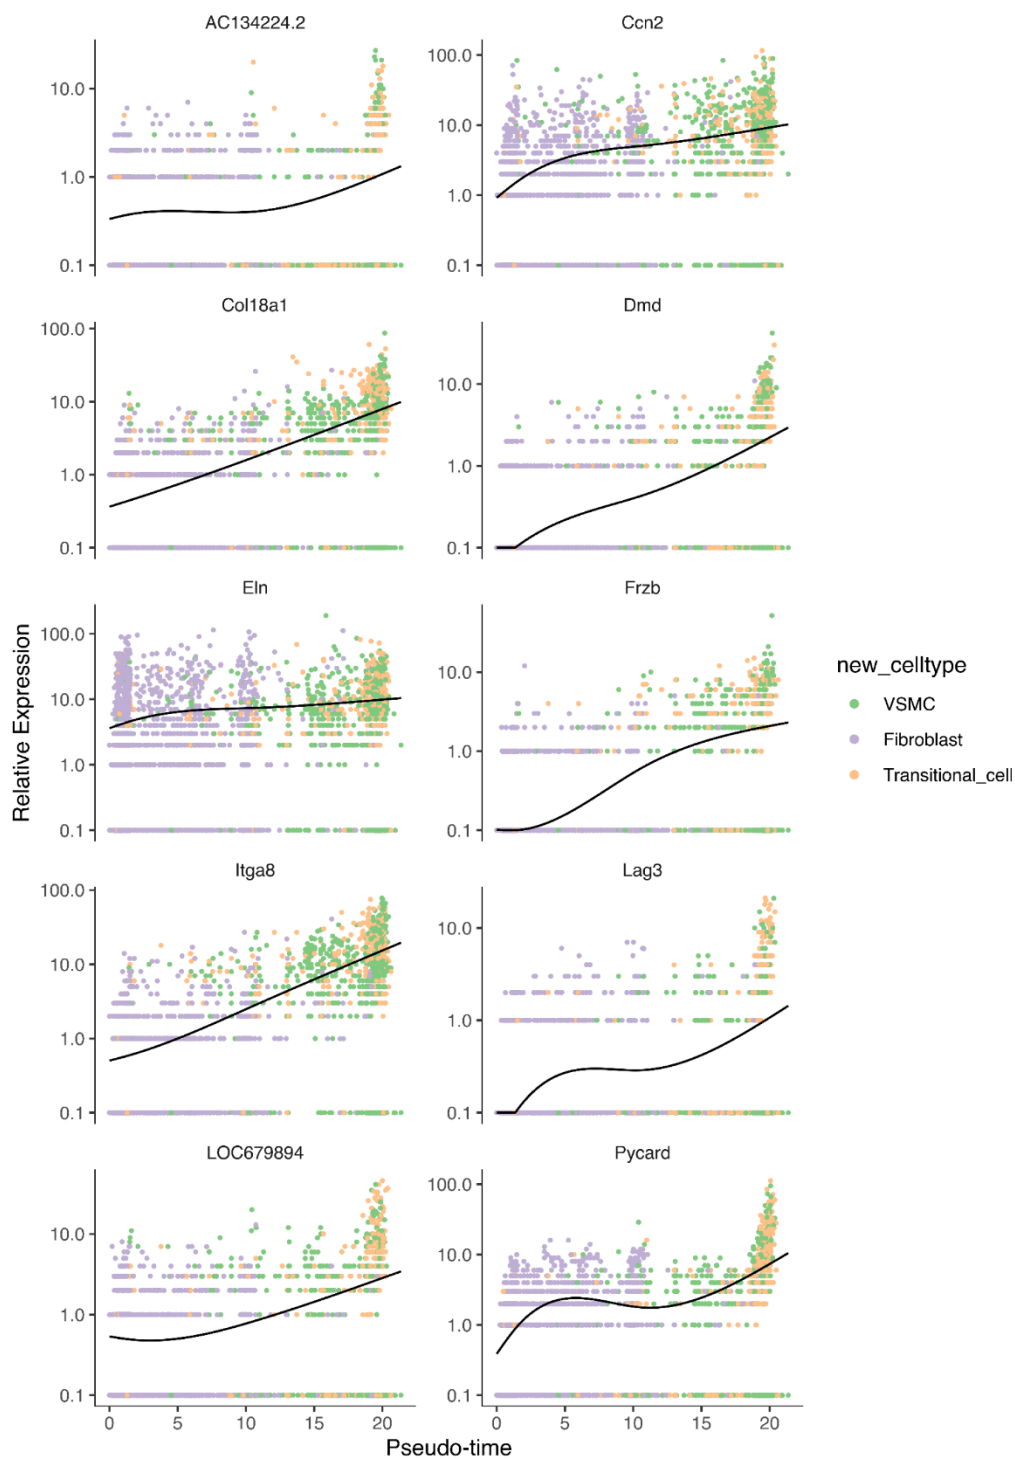

**Supplemental figure 8: Pseudotime analysis of top10 differentially expressed genes of transitional-cells in case group.**

## VSMC (control)

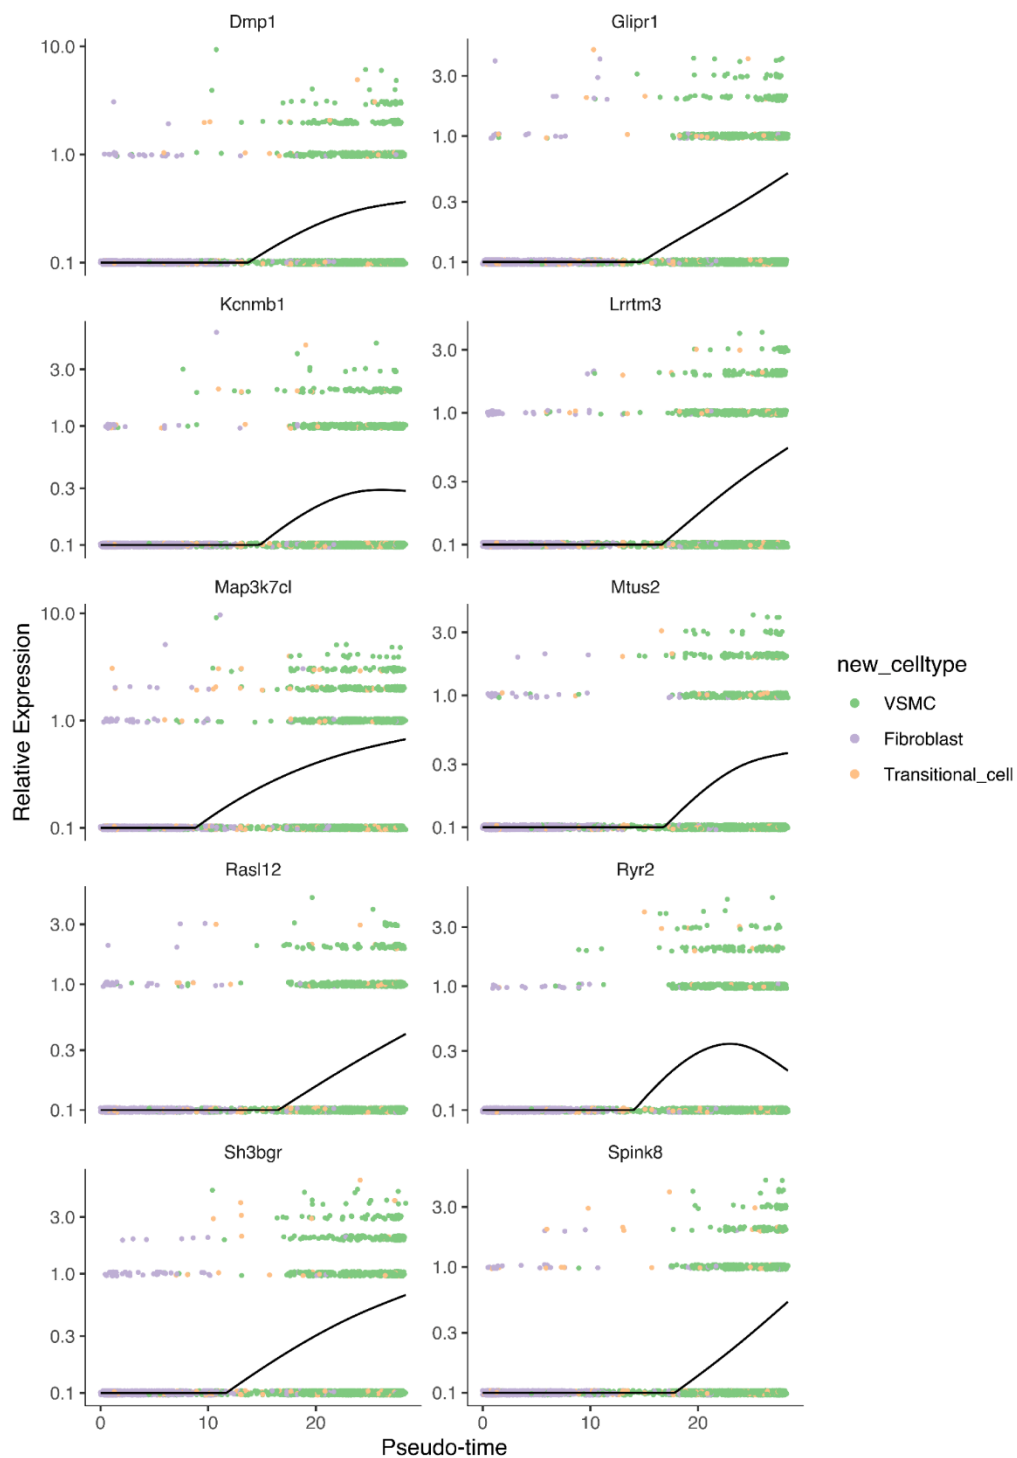

**Supplemental figure 9: Pseudotime analysis of top10 differentially expressed genes of VSMCs in control group.**

## VSMC (case)

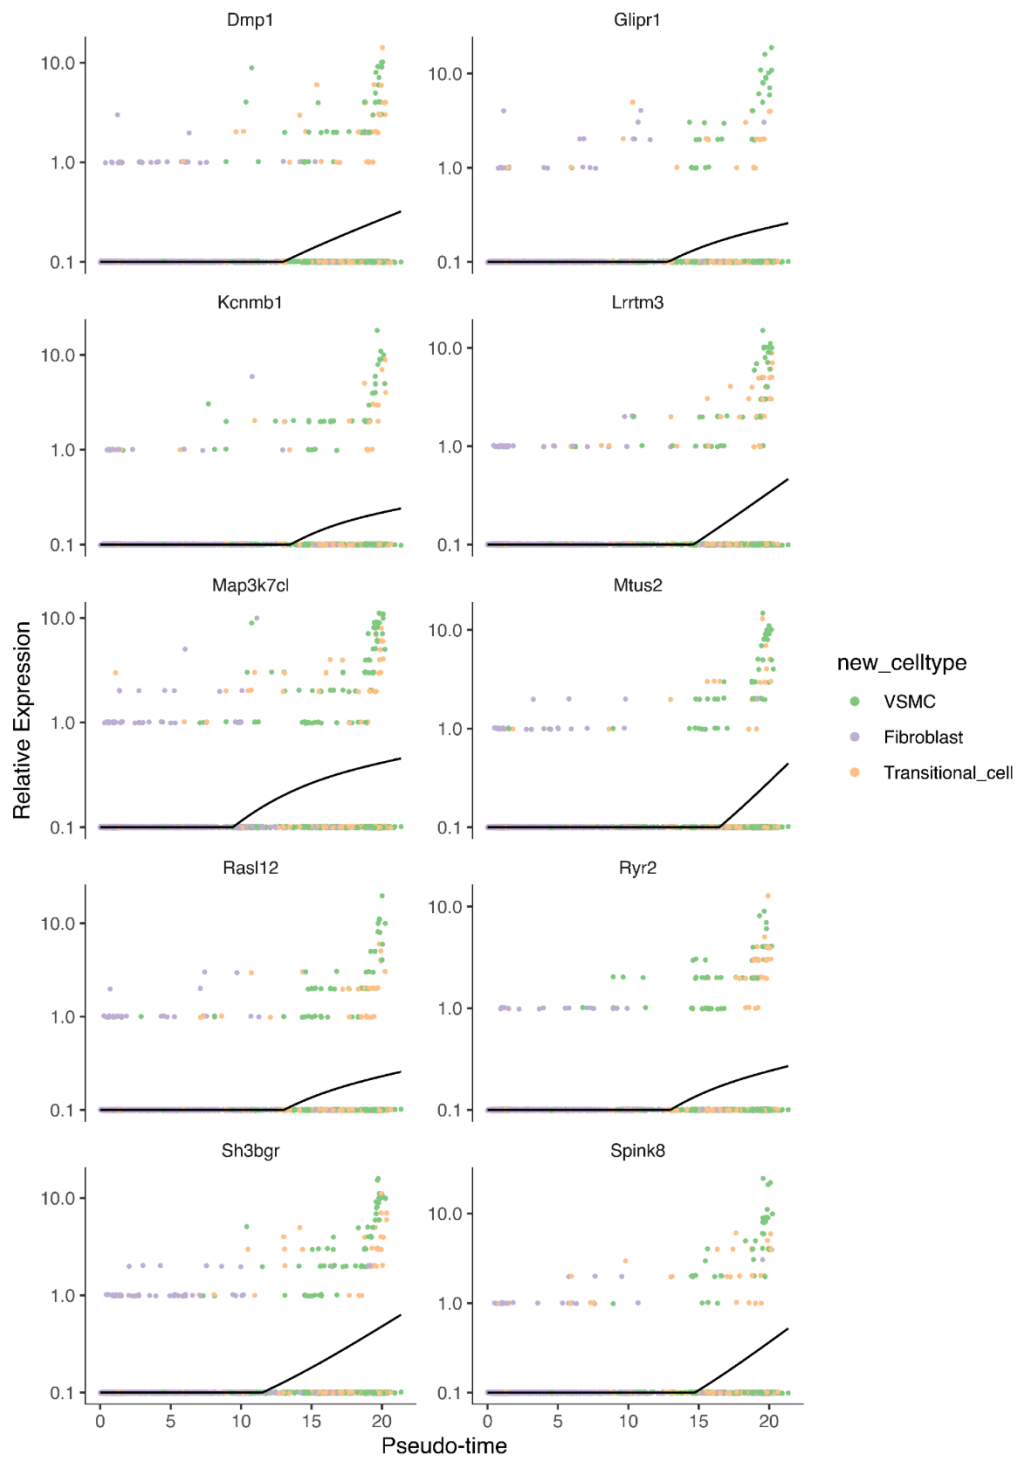

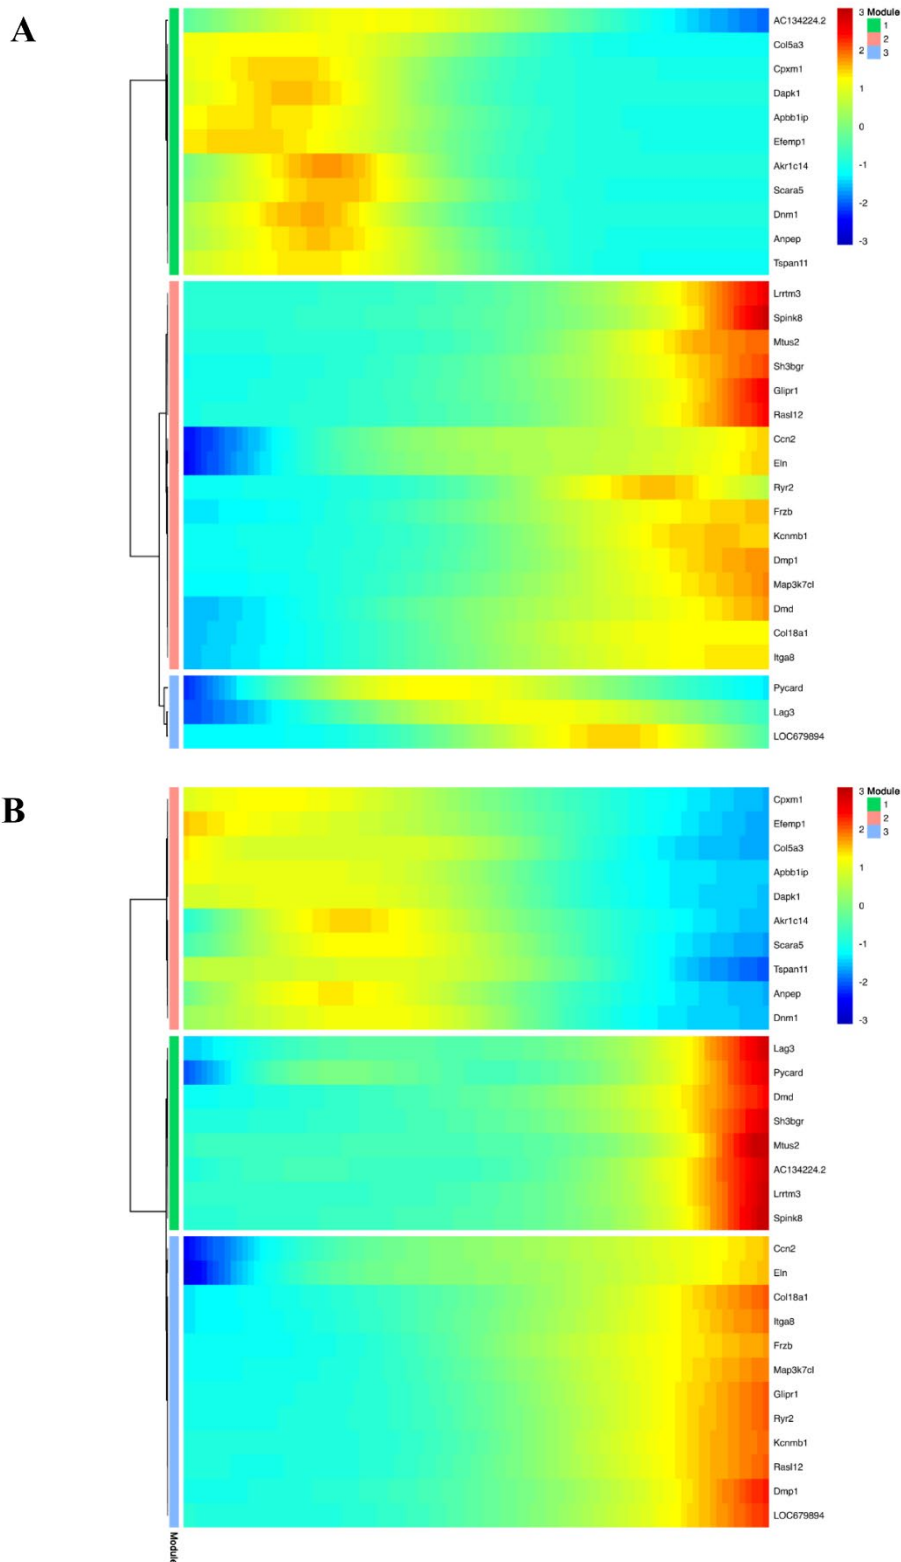

**Supplemental figure 11: Hotmap of top10 differentially expressed genes of fibroblasts, transitional-cells and VSMCs. Module1: fibroblasts; Module2: transitional-cells, Module3: VSMCs. Figure A: control group; Figure B: case group.**

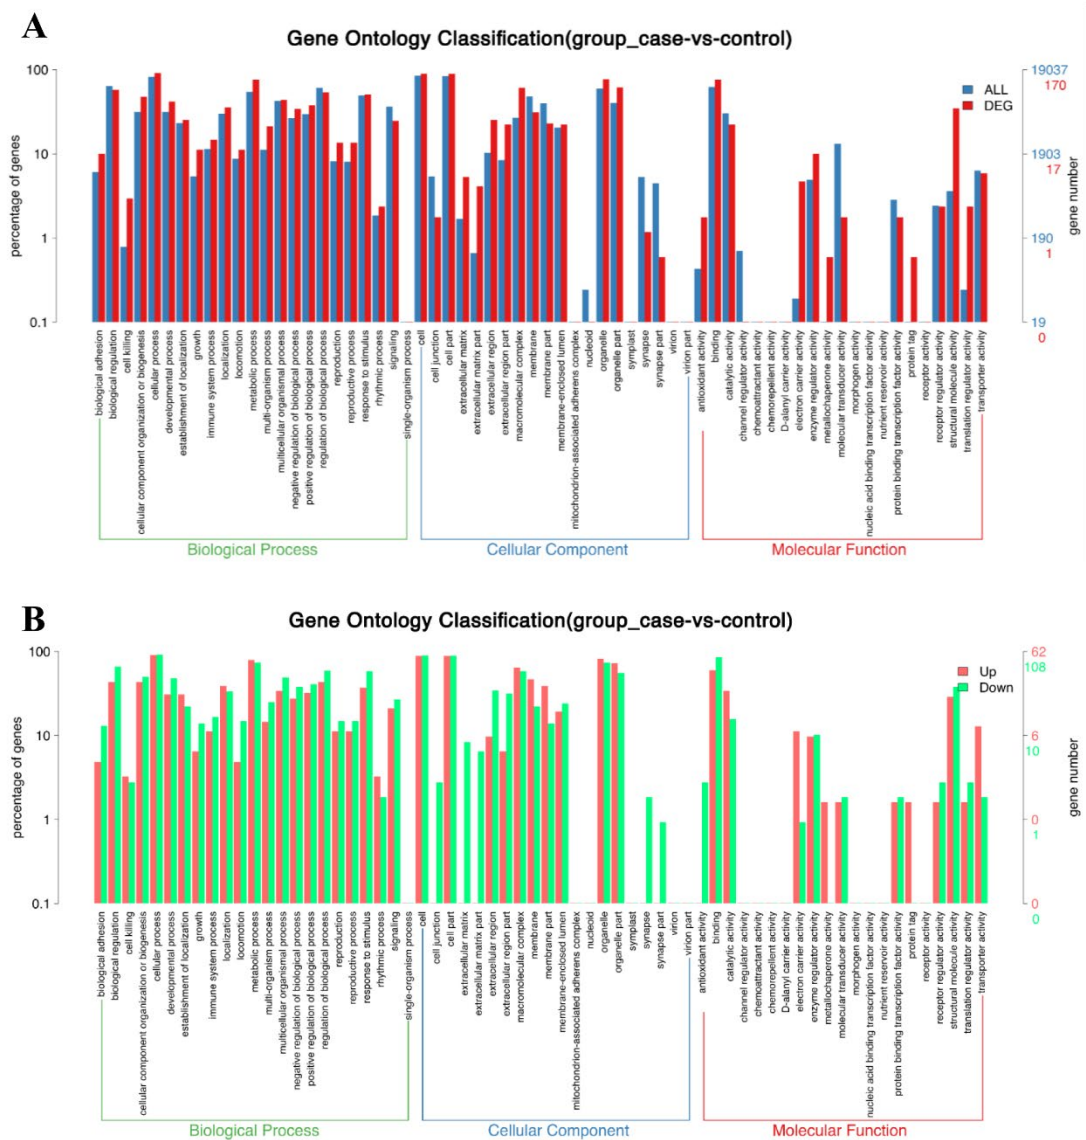

**Supplemental figure 12. GO analysis of total-VSMCs.** Figure A: GO classification of differentially expressed genes between case and control groups. Figure B: GO classification of highly expressed or lowly expressed genes between case and control groups.

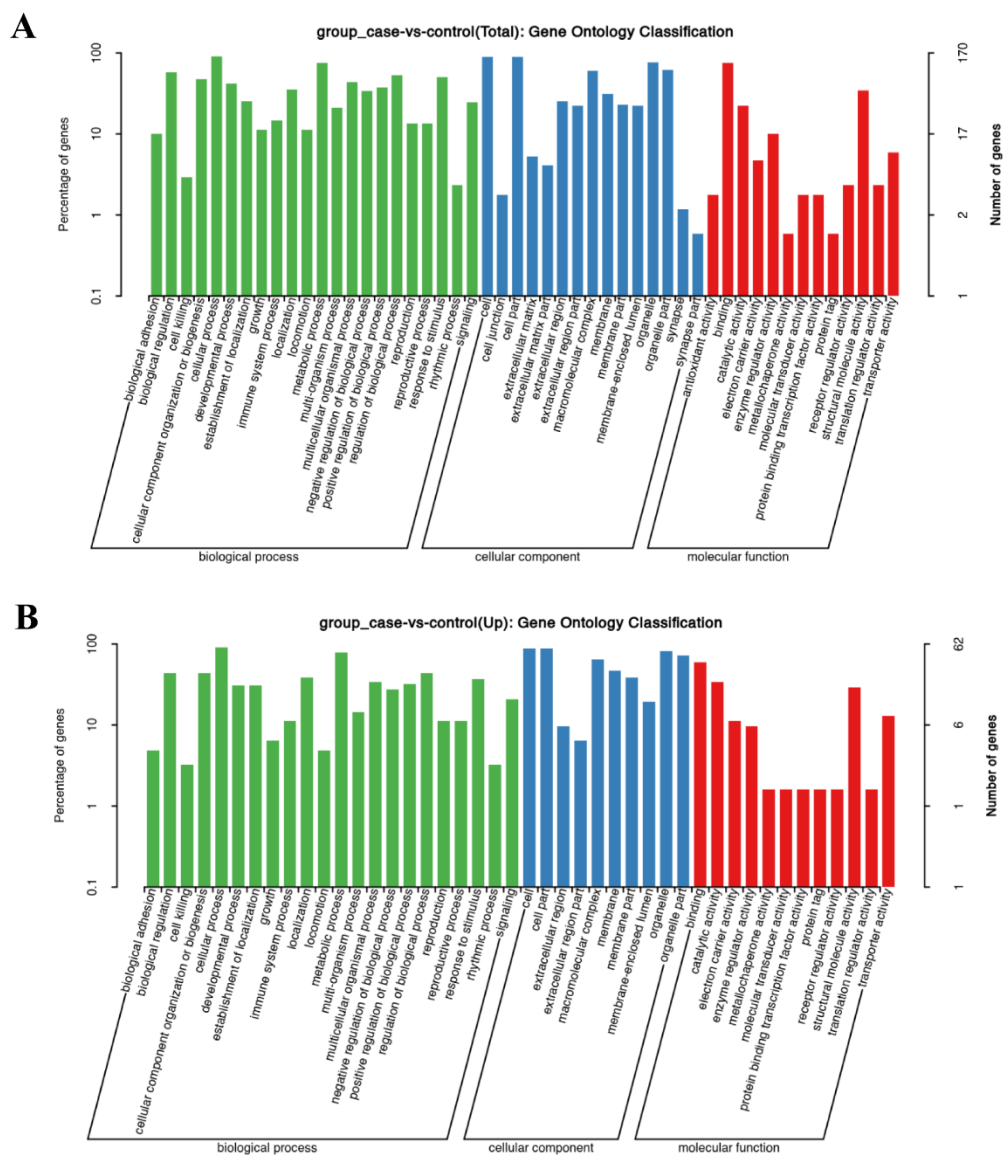

**Supplemental figure 13. GO analysis of total-VSMCs.** Figure A: Gene ontology classification of differentially expressed genes between case and control groups. Figure B: Gene ontology classification of highly expressed genes between case and control groups.

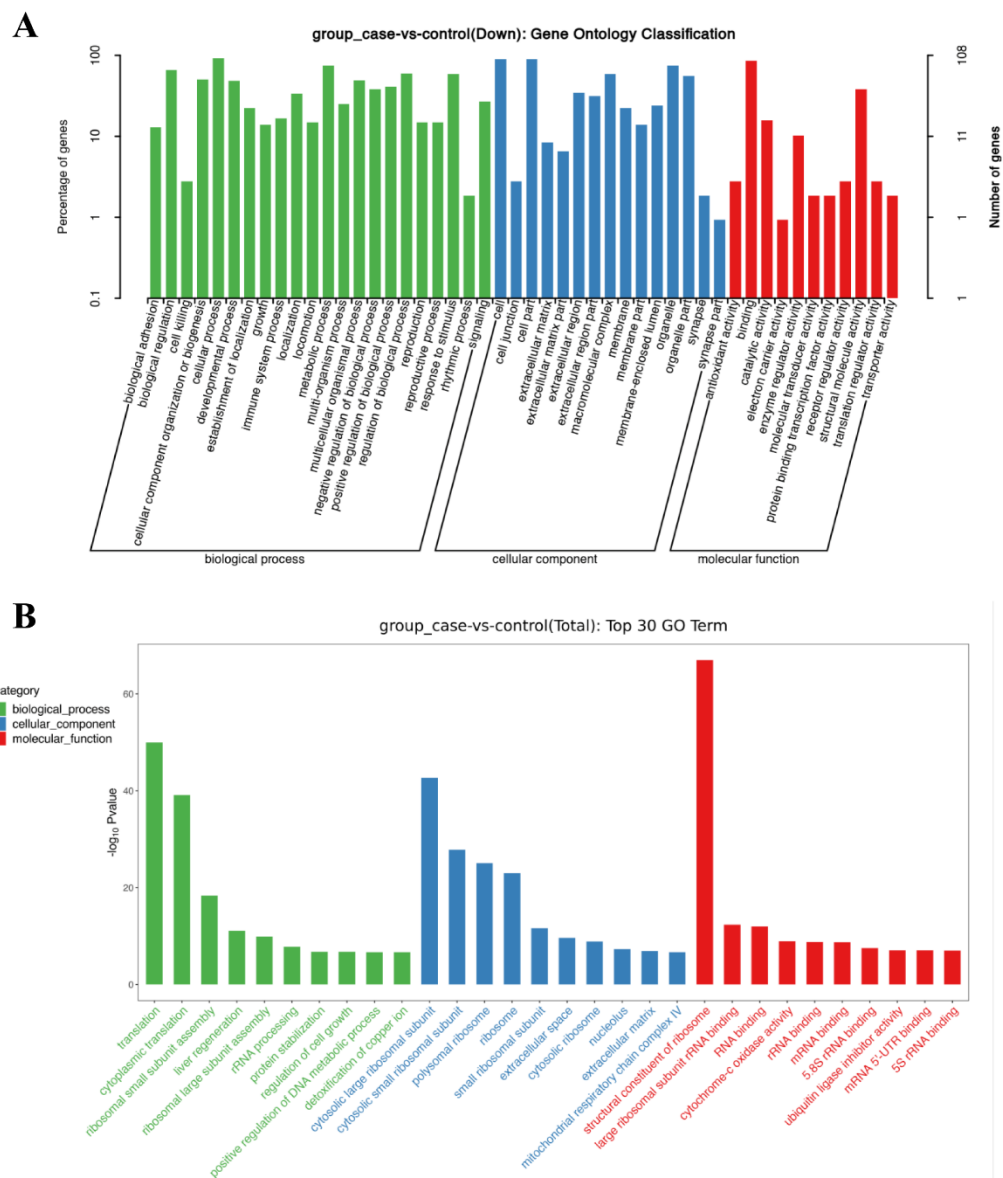

**Supplemental figure 14. GO analysis of total-VSMCs.** Figure A: Gene ontology classification of lowly expressed genes between case and control groups. Figure B: Top30 GO term of total genes of both case and control group.

**A**

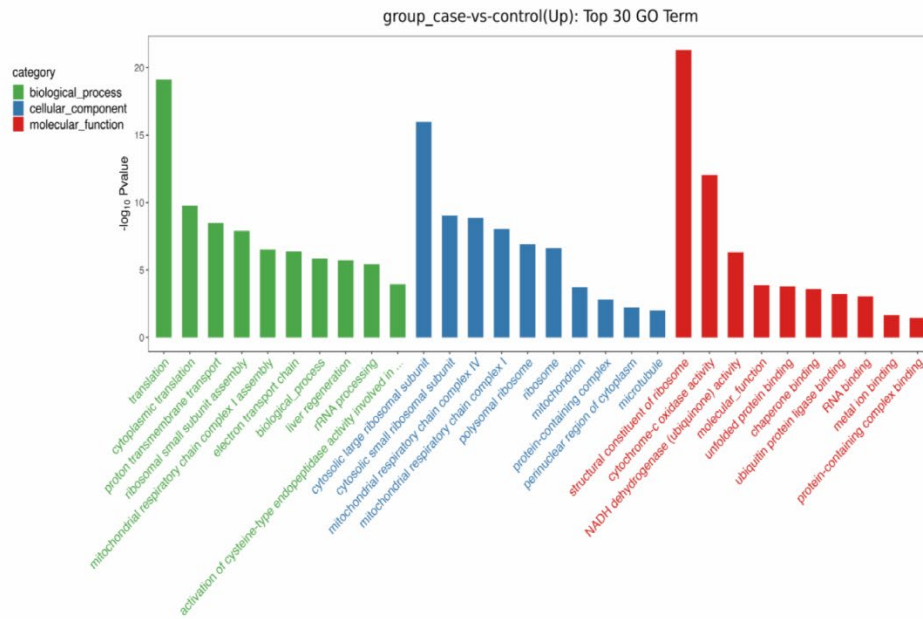

**B**

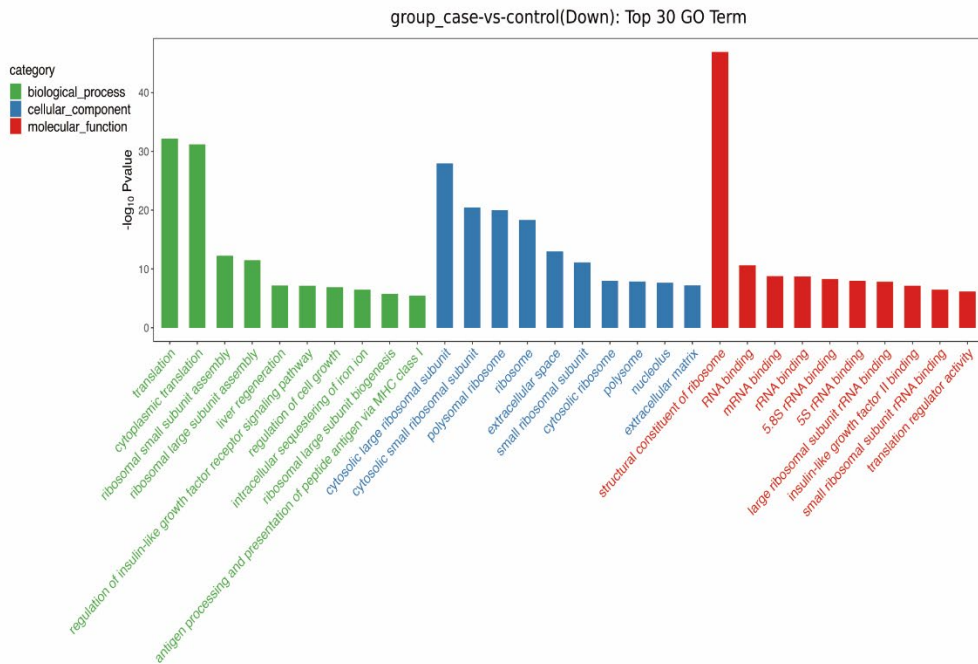

**Supplemental figure 15. GO analysis of total-VSMCs.** Figure A: Top30 GO term of highly expressed genes between case and control group. Figure B: Top30 GO term of lowly expressed genes between case and control group.

A

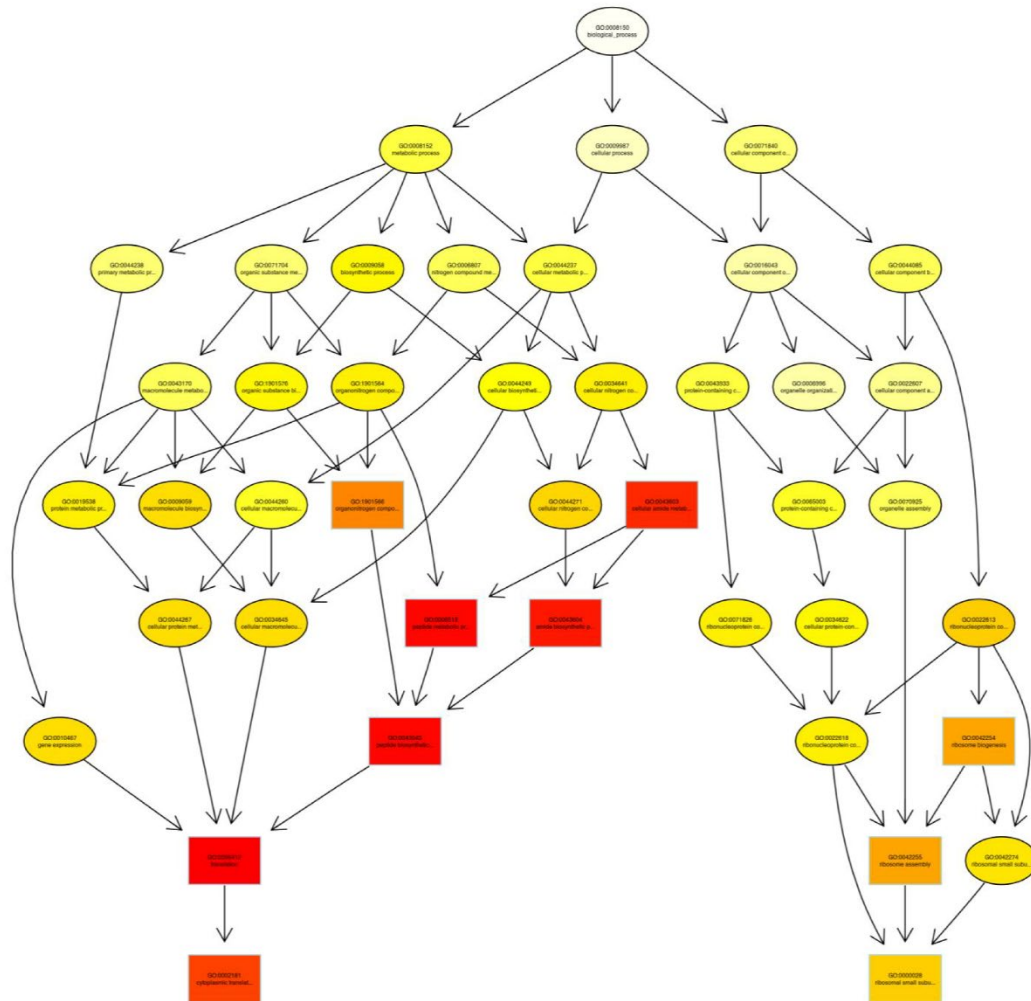

**Supplemental figure 16. GO analysis of total-VSMCs.** The communication network of GO terms.

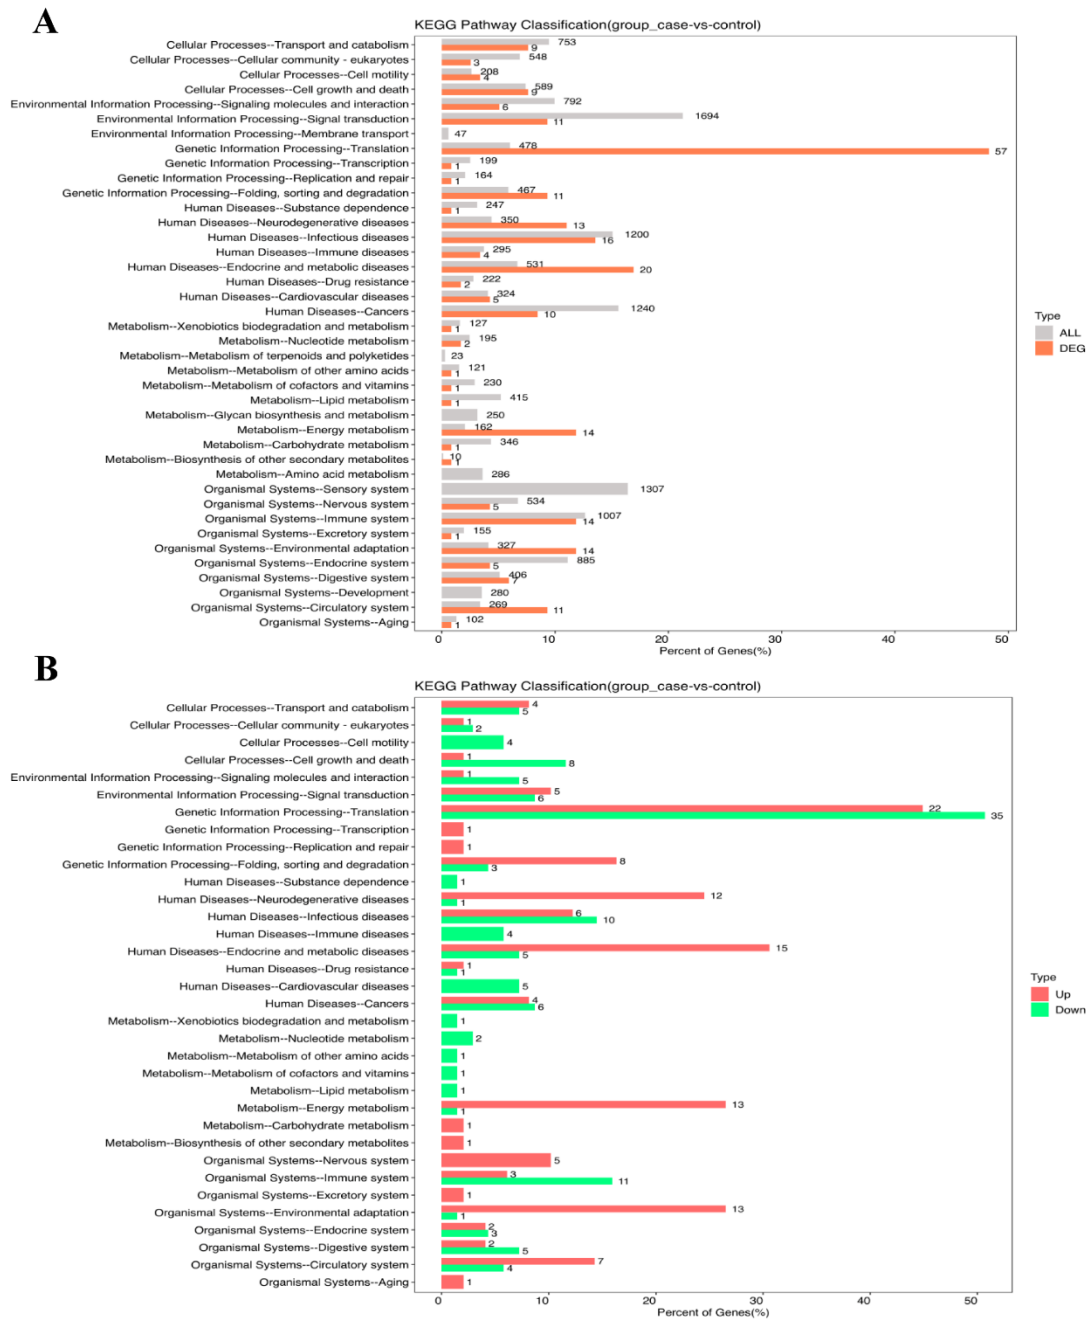

**Supplemental figure 17. KEGG analysis of total-VSMCs.** Figure A: KEGG pathway classification of differentially expressed genes between case and control groups. Figure B: KEGG pathway classification of highly expressed or lowly expressed genes between case and control groups.

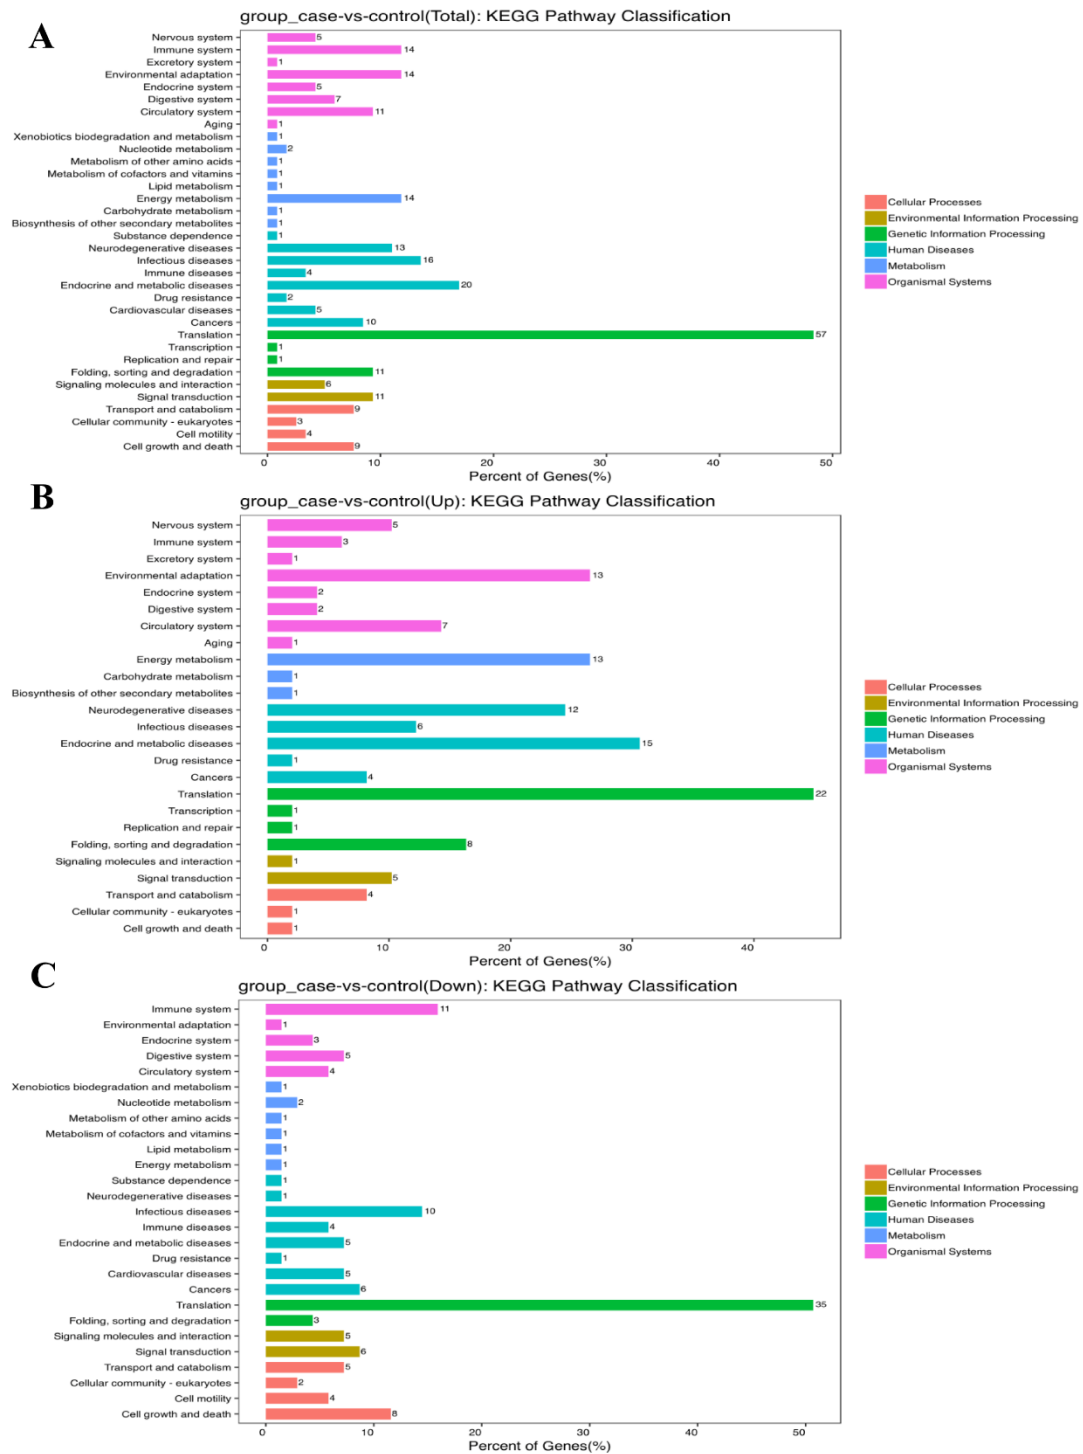

**Supplemental figure 18. KEGG analysis of total-VSMCs.** Figure A: KEGG pathway classification of total genes of both case and control group. Figure B: KEGG pathway classification of highly expressed genes between case and control groups. Figure C: KEGG pathway classification of lowly expressed genes between case and control groups.

A

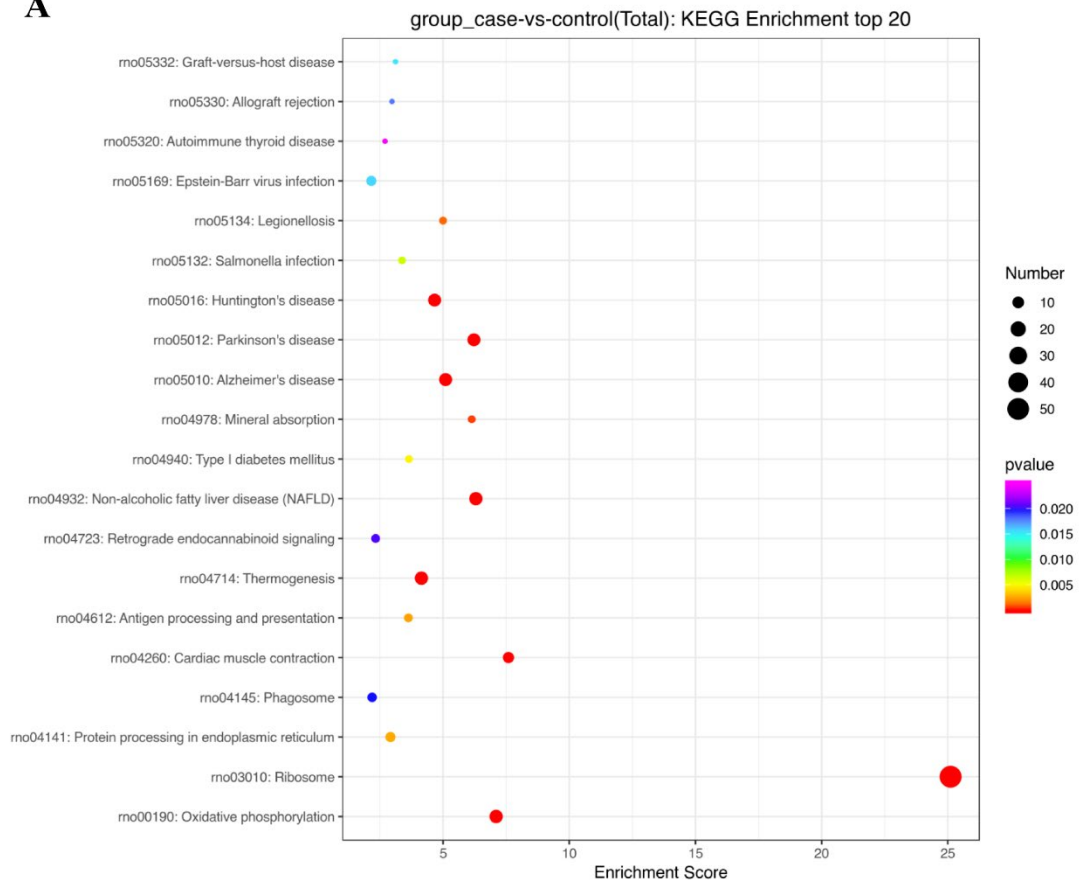

**Supplemental figure 19. KEGG analysis of total-VSMCs. KEGG enrichment top20 of total genes in both case and control group.**

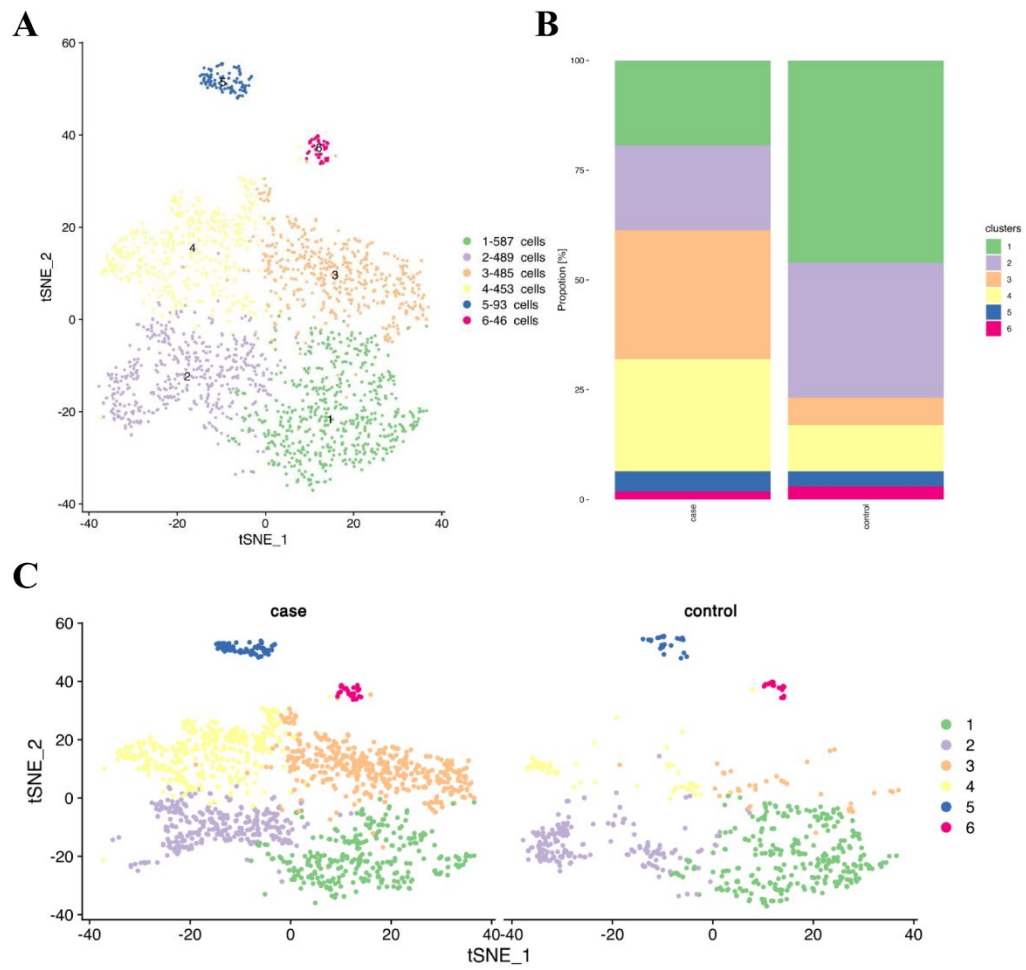

**Supplemental figure 20. TSNE of total-fibroblasts.** Figure A: 6 clusters of total-fibroblasts. Figure B: Proportion of 6 different clusters. Figure C: TSNE of 6 clusters in case and control groups.

**A**

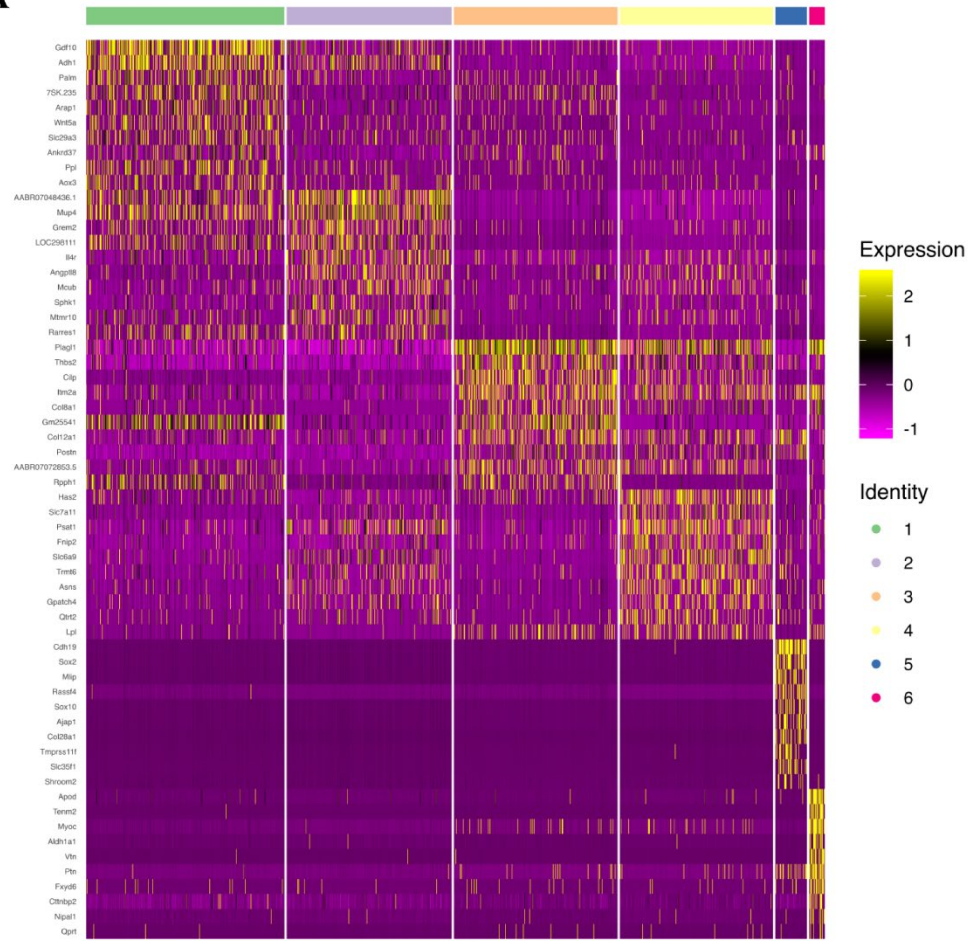

**Supplemental figure 21. Top10 markers of different clusters in fibroblasts.**

**A**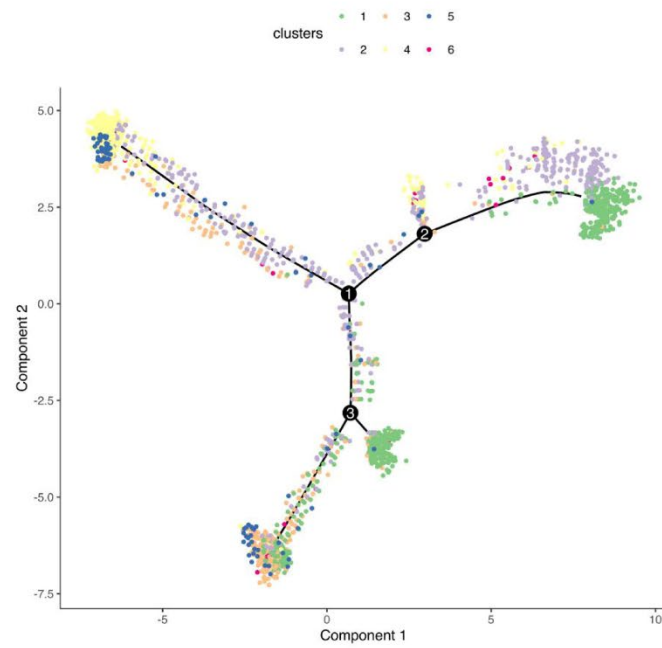**B**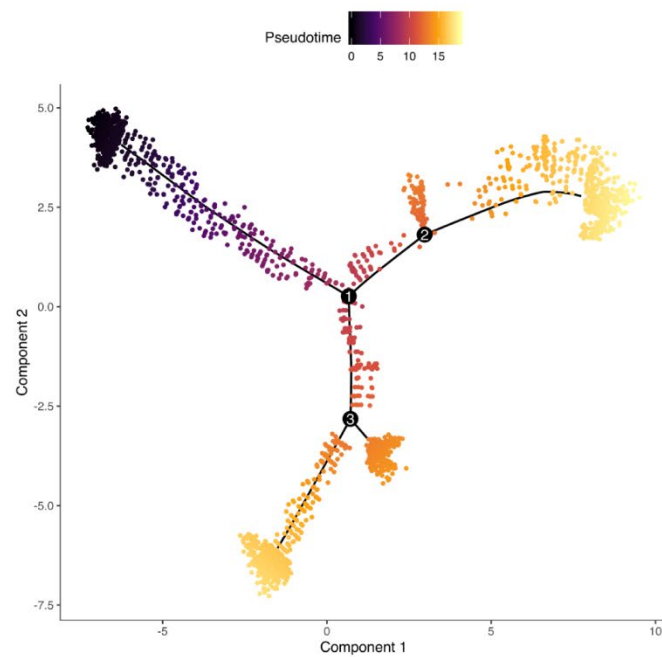

**Supplemental figure 22. Pseudotime analysis of total-fibroblasts.**

**A**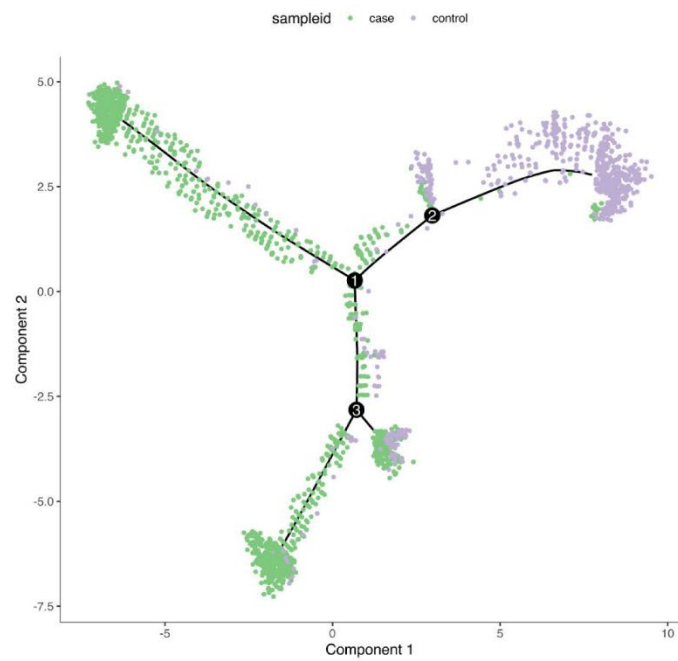**B**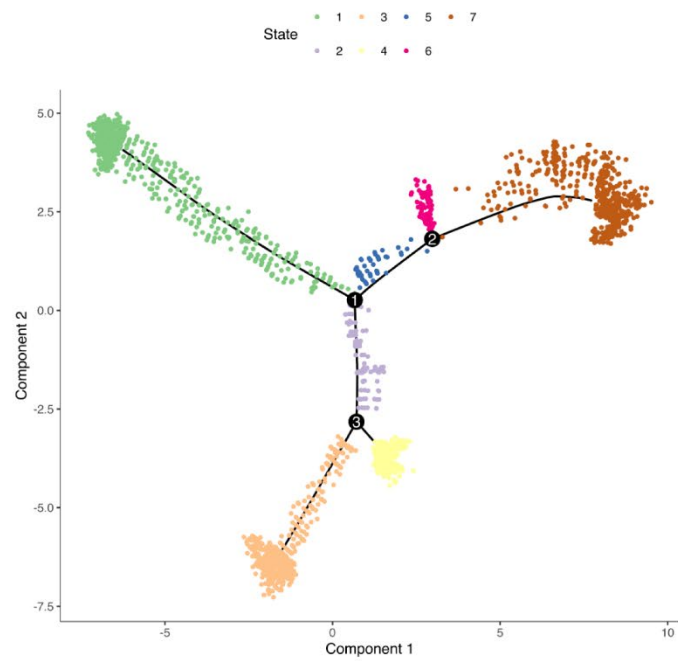

**Supplemental figure 23. Pseudotime analysis of total-fibroblasts.**

**A**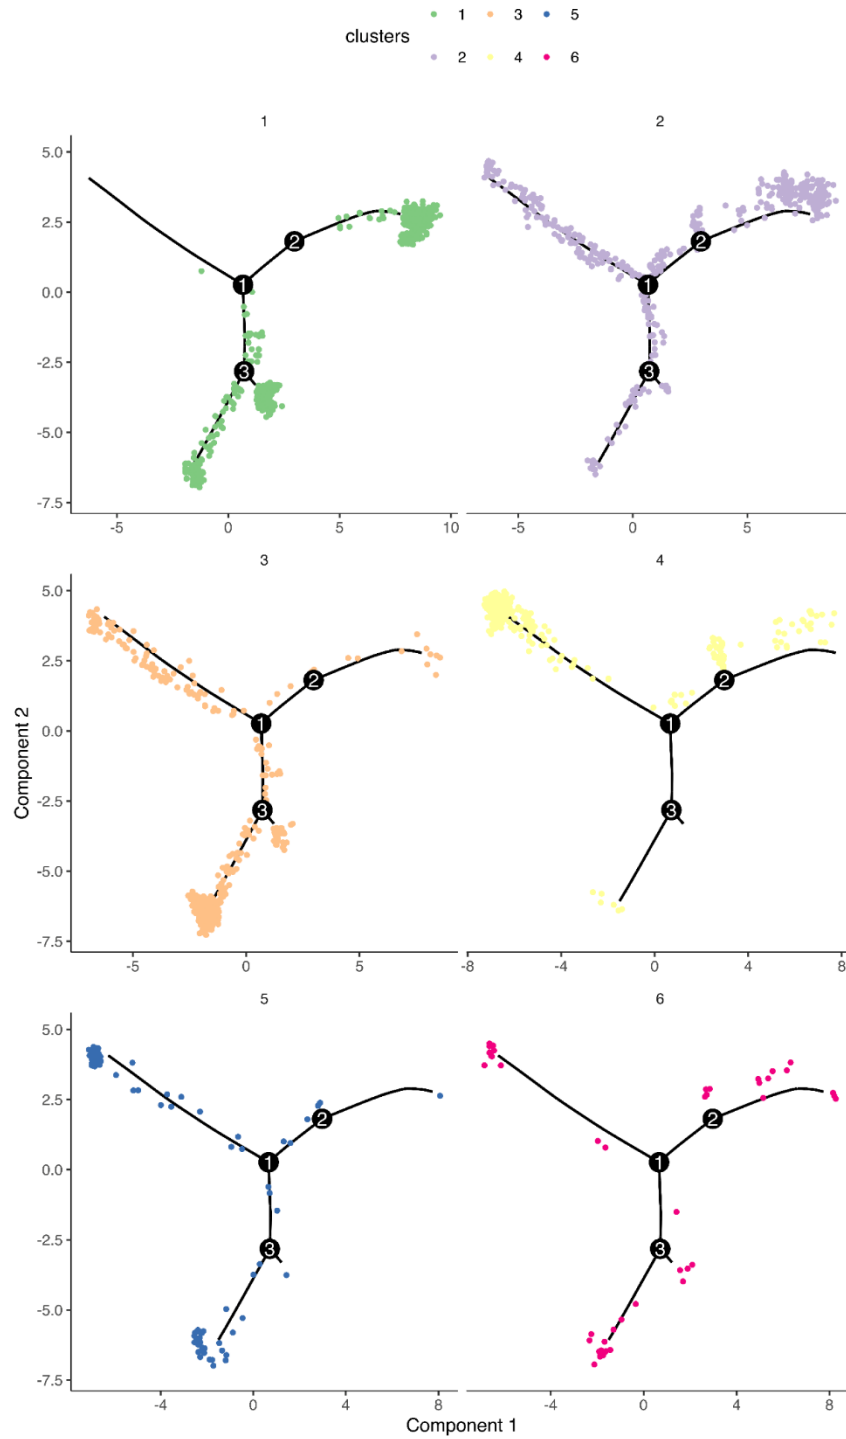

**Supplemental figure 24. Pseudotime analysis of total-fibroblasts. Split of 6 clusters in pseudotime analysis.**

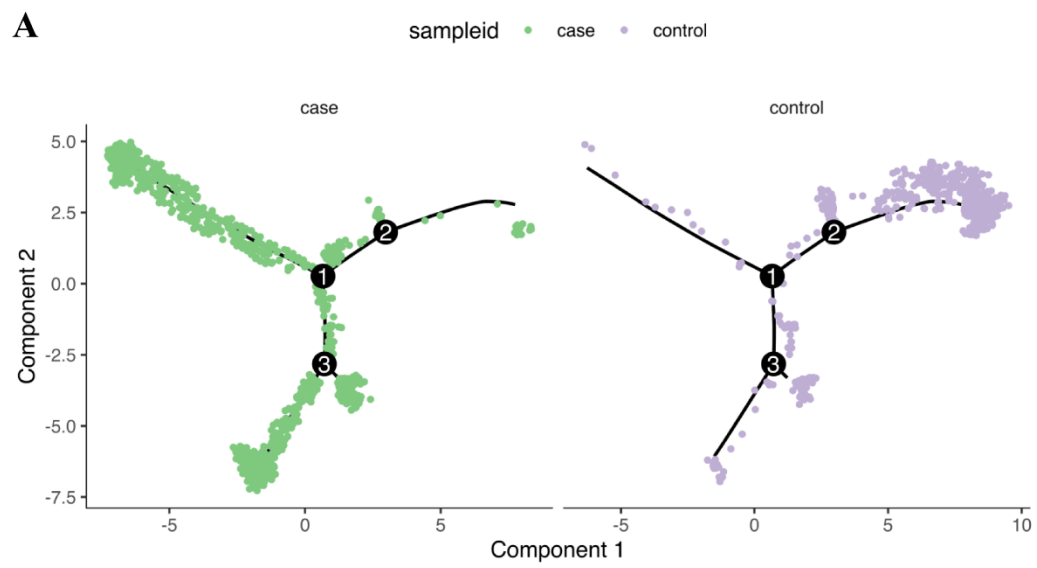

Supplemental figure 25. Pseudotime analysis of total-fibroblasts.

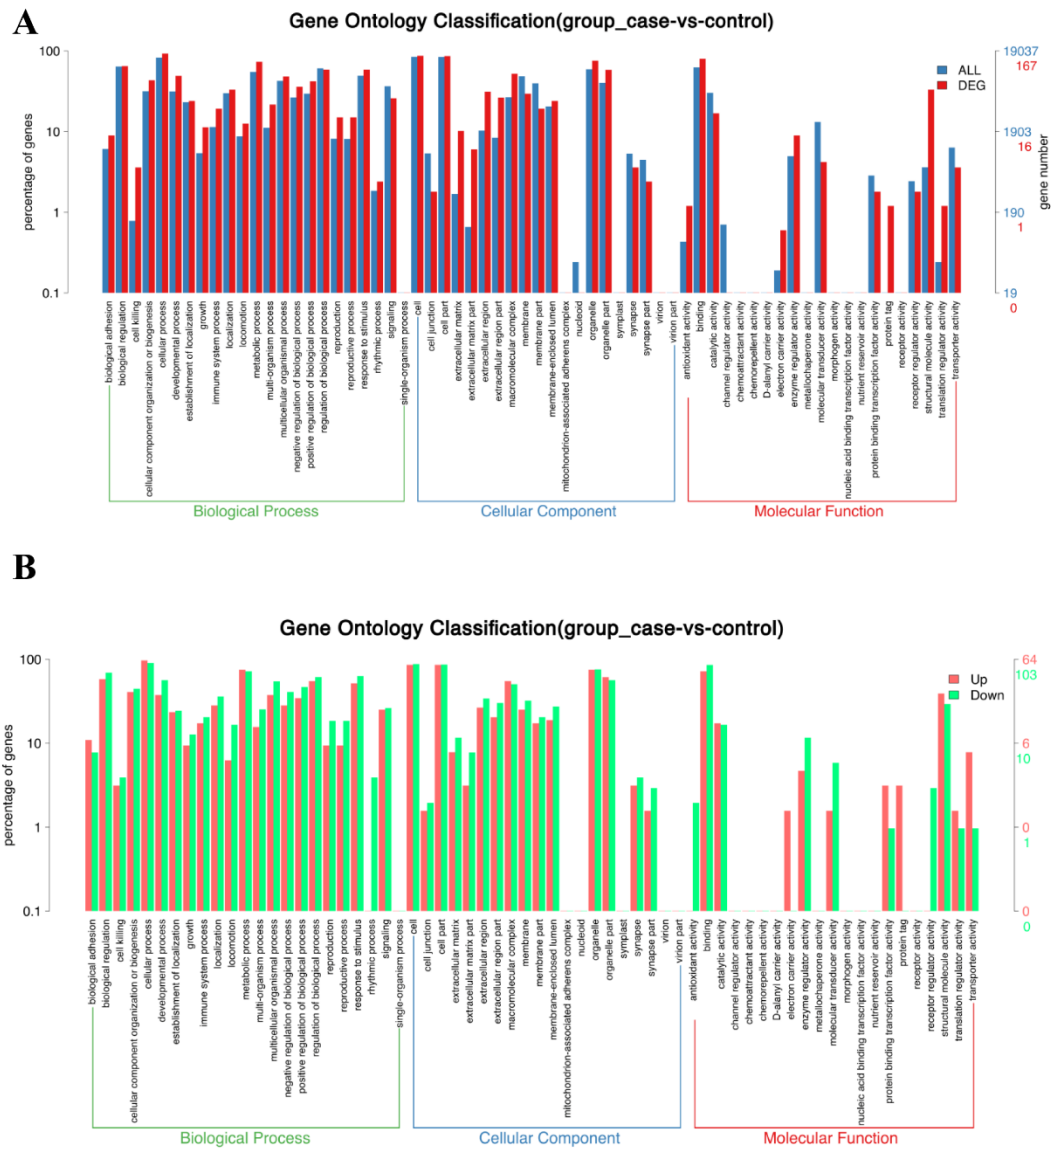

**Supplemental figure 26. GO analysis of total-fibroblasts.** Figure A: GO classification of differentially expressed genes between case and control groups. Figure B: GO classification of highly expressed or lowly expressed genes between case and control groups.

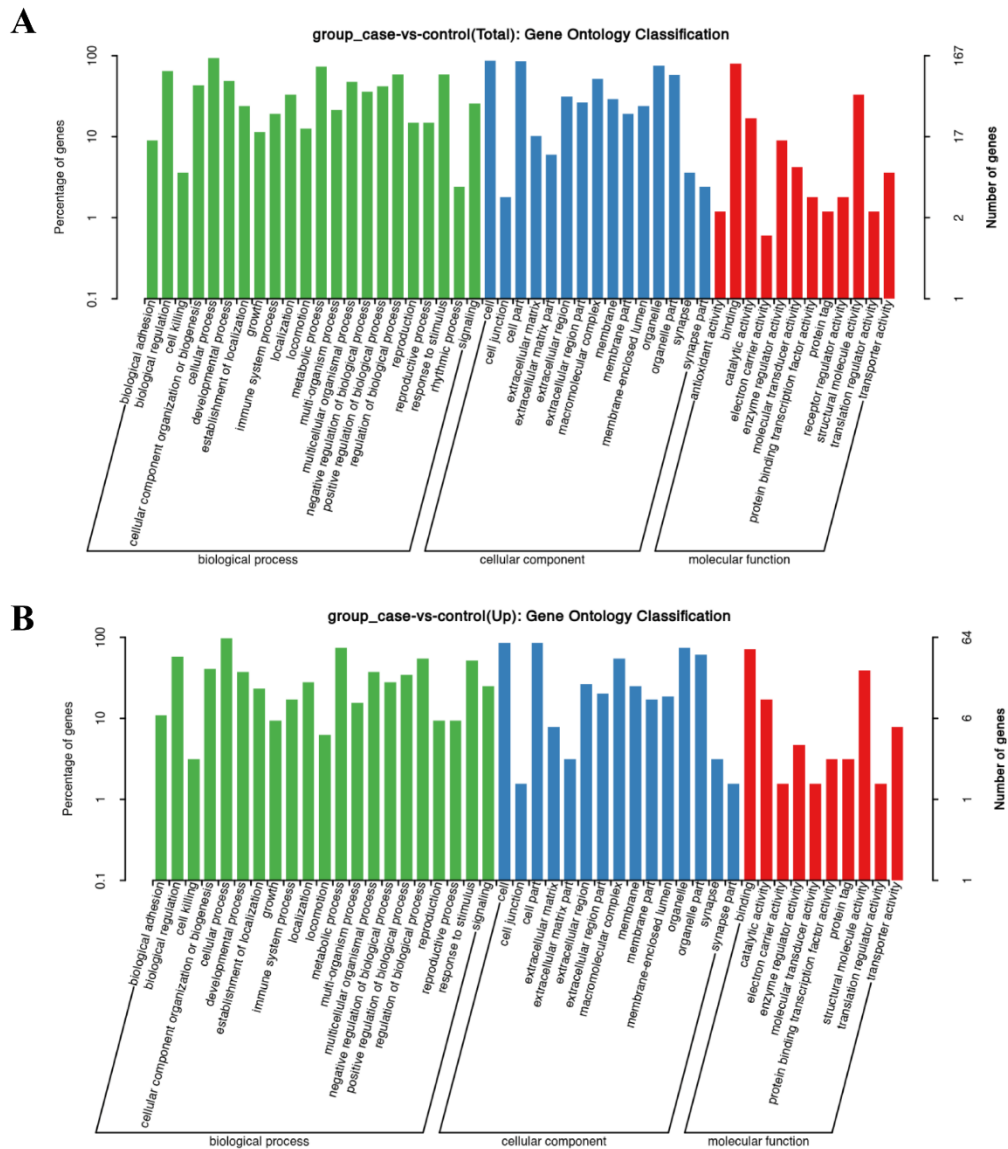

**Supplemental figure 27. GO analysis of total-fibroblasts.** Figure A: Gene ontology classification of differentially expressed genes between case and control groups. Figure B: Gene ontology classification of highly expressed genes between case and control groups.

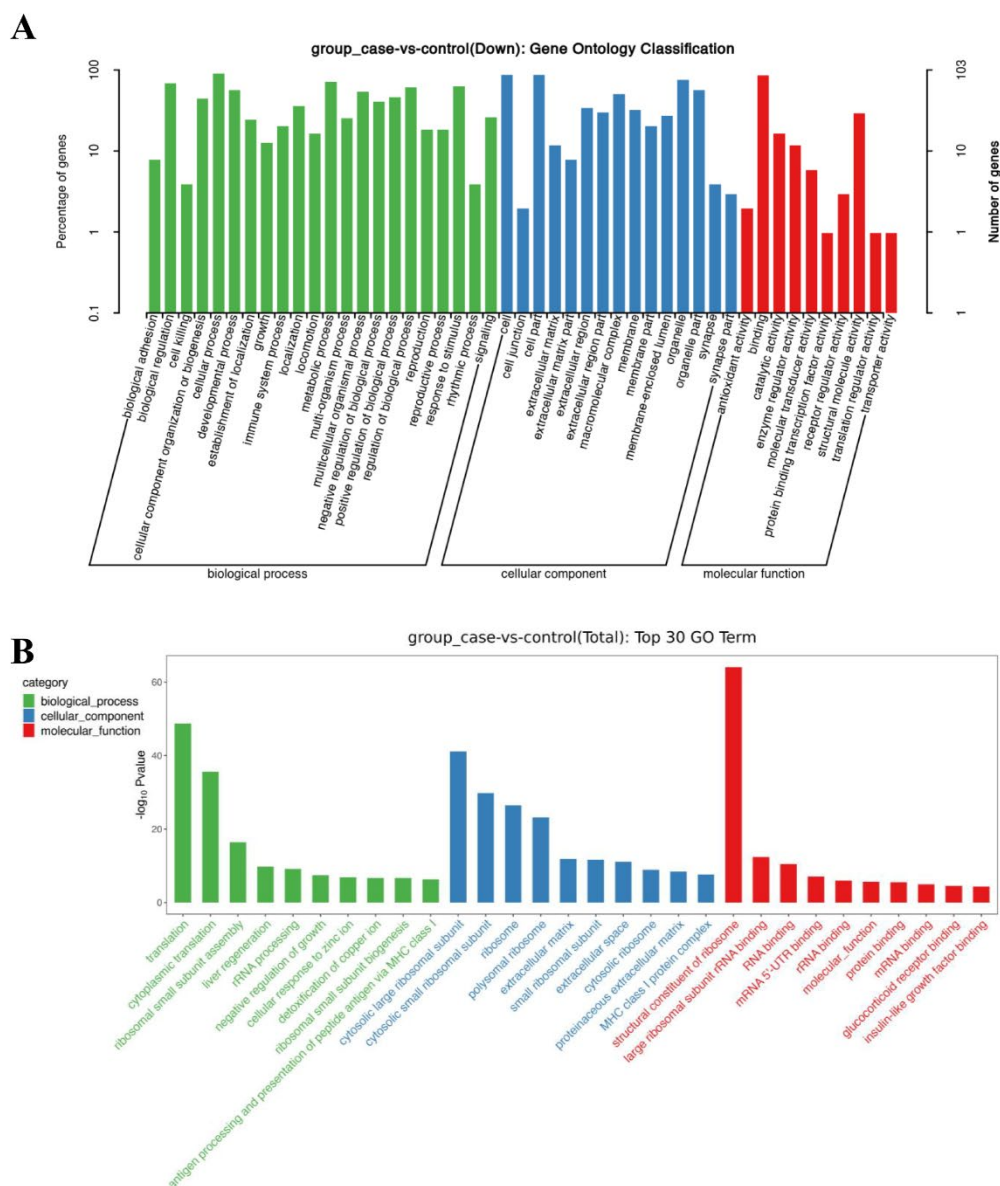

**Supplemental figure 28. GO analysis of total-fibroblasts.** Figure A: Gene ontology classification of lowly expressed genes between case and control groups. Figure B: Top30 GO term of total genes of both case and control group.

**A**

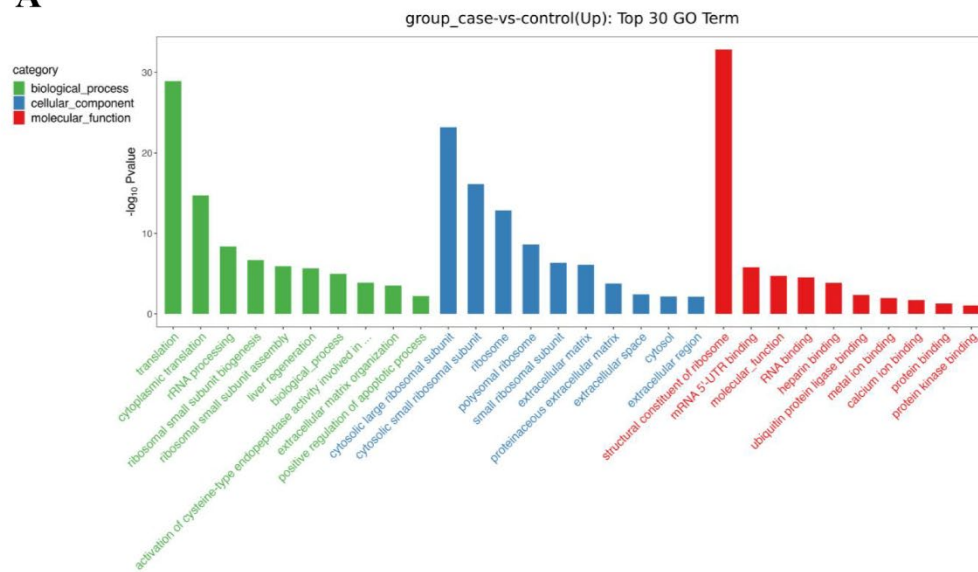

**B**

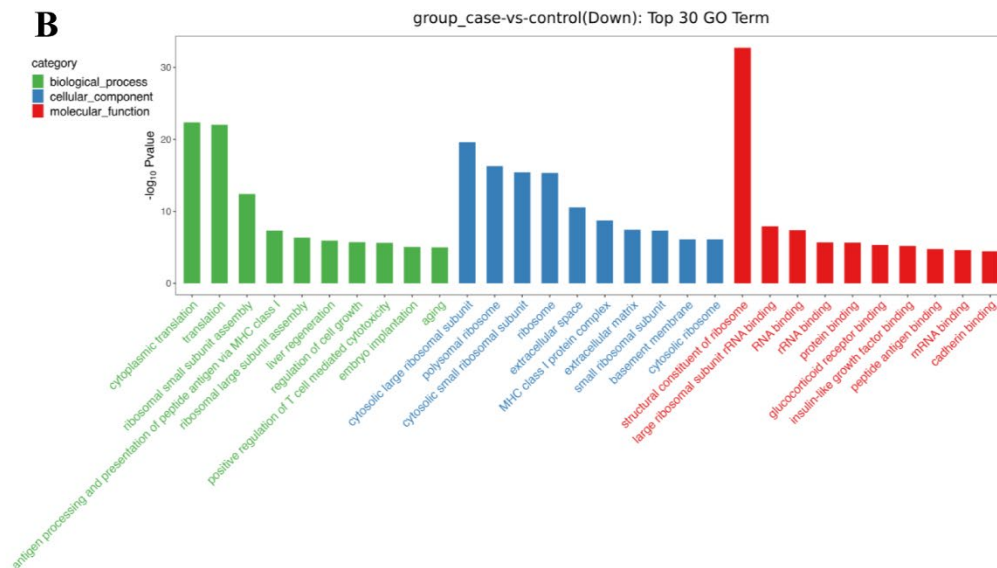

**Supplemental figure 29. GO analysis of total-fibroblasts.** Figure A: Top30 GO term of highly expressed genes between case and control group. Figure B: Top30 GO term of lowly expressed genes between case and control group.

A

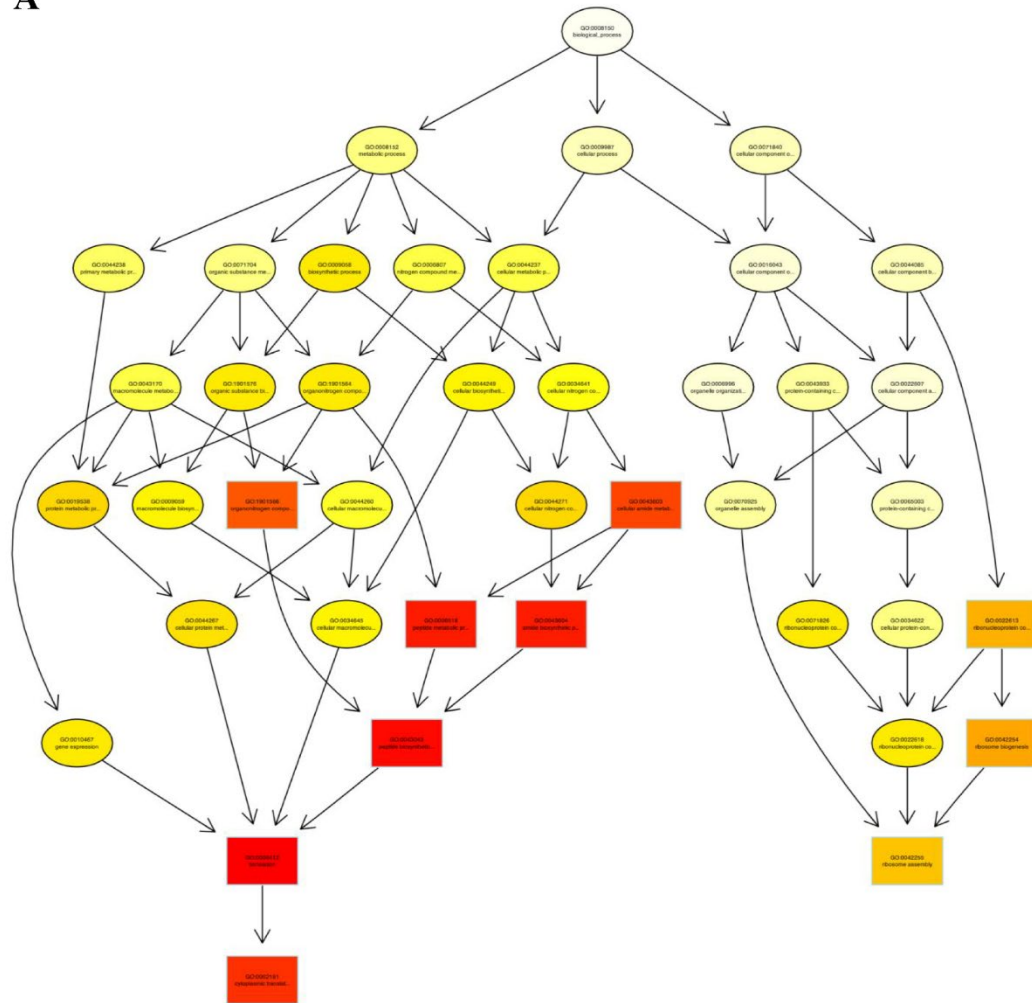

**Supplemental figure 30. GO analysis of total-fibroblasts.** The communication network of GO terms.

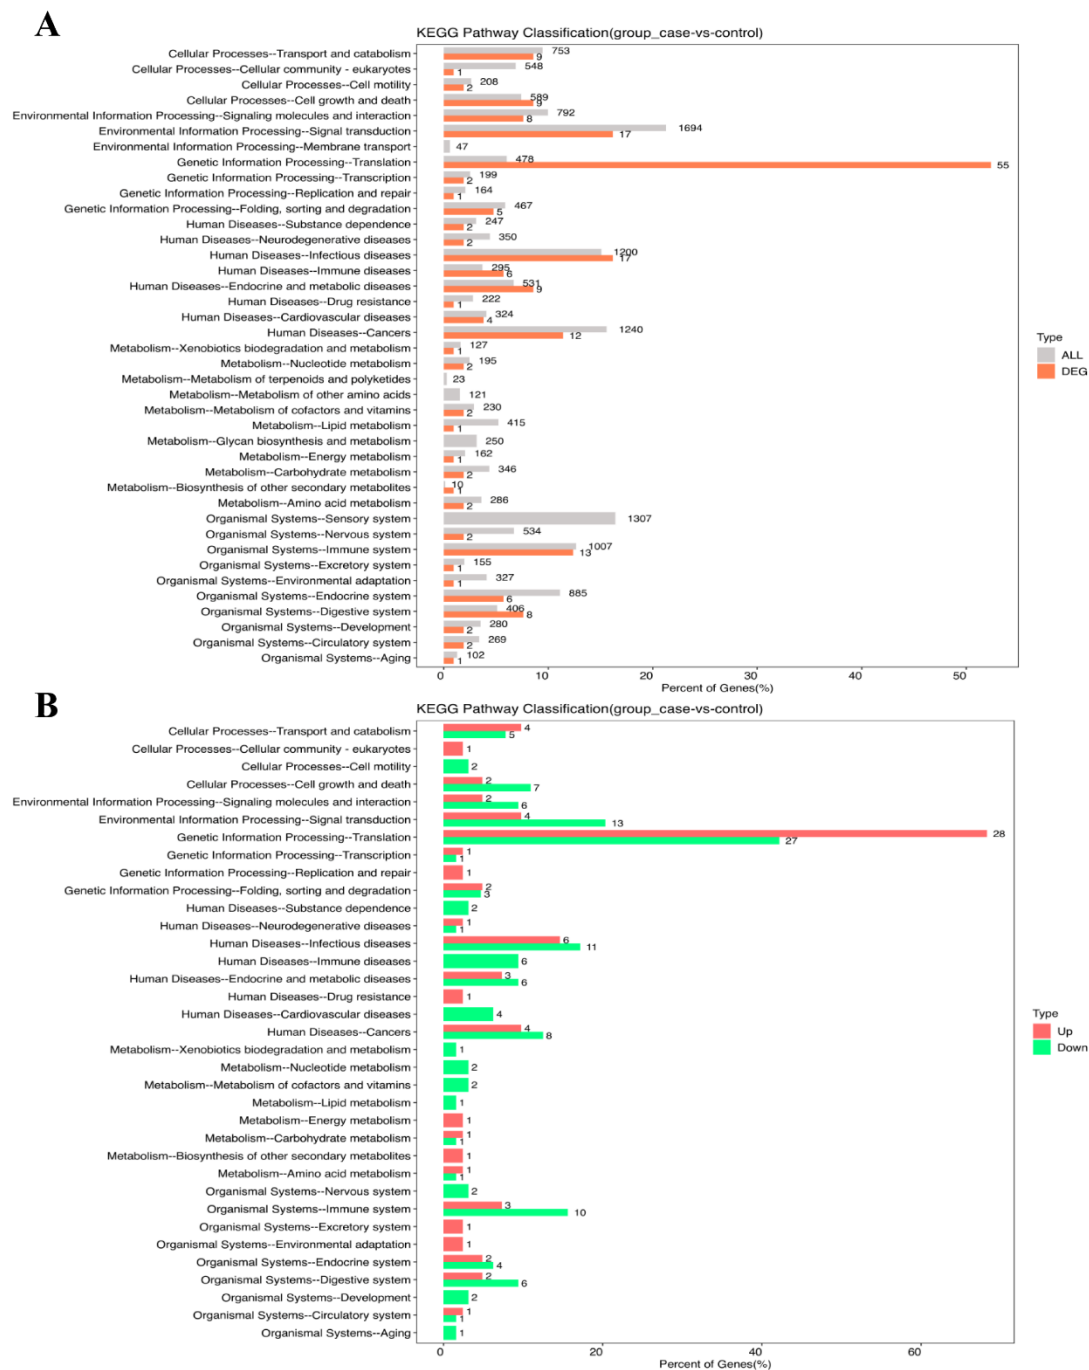

**Supplemental figure 31. KEGG analysis of total-fibroblasts.** Figure A: KEGG pathway classification of differentially expressed genes between case and control groups. Figure B: KEGG pathway classification of highly expressed or lowly expressed genes between case and control groups.

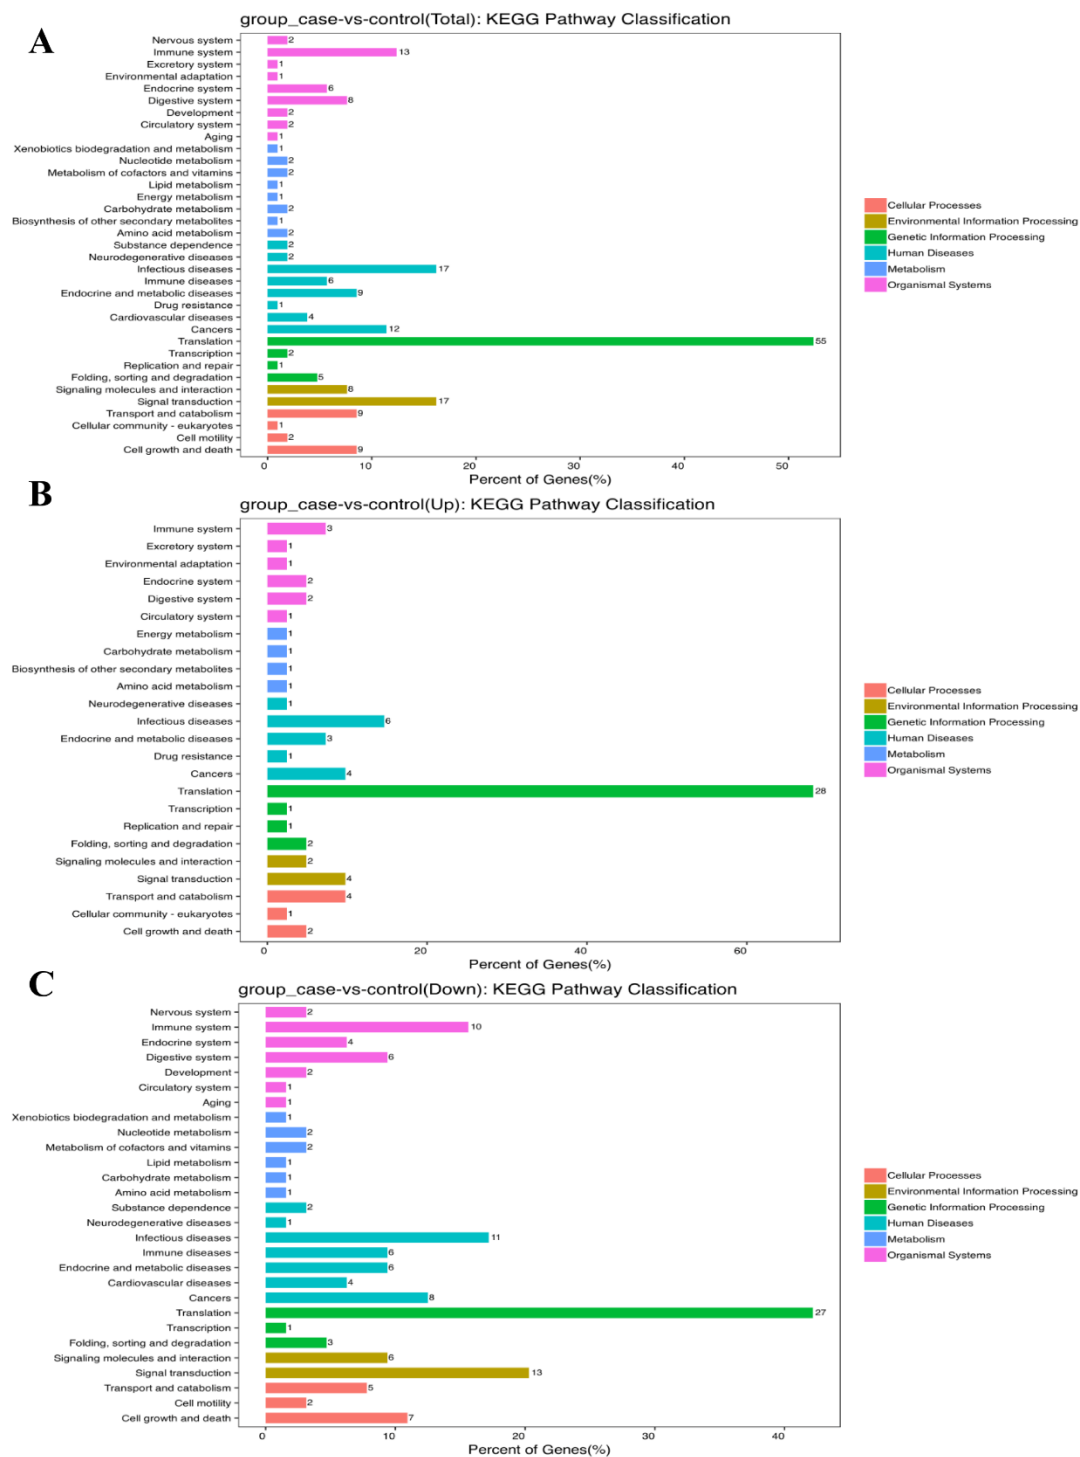

**Supplemental figure 32. KEGG analysis of total-fibroblasts.** Figure A: KEGG pathway classification of total genes of both case and control group. Figure B: KEGG pathway classification of highly expressed genes between case and control groups. Figure C: KEGG pathway classification of lowly expressed genes between case and control groups.

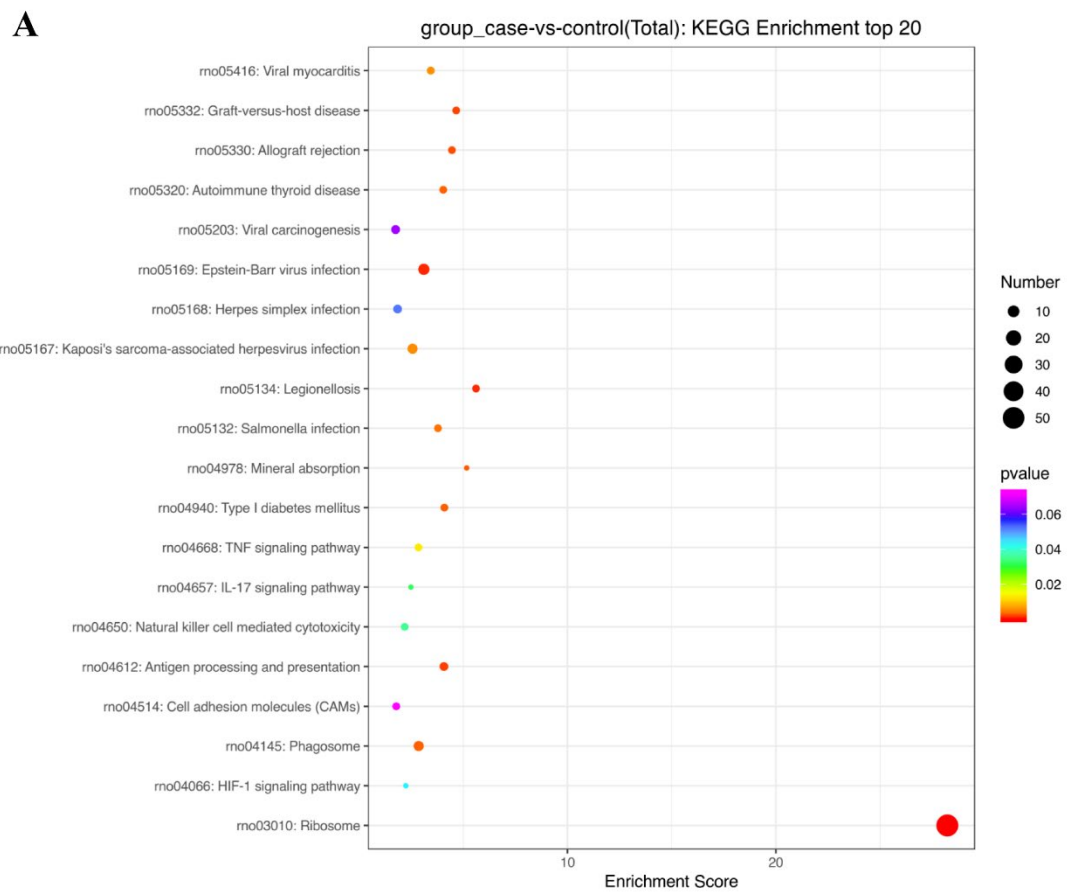

**Supplemental figure 33. KEGG analysis of total-fibroblasts.** KEGG enrichment top20 of total genes in both case and control group.

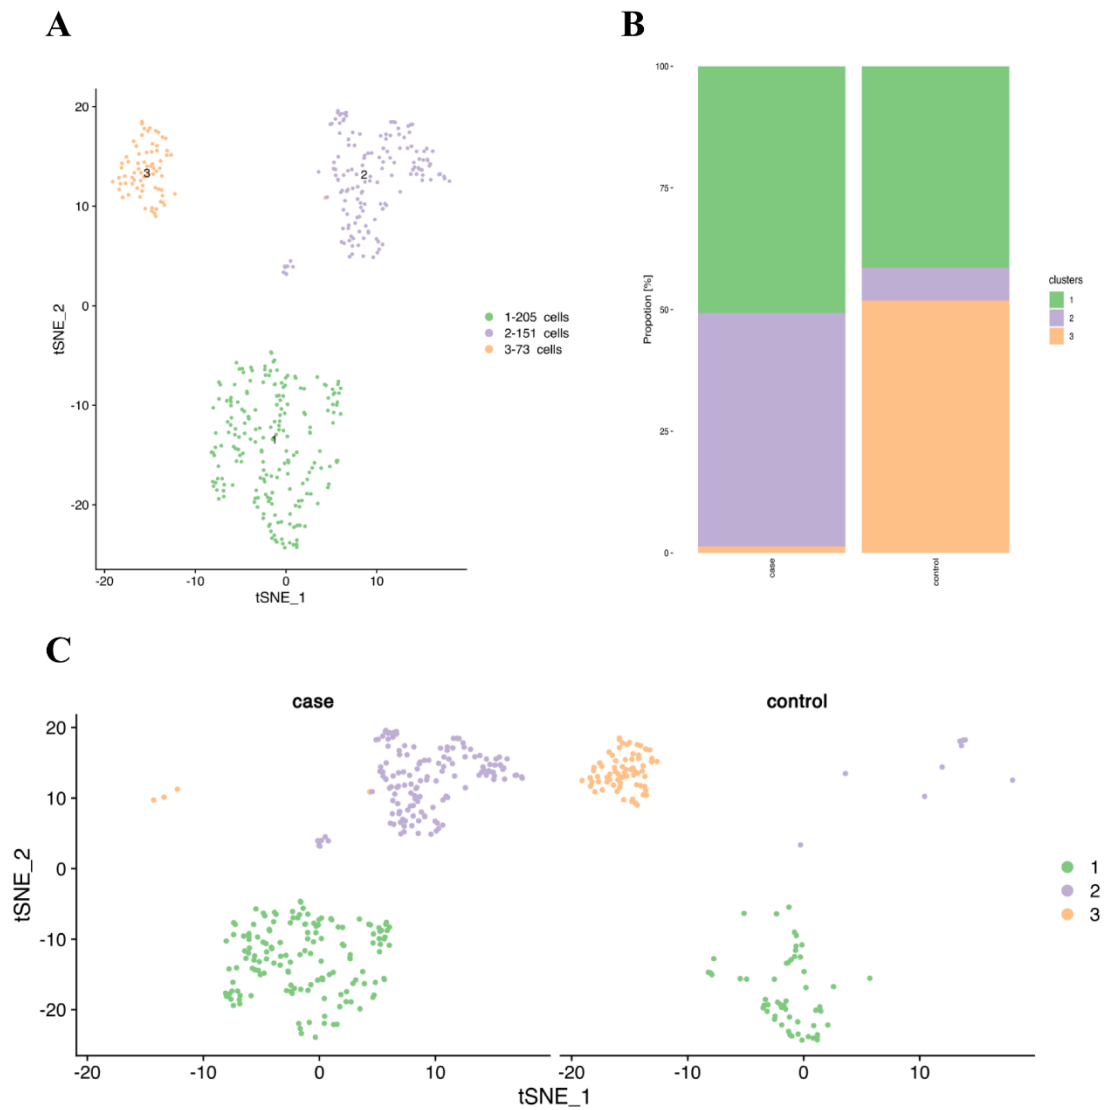

**Supplemental figure 34. TSNE of total-ECs.** Figure A: 3 clusters of total-fibroblasts. Figure B: Proportion of 3 different clusters. Figure C: TSNE of 3 clusters in case and control groups.

**A**

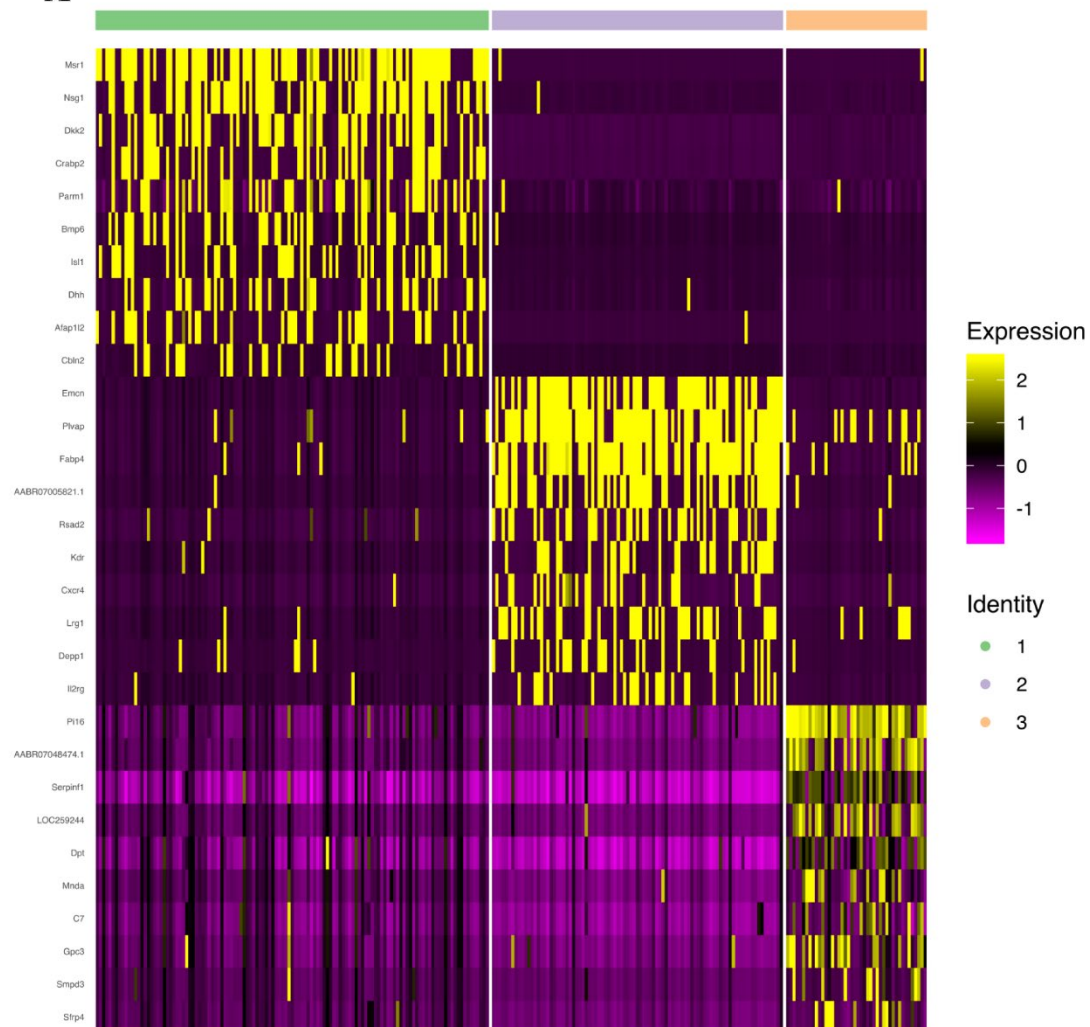

**Supplemental figure 35. Top10 markers of different clusters in ECs.**

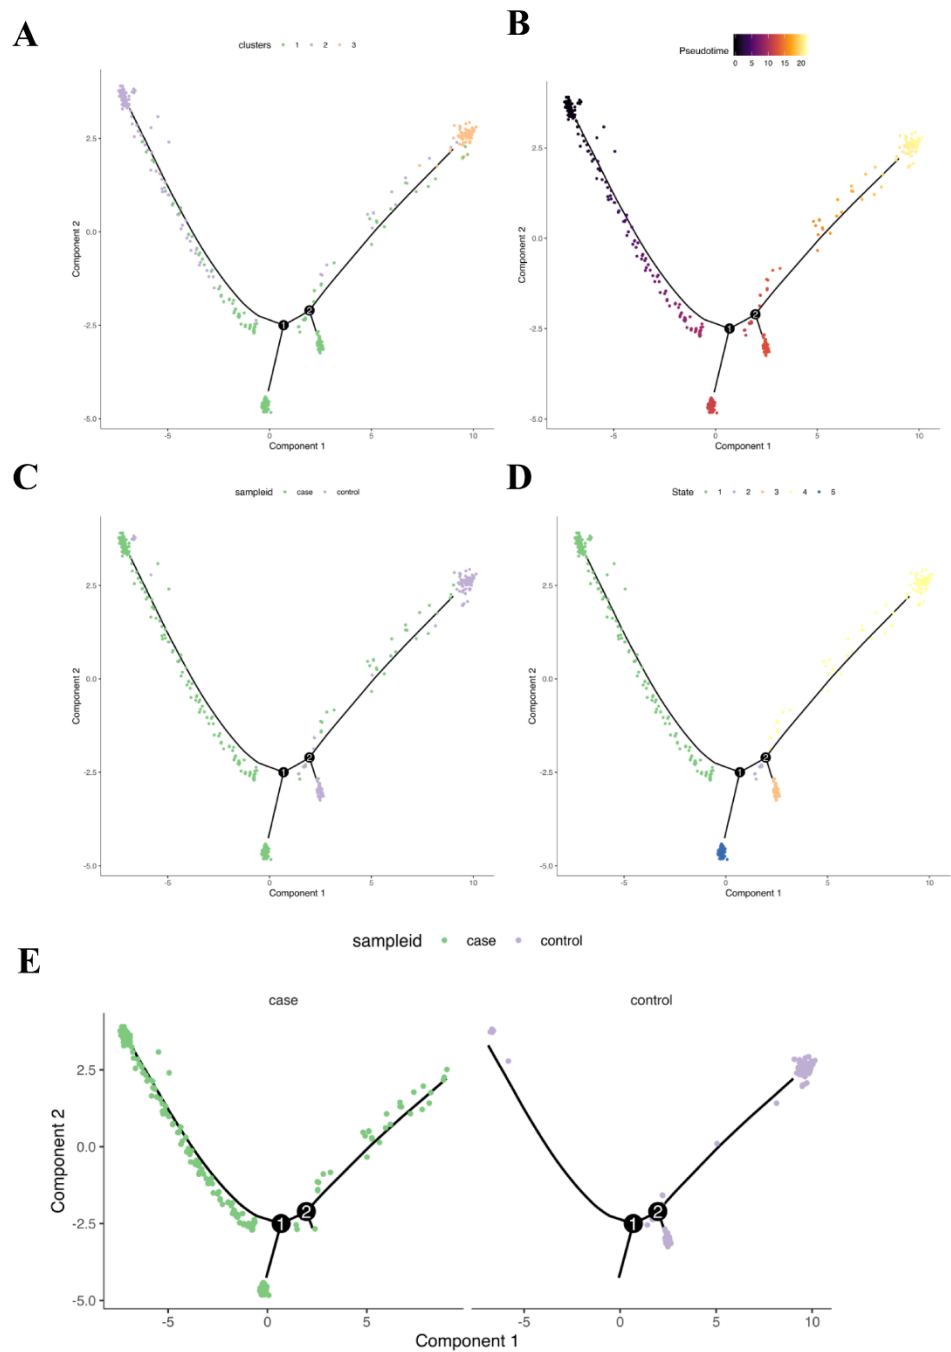

**Supplemental figure 36. Pseudotime analysis of total-ECs.**

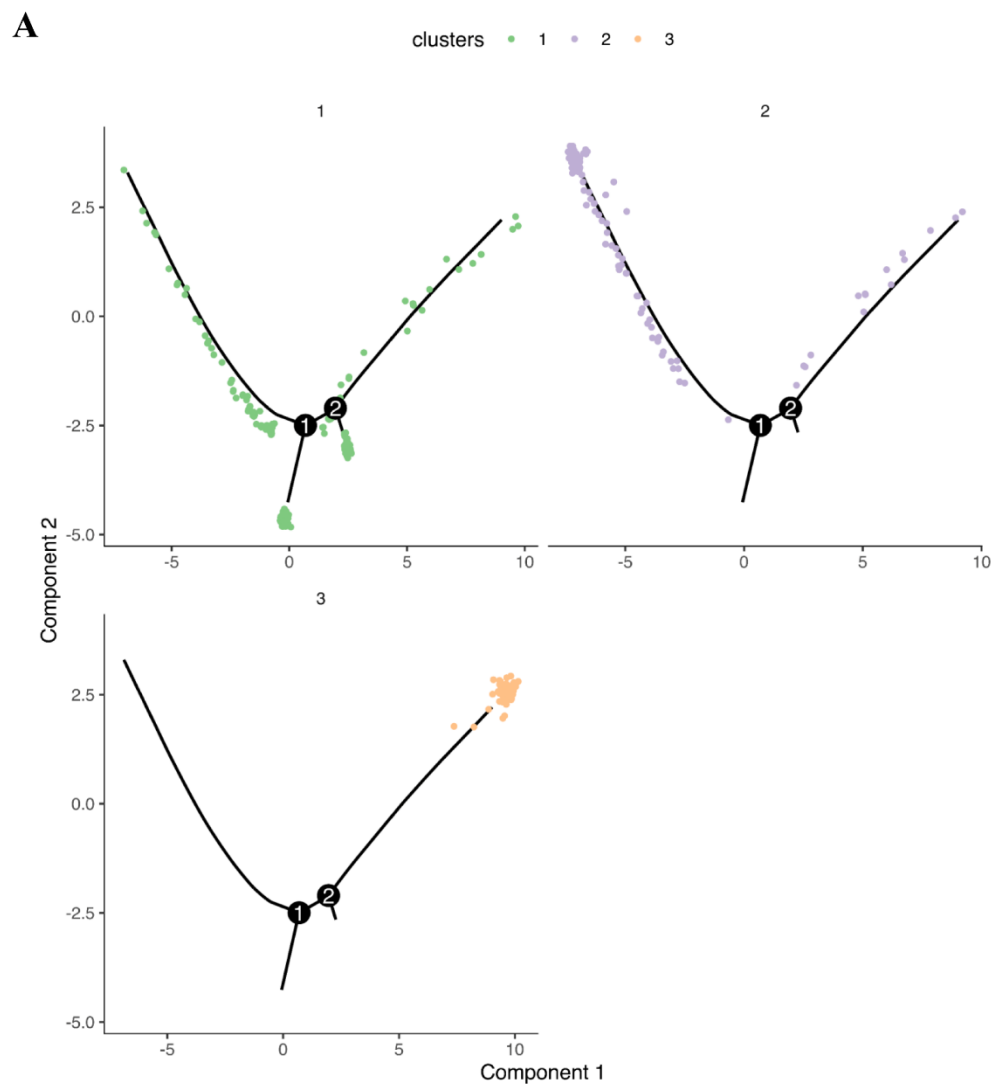

**Supplemental figure 37. Pseudotime analysis of total-ECs. Split of 3 clusters in pseudotime analysis.**

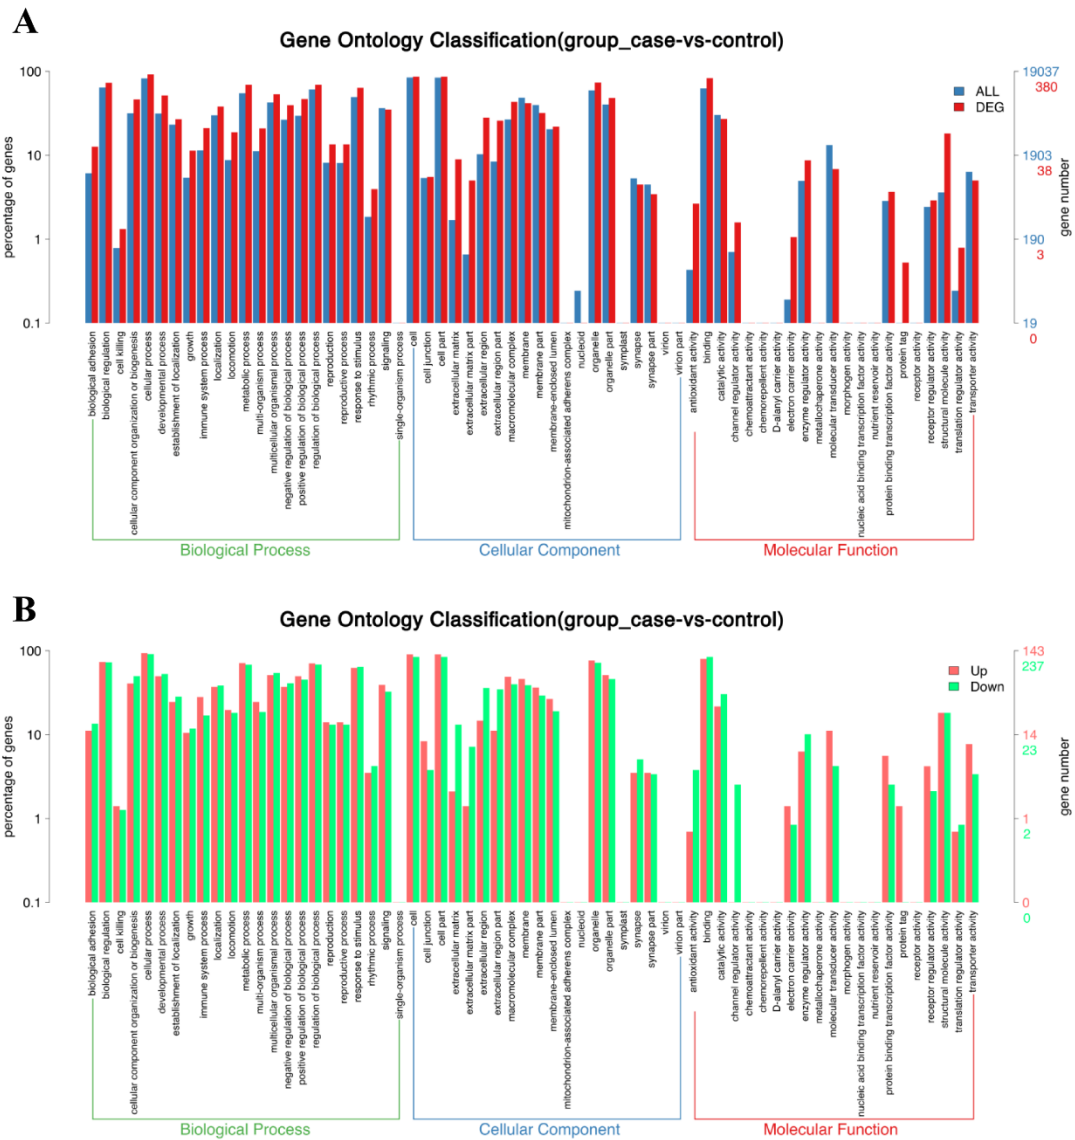

**Supplemental figure 38. GO analysis of total-ECs.** Figure A: GO classification of differentially expressed genes between case and control groups. Figure B: GO classification of highly expressed or lowly expressed genes between case and control groups.

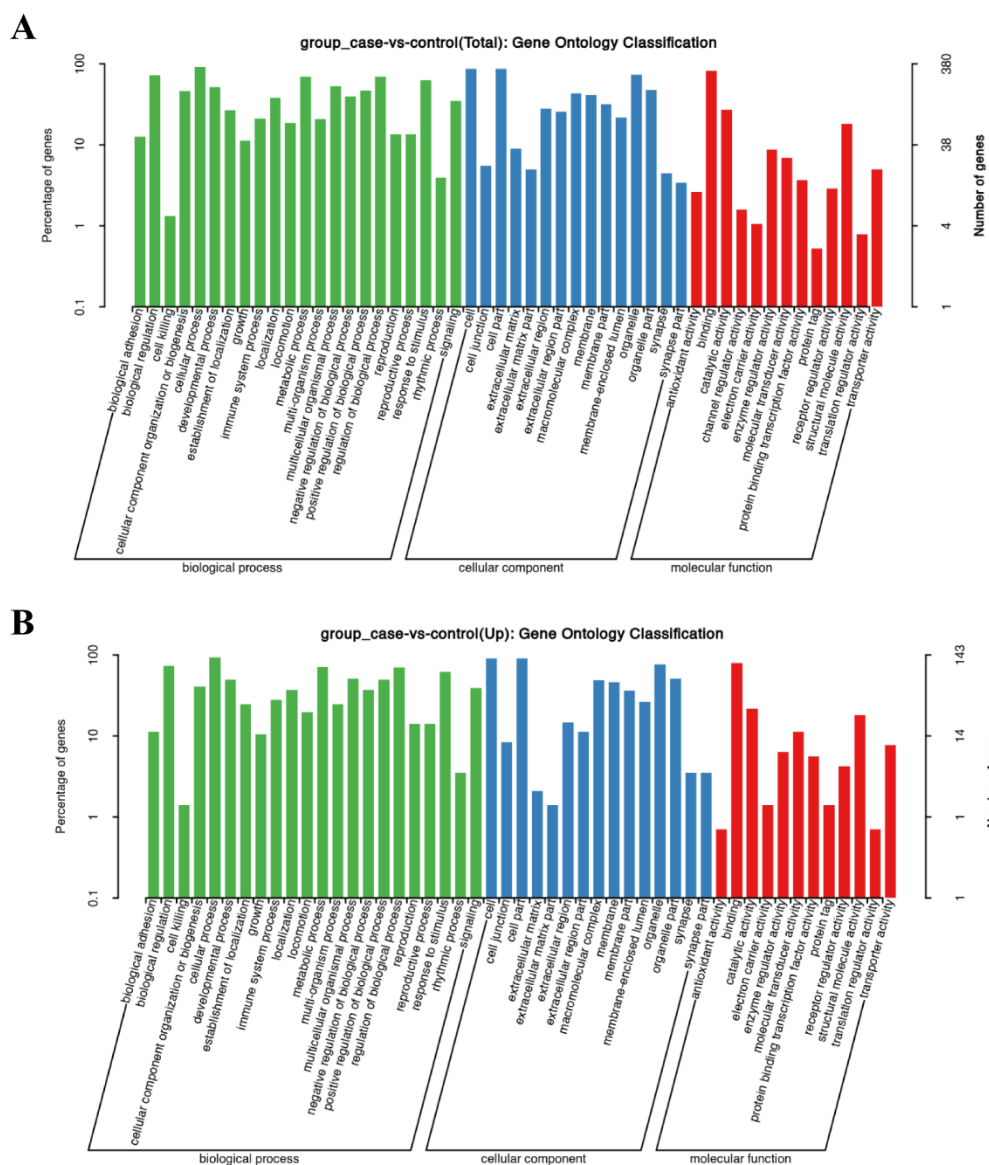

**Supplemental figure 39. GO analysis of total-ECs.** Figure A: Gene ontology classification of differentially expressed genes between case and control groups. Figure B: Gene ontology classification of highly expressed genes between case and control groups.

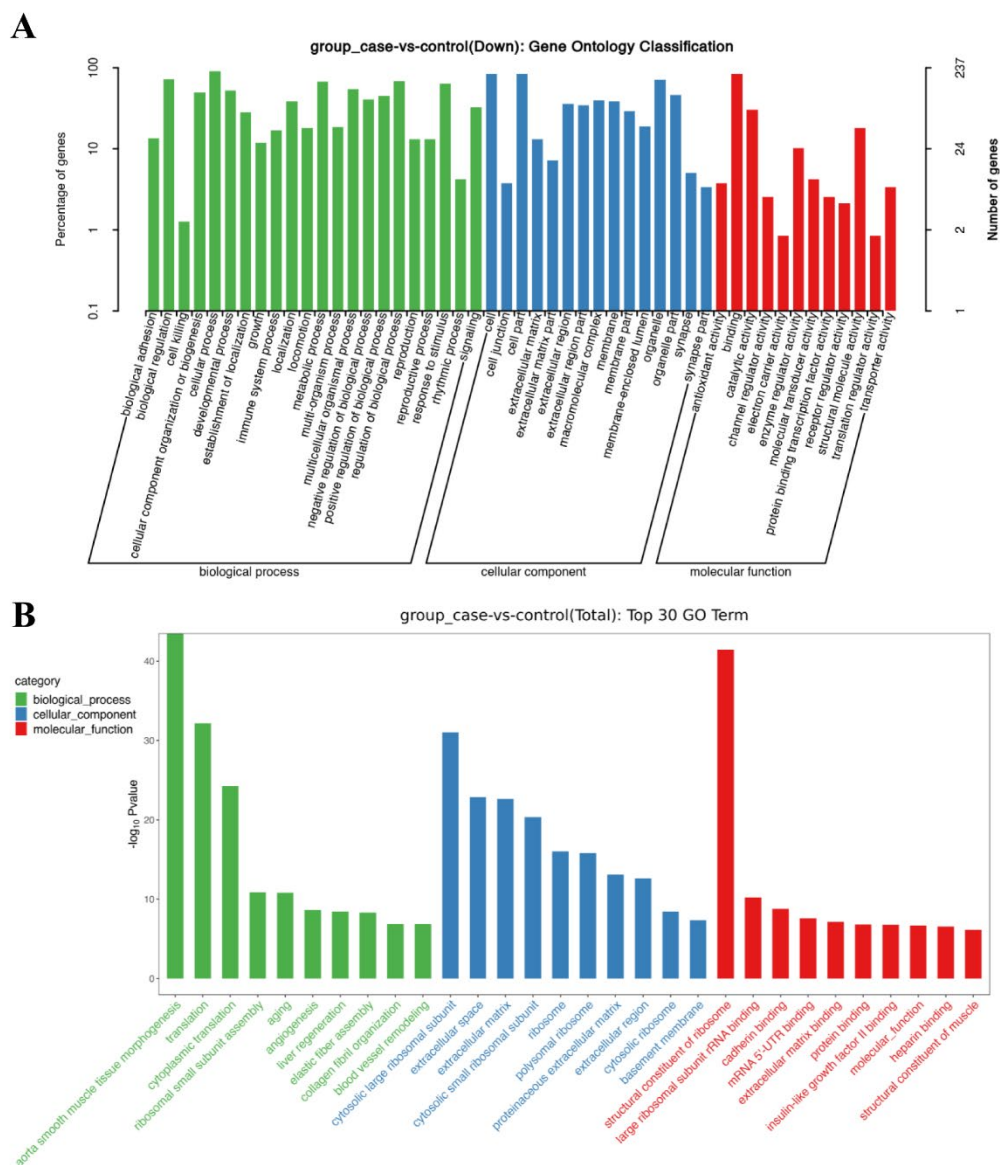

**Supplemental figure 40. GO analysis of total-ECs.** Figure A: Gene ontology classification of differentially expressed genes between case and control groups. Figure B: Gene ontology classification of highly expressed genes between case and control groups.

**A**

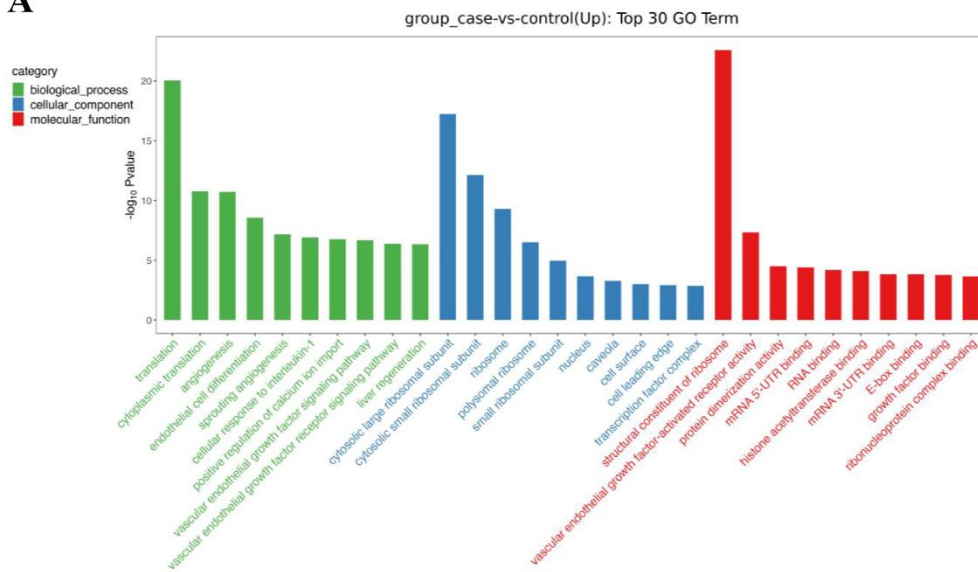

**B**

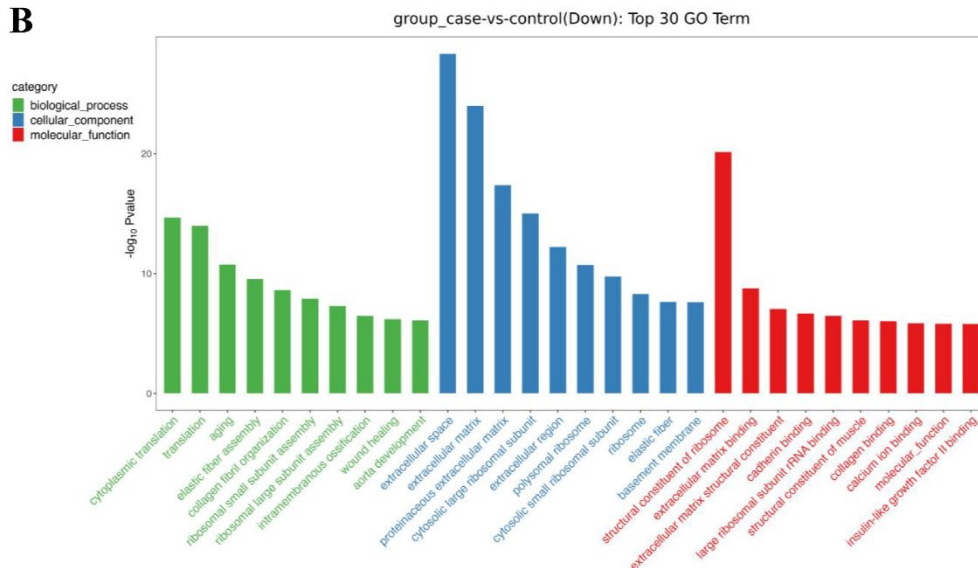

**Supplemental figure 41. GO analysis of total-ECs.** Figure A: Top30 GO term of highly expressed genes between case and control group. Figure B: Top30 GO term of lowly expressed genes between case and control group.

A

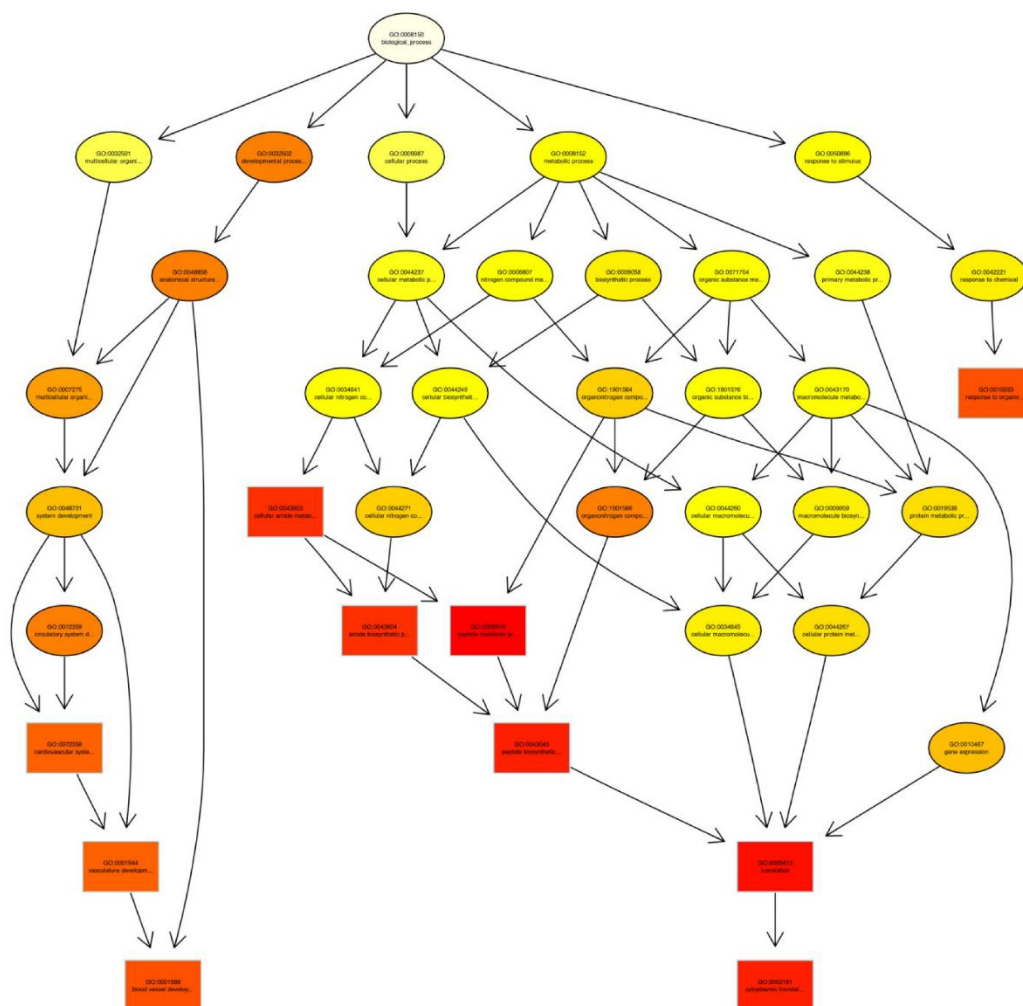

**Supplemental figure 42. GO analysis of total-ECs.** The communication network of GO terms.

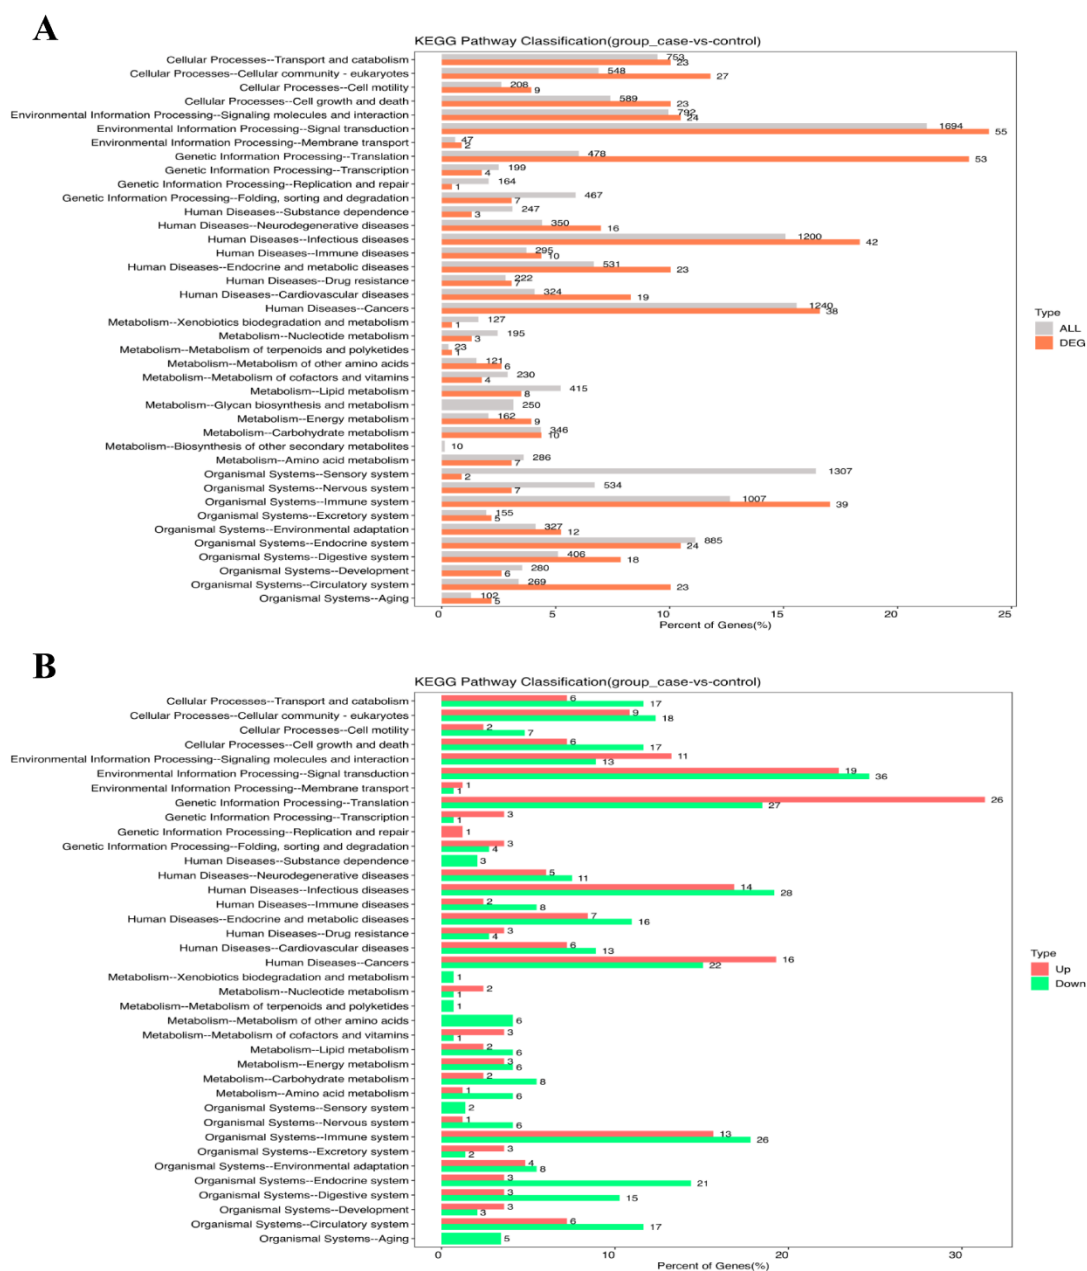

**Supplemental figure 43. KEGG analysis of total-ECs.** Figure A: KEGG pathway classification of differentially expressed genes between case and control groups. Figure B: KEGG pathway classification of highly expressed or lowly expressed genes between case and control groups.

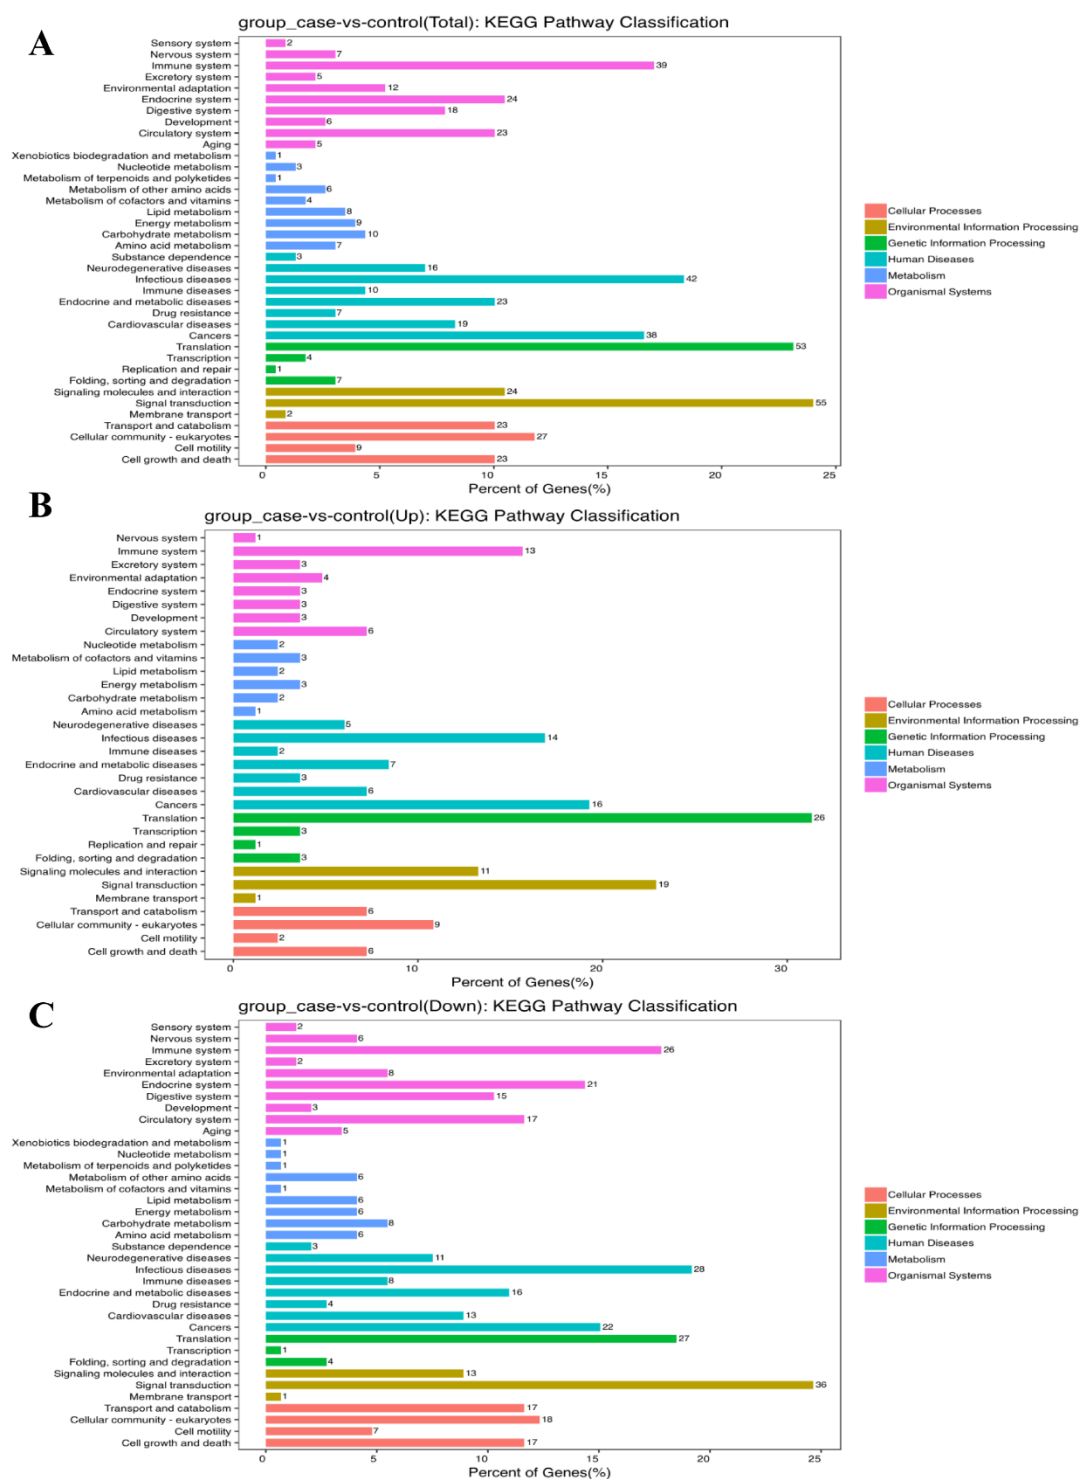

**Supplemental figure 44. KEGG analysis of total-ECs.** Figure A: KEGG pathway classification of total genes of both case and control group. Figure B: KEGG pathway classification of highly expressed genes between case and control groups. Figure C: KEGG pathway classification of lowly expressed genes between case and control groups.

**A**

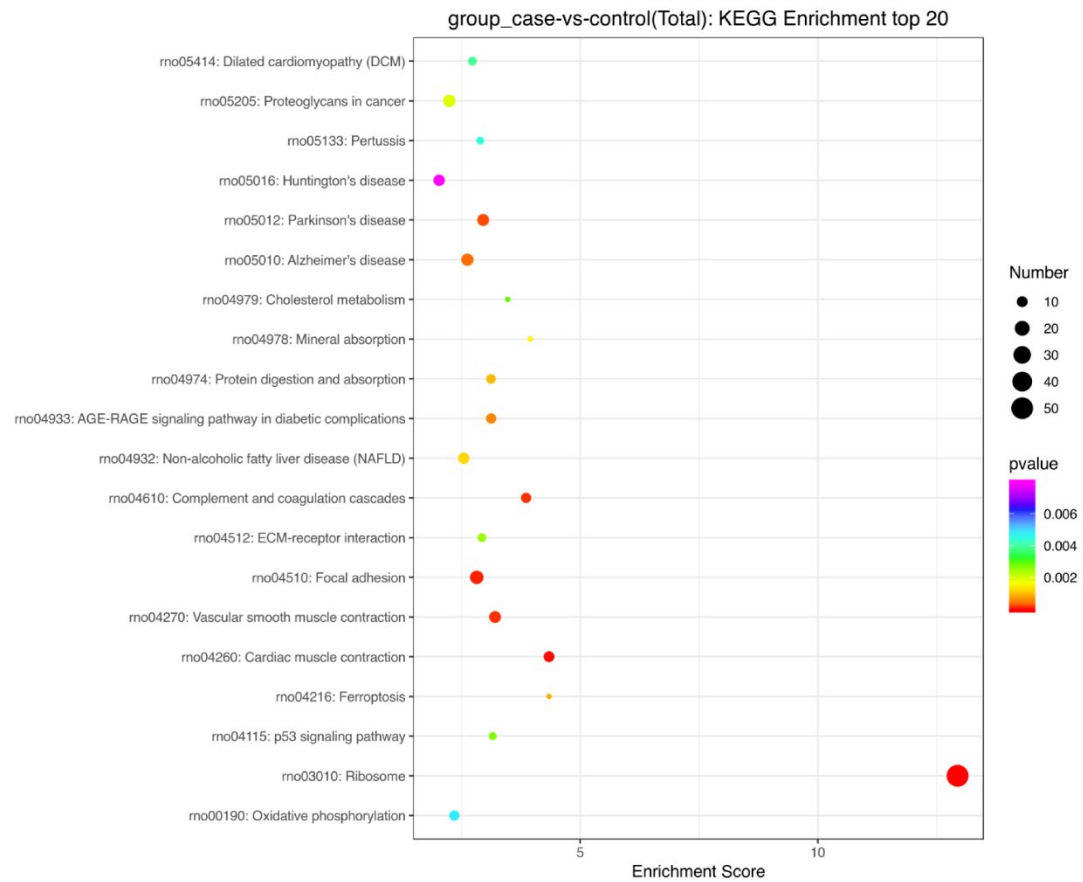

**Supplemental figure 45. KEGG analysis of total-ECs.** KEGG enrichment top20 of total genes in both case and control group.

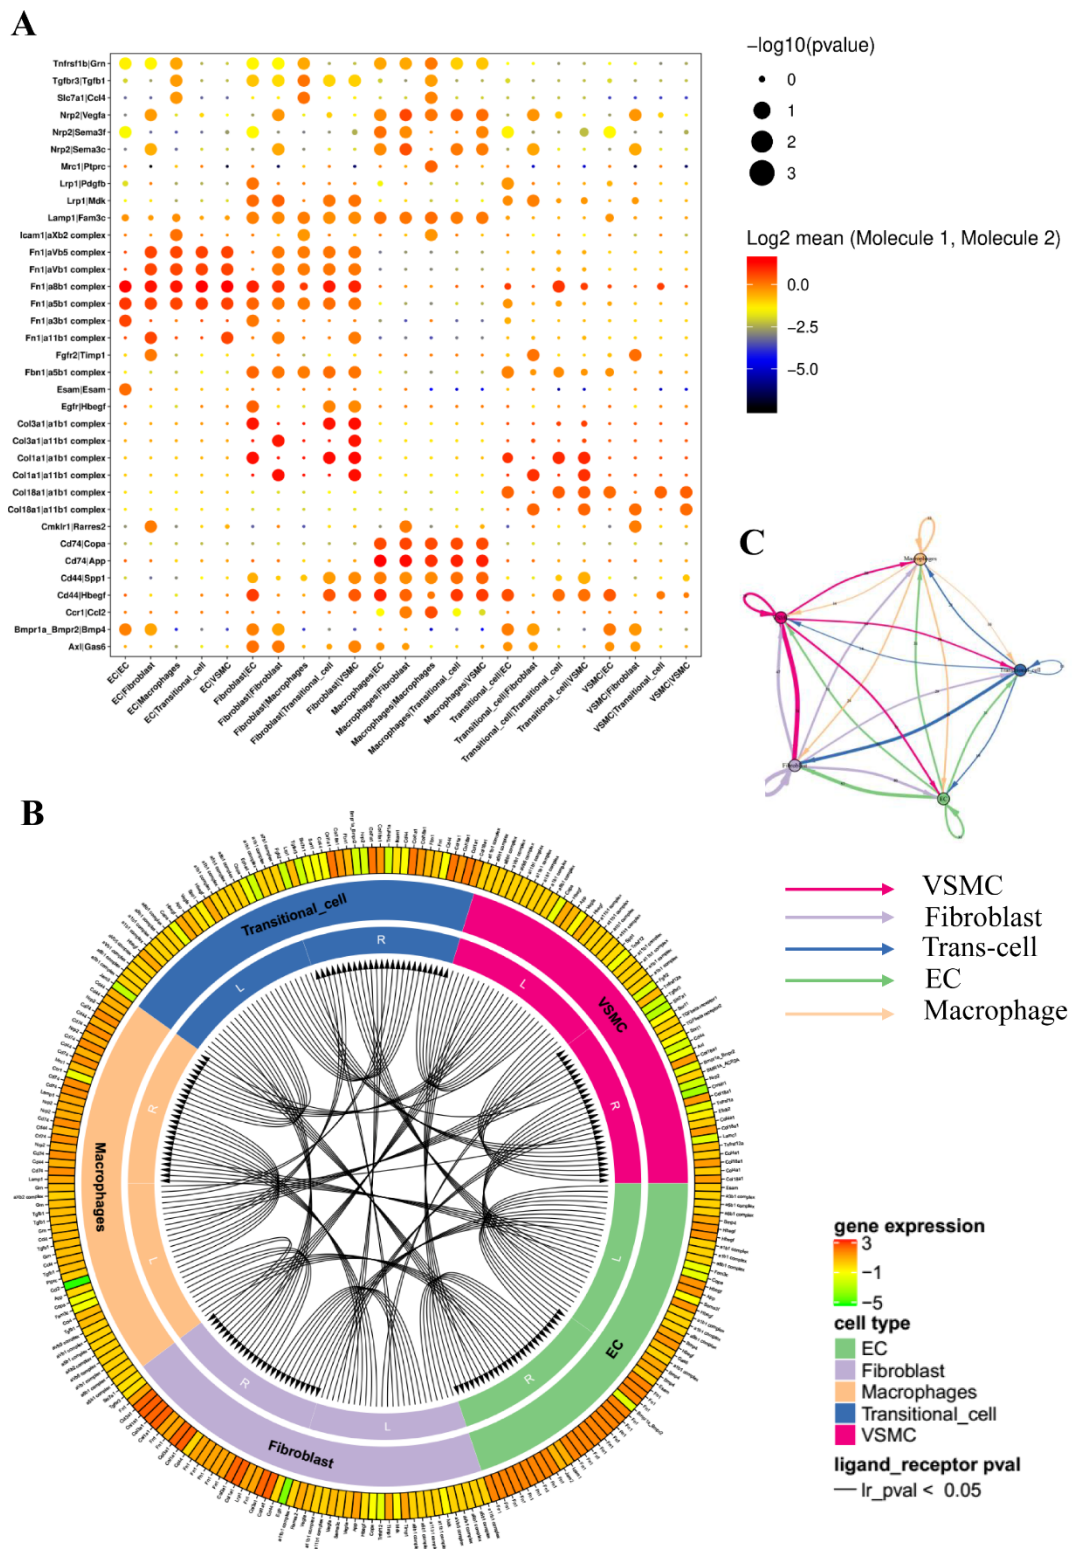

**Supplemental figure 46 (control):** Figure A. Dot plot of receptors and ligands analysis. Figure B. Intercellular communication of different celltypes. Figure C. Quantitative figure of intercellular communication.

# Supplementary material for: Single-Cell RNA Sequencing of the Rat Carotid Arteries Uncovers Potential Cellular Targets of Neointimal Hyperplasia
**Source:** Front Cardiovasc Med. 2021 Dec 9;8:751525. doi: 10.3389/fcvm.2021.751525
**Supplement:** Supplementary file 2

Supplementary Material

**Supplementary Table 1.** Average values of GHG emissions (in thousands of tons per 100,000 inhabitants) and DALYs (in years per 1,000 inhabitants) in individual EU countries

| ID | K-M | PAM | GHG | CO_2_ | CH_4_ | N_2_O | HFC | SF_6_ | DALYs |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| AUT | 1 | 1 | 879.95(16) | 733.49(16) | 80.91(7) | 42.59(8) | 18.28(16) | 3.97(26) | 2.33(13) |
| BEL | 1 | 1 | 1081.86(21) | 913.64(22) | 74.38(4) | 57.62(18) | 33.55(25) | 0.91(21) | 1.88(9) |
| BGR | 1 | 1 | 697.68(12) | 506.97(12) | 103.58(17) | 70.68(21) | 16.21(14) | 0.24(7) | 4.16(17) |
| CYP | 2 | 2 | 995.16(19) | 829.22(20) | 98.93(15) | 34.93(3) | 32.06(24) | 0.02(1) | 23.87(25) |
| CZE | 1 | 1 | 1215.98(24) | 997.24(24) | 132.54(24) | 56.71(15) | 28.58(23) | 0.78(17) | 2.11(12) |
| DEU | 1 | 1 | 1085.95(22) | 948.58(23) | 71.12(3) | 48.14(12) | 13.29(9) | 3.99(27) | 0.25(1) |
| DNK | 1 | 1 | 1012.44(20) | 767.24(19) | 135.34(25) | 96.46(23) | 11.59(6) | 1.69(25) | 3.65(15) |
| ESP | 1 | 1 | 657.64(9) | 505.44(11) | 85.6(9) | 38.98(6) | 25.81(21) | 0.48(14) | 0.39(4) |
| EST | 2 | 2 | 1306.13(25) | 1108.97(26) | 94.13(11) | 87.3(22) | 15.57(12) | 0.16(3) | 18.48(24) |
| FIN | 1 | 1 | 759.04(15) | 501.21(10) | 107.06(19) | 125.93(26) | 24.32(19) | 0.47(13) | 3.74(16) |
| FRA | 1 | 1 | 671.22(10) | 483.21(8) | 91.26(10) | 67.39(20) | 27.41(22) | 0.92(22) | 0.29(2) |
| GRC | 1 | 1 | 932.6(17) | 742.75(17) | 95.86(14) | 42.99(9) | 49.76(26) | 0.05(2) | 1.87(8) |
| HRV | 1 | 1 | 469.55(3) | 314.15(4) | 95.11(13) | 49.66(13) | 10.45(3) | 0.17(5) | 5.46(20) |
| HUN | 1 | 1 | 575.89(6) | 440.17(7) | 75.88(6) | 43.99(10) | 14.83(11) | 1(23) | 2.61(14) |
| IRL | 1 | 1 | 1371.22(26) | 912.96(21) | 287(27) | 145.7(27) | 24(18) | 0.86(20) | 4.32(18) |
| ITA | 1 | 1 | 708.36(13) | 574.13(14) | 75.57(5) | 31.45(2) | 23.85(17) | 0.71(16) | 0.31(3) |
| LTU | 1 | 1 | 448.02(2) | 205.57(2) | 116.63(22) | 109.95(24) | 15.67(13) | 0.19(6) | 9.62(21) |
| LUX | 2 | 2 | 1956.89(27) | 1781.01(27) | 105.69(18) | 57.37(16) | 11.24(4) | 1.57(24) | 35.43(26) |
| LVA | 1 | 2 | 562.76(5) | 316.46(5) | 114.77(21) | 121.09(25) | 10(2) | 0.44(12) | 13.88(23) |
| MLT | 2 | 2 | 611.3(8) | 499.97(9) | 40.4(1) | 10.73(1) | 59.86(27) | 0.32(11) | 45.17(27) |
| NDL | 1 | 1 | 1197.65(23) | 1022.97(25) | 109.48(20) | 51.33(14) | 11.96(7) | 0.82(18) | 1.14(6) |
| POL | 1 | 1 | 963.73(18) | 757.93(18) | 131.1(23) | 57.43(17) | 17.07(15) | 0.16(4) | 0.63(5) |
| POR | 1 | 1 | 577.97(7) | 421.71(6) | 94.93(12) | 35.25(4) | 25.7(20) | 0.27(8) | 1.96(11) |
| ROU | 1 | 1 | 494.89(4) | 288.05(3) | 150.99(26) | 48.04(11) | 7.5(1) | 0.27(9) | 1.36(7) |
| SVK | 1 | 1 | 681.13(11) | 542.79(13) | 85.28(8) | 40.52(7) | 12(8) | 0.29(10) | 4.55(19) |
| SVN | 1 | 1 | 729.9(14) | 575.62(15) | 99.96(16) | 37.98(5) | 14.78(10) | 0.83(19) | 9.75(22) |
| SWE | 1 | 1 | 135.96(1) | 8.73(1) | 54.34(2) | 60.06(19) | 11.42(5) | 0.54(15) | 1.91(10) |

Note: Greenhouse gasses (CO_2_, CH_4_, N_2_O, HFC, SF_6_) are expressed in thousands of tons per 100,000 inhabitants and DALYs in years per 1,000 inhabitants. The number in parentheses represents the order – the lowest value is marked (1) and the highest (27).

ID – country identifier; K-M – K-Means; PAM – Partitioning Around Medoids; GHG – Greenhouse Gases (total); CO_2_ – carbon dioxide; CH_4_ – methane; N_2_O – nitrous oxide; HFC – hydrofluorocarbons; SF_6_ – sulfur hexafluoride; DALYs – disability-adjusted life years; AUT – Austria; BEL – Belgium; BGR – Bulgaria; CYP – Cyprus; CZE – Czech Republic; DEU – Germany; DNK – Denmark; ESP – Spain; EST – Estonia; FIN – Finland; FRA – France; GRC – Greece; HRV – Croatia; HUN – Hungary; IRL – Ireland; ITA – Italy; LTU – Lithuania; LUX – Luxembourg; LVA – Latvia; MLT – Malta; NDL – Netherlands; POL – Poland; POR – Portugal; ROU – Romania; SVK – Slovakia; SVN – Slovenia; SWE – Sweden.

How the deposited data were processed for this re-analysis (not part of the article)

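Single-cell RNA of carotid arteries was measured with the 10x Genomics platform in 2 libraries, 1 of the normal left arteries (control group) and 1 of the balloon-injured right arteries (case group). Arteries of 2 rats were pooled in each library, 28 days after injury. Rats were 8 weeks old at the start in the text and 12 weeks old in the sample labels. The authors deposited UMI counts per gene and barcode, made with Cell Ranger 3.1.0, which runs STAR; the text does not name the genome build. No filter on cells had been applied to these counts, since the barcodes per library equal the 3,321 and 5,656 stated before quality control. These numbers do not show whether counts were normalized or down-sampled before deposit. The control barcodes held 342 to 38,579 UMIs, while the paper's quality-control figure, read by eye, appears to reach higher values. Down-sampling of the control library thus stays open, and it would bear on the depths and counts given here. Which barcodes belong to which group was taken from these stated numbers.

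The control library held 24,968,329 UMIs with a median of 5,981 per barcode, and the case library 28,232,614 with a median of 4,778. After filtering, 2,722 control cells with 23,695,287 UMIs and 4,939 case cells with 27,169,487 UMIs remained. Analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16. Counts were scaled to 10,000 per cell and log-transformed, 2,000 variable genes were scaled and limited to 10 SD, and 30 principal components gave a graph of 20 nearest neighbours, weighted by shared neighbours and clustered by Leiden at resolution 0.8, or 0.5 within a cell type. The random seed was 1. Doublets were scored with Scrublet and left in.

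Clusters were named from marker lists of known cell types, with 6 markers for VSMCs, 8 for fibroblasts and 7 for endothelial cells, where Pecam1 had been planned but is not among the listed genes. At least 3 markers of a type had to be found in 10% or more of the cells of a cluster. A cluster with 2 or more markers of a single type among its 10 leading genes took that name. Otherwise it took the type whose markers had the highest mean relative level, if this level was at least 0.25 and 1.5 times that of the next type. A cluster was left unnamed when more markers of another type were among its leading genes, or when its median UMI count was under 0.333 of the library median and none of its leading genes was a marker of the type. These thresholds were set after the data had been seen, and 32.4% of control and 14.3% of case cells stayed unnamed. So were the limits of 100 UMIs per gene copy and of 90% of cells from 1 library for a sub-cluster. The Leiden resolutions and the cell filter had been set before.

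Gene levels within a cell type were sums of UMIs over cells, given as CPM (per 1,000,000 UMIs). With 1 library per group there are no replicates, so no p-values, standard errors or numbers of changed genes are given. Exact 95% Poisson intervals for UMI sums and Clopper-Pearson intervals for shares of cells describe counting error only, and a count of 0 allows up to 3. Genes were named by a rule set before the data were examined: every gene the paper names, and in VSMC-like, fibroblast-like and endothelial-like cells the 5 genes with the largest rise and the 5 with the largest fall among genes with a mean of at least 100 CPM. Genes that lead a cluster, markers used for naming and the genes of the added tests fall outside this rule.

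The steps were tested on simulated data. With 200 genes changed in VSMC-like counts, 200 were recovered among 1,347 genes, the intervals covered the true change in 96.5% and the 10 genes named by the rule were all changed ones. Among unchanged genes 5.23% lay outside their interval. In a simulated mixture of VSMC and fibroblast RNA 0 of 1,442 genes exceeded every cell type, and of 200 genes raised over every type 180 were found.

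A total of 14 alternatives to the processing was set before the data were examined, on the cell filter, doublets, clustering, depth and scaling, and 3 were added afterwards. The added ones gave unnamed clusters their best-scoring type, removed the highest Scrublet scores at the expected doublet rate, and counted the Gfpt2-high cluster as fibroblast-like. Pseudotime (Monocle 2), receptor and ligand scoring (CellPhoneDB), SingleR, enrichment of GO and KEGG terms, immunofluorescence and the MOVAS experiment were not analysed here.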

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

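All results in this part were singled out because they are signals in cells or genes that the paper does not discuss. The tests of mixtures, doublets, gene copies, single arterial genes, Postn without a sub-cluster and differences shared by all cell types were chosen only after the results had been seen, while those of Postn within a whole cluster and of small-vessel genes were set before their values were known. The criterion of the mixture test was changed after its counts of 2, 6 and 35 genes had been seen, to leave out the 10 leading genes of a cluster and to ask for 3 or more others. Each group is 1 library, so an effect of the injury and a difference between the libraries cannot be told apart by any of them.

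A cluster led by Pcsk1 and Vcam1 held 110 case cells, 2.23% of the library, and 5 control cells, 0.184%. Its case cells had a median share of fibroblast markers of 60.7%, between VSMC-like and fibroblast-like cells. Their median of 4,466 UMIs was lower than the 5,504 of case VSMC-like and the 5,070.5 of case fibroblast-like cells, so doublets of intact cells are unlikely. Of 1,358 genes, 6 exceeded 1.5 times the level of every named type of the case group, among them Pcsk1 (537 CPM against 41.2), Vcam1 (958 against 320.5) and Mgp (5,725 against 3,057). Only 2 of these lay outside the 10 leading genes, Mgp and Spp1 (679.6 CPM against 279.6), fewer than the changed criterion asks for. A mixture cannot exceed the highest level among its parts. The levels of these 2 genes thus argue against RNA mixed from the named types as their only source. Most of the 1,358 genes did not exceed every type, so such a mixture as part of the source could not be excluded.

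A cluster led by Sncg, Npy1r and Rgs5 held 22 case cells, 0.445% of the library, and 0 of 2,722 control cells, with an upper 95% limit of 0.135%. Of 1,363 genes 35 exceeded every named type, and 25 of them lay outside the 10 leading genes. Npy1r was at 706 CPM against 2.11. A mixture of RNA from the named types is therefore an unlikely source. Whether these cells are part of the injured wall or of tissue around it was not tested.

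In VSMC-like cells the genes with the largest rise were AABR07057190.1 (log2 change 2.68), Rps27a (1.58), LOC100362366 (1.54), LOC100362149 (1.54) and Mt-atp8 (1.52). The 10 genes with the largest changes moved in the same direction in fibroblast-like, endothelial-like, macrophage-like and Schwann-like cells in 40 of 40 comparisons, and by more than 1 in 36. Across 994 genes the changes in VSMC-like and fibroblast-like cells had a Spearman rho of 0.80. In simulated data in which no gene changed it was −0.02. That setting gives no correlation by design, so it cannot show what separate changes in each cell type would give. Genes are not independent replicates. A difference between the libraries that all cell types share is thus a likely part of these changes, whether it comes from handling or from the injury of the whole artery. Rps27a may also reflect reads divided differently between gene copies, since its copies changed by 1.58 and −1.28 and their sum by 0.29, but only 6 of 13 symbols with counted copies moved in opposite directions.

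Among fibroblast-like cells Postn rose most (log2 change 3.45, from 137 to 1,409 UMIs), followed by AABR07057190.1 (2.92), a 7SK copy (2.11), Pycard (1.76), which the paper names, and Angptl1 (1.76). Cluster 6, with 467 of its 495 cells from the case group, held 1,264 of the 1,409 case UMIs of Postn, at 560.4 CPM, and a rise of 2.46 on 23 control UMIs. Within the other fibroblast-like cluster Postn still rose by 0.99 (0.63 to 1.36), so a change in the mix of clusters is unlikely to be its only source. A sub-cluster with VSMC markers held most of the Postn UMIs of that cluster, 76 of 114 control and 96 of 145 case UMIs. Without it the rise was 1.13 (0.48 to 1.78), from 6.07 to 13.2 CPM, so these cells are an unlikely source of it, while RNA from other cells stays open at such low levels. Its change was −0.20 in VSMC-like cells and, with 1 CPM added to each level, −0.68 in endothelial-like and −2.02 in macrophage-like cells, so a difference shared by all cell types is an unlikely source as well. Schwann-like cells rose by 3.67, so a source shared with these stays open. For AABR07057190.1 the rise was shared with VSMC-like cells.

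Endothelial-like cells had the largest rises in Slc7a11 (log2 change 3.02), LOC500712 (2.99), Ifi27l2b (2.93), Tec (2.68) and Rps19 (2.68), each on 15 to 28 control UMIs. Rps19 rose in VSMC-like and fibroblast-like cells too, by 2.36 and 2.34 with 1 CPM added to each level, while Slc7a11 changed there by 0.03 and −1.55. The case group draws 151 of its endothelial-like cells from cluster 11, with 9 control cells. Genes of small vessels were higher in this cluster than in cluster 9 by 1.38 (1.17 to 1.59), from 4 of 6 genes that are listed, with 385 of the UMIs from Aqp1, and arterial genes differed by −0.15 (−0.36 to 0.05) in sum. The arterial genes went both ways. Bmx (40.4 to 1.39 CPM) and Gja4 (62.5 to 13.9) were lower in cluster 11, Efnb2 (243 to 267) and Mecom (110.1 to 129) were not, and Hey1 and Sema3g had 3 UMIs or fewer. Endothelial cells of small vessels are a possible source of the rises. Bmx and Gja4 go with it, while Efnb2 and Mecom do not, and the sum leaves it open.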

How the results depend on the processing

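The alternatives that gave unnamed clusters their best-scoring type, removed the highest Scrublet scores at the expected rate or counted the Gfpt2-high cluster as fibroblast-like were chosen after the data had been seen, and the others before. No paired analysis was possible because the arteries of 2 rats were pooled in each library. With 1 library per group there was no test, so a value counts as unchanged when it stayed within the 95% interval of the reported one. Except where stated, the cause of a change was not tested.

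The difference in endothelial-like cells between case and control kept its direction under every alternative, between 3.16 and 4.43 percentage points, and the one in macrophage-like cells stayed between 0.177 and 0.661. The fall of Cdk4 in VSMC-like cells stayed between −1.17 and −0.82. The rise of Nmt1 in VSMC-like cells was 1.29 with TMM scaling, which adds 0.12 to every VSMC-like ratio by construction, and unchanged otherwise. Among the 131 log2 ratios, those with an interval without 0 kept their sign under every alternative in 92 cases and did not in 16. Over all alternatives 1,905 ratios were recomputed. Of these 1,424 stayed within the interval, 455 moved outside it with the same sign and 26 reversed. The log2 changes of genes given below under single alternatives are reversed ones, opposite in sign to the main value. Thinning to 1,000 UMIs moved 68 of 125 and TMM scaling 60 of 131.

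With barcodes under 2,000 UMIs left out, the difference in VSMC-like cells was 0.816 percentage points and in fibroblast-like cells −8.54. In VSMC-like cells Ccl2 changed by 0.35, and in fibroblast-like cells Col3a1 by 0.0714, Itga8 by −0.21 and Spp1 by −0.11, each the reverse of its main direction. VSMC-like sub-clusters drawn at 90% or more from 1 library held 75.5% of the cells, and the lowest median depth of a sub-cluster was 3,032 UMIs.

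With a mitochondrial limit of 10%, the difference in VSMC-like cells was 9.73 points and Il6 in VSMC-like cells changed by −0.12. Without a filter on cells, the difference was 5.20 points in fibroblast-like and −1.94 in transitional-like cells.

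With each library clustered on its own, the difference in VSMC-like cells was 19.2 points. Myh11 in VSMC-like cells changed by −0.0028. In fibroblast-like cells Il6 changed by 0.84, Ccl2 by 0.22, Col3a1 by 0.12, Itga8 by −0.59, Itgav by 0.0582, Hbegf by −0.0192, Spp1 by −0.0095 and Plat by 0.19. Each of these is the reverse of its main direction.

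Leiden resolution 1.2 gave a difference of 16.9 points in VSMC-like cells, and resolution 0.4 one of −6.77 points in fibroblast-like cells. With 15 principal components it was −1.88 points in fibroblast-like cells, where Col3a1 changed by 0.0712 and Itga8 by −0.16. At sub-cluster resolution 0.8, sub-clusters of 1 library held 93.4% of VSMC-like cells.

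With unnamed clusters given their best-scoring type, the difference in VSMC-like cells was −5.39 points, the reverse of the reported one. The control cells added to VSMC-like cells all come from clusters 5 and 8, of low UMI count. Ep400 in VSMC-like cells changed by −0.0363, sub-clusters of 1 library held 86.9% of the cells, and the lowest median depth of a sub-cluster was 490.5 UMIs. With the Gfpt2-high cluster counted as fibroblast-like, the difference in fibroblast-like cells was 5.14 points.

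With the highest Scrublet scores removed at the expected rate, the difference was 16.6 points in VSMC-like, −7.39 in fibroblast-like and −1.52 in transitional-like cells. In fibroblast-like cells Col3a1 changed by 0.0178, Itga8 by −0.55, Spp1 by −0.0720 and Lpl by −1.11. Markers of VSMCs, fibroblasts and endothelial cells occurred together in 100% of the case transitional-like cells here and with Scrublet doublets removed, 3 of 3 cells each (29.2 to 100%), and in 0% of 8 after thinning to 1,000 UMIs, against 75% of 8 cells as reported. In the control group this share was unchanged.

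After thinning to 1,000 UMIs Itgav changed by 0.28 in fibroblast-like, Ace by 0.19 in endothelial-like and Hmox1 by −0.0191 in macrophage-like cells. With TMM scaling Col3a1 changed by 0.0312 in fibroblast-like and Hbegf by 0.0637 in endothelial-like cells, through the shifts of 0.12 and 0.27 alone. Transitional-like cells gave no value with a mitochondrial limit of 10%, with barcodes under 2,000 UMIs left out or with 15 principal components. No such cluster formed under these settings. With each library clustered on its own, 81 control and 0 case cells were transitional-like, so no log2 change could be given for them. The case transitional-like cells thus depend on clustering the libraries together.

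Depth limits genes of few UMIs. In transitional-like cells the case group rests on 8 cells and 59,782 UMIs, and no direction can be given for genes such as Apob, Alb, Crp or Serpind1.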

Differences from the paper's values

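No test was run for the differences given here, and alternatives described as added were chosen after the values had been seen. Shares of the paper were read by eye from Fig. 3E and cover its 5 cell types. Those given here are of all kept cells, 2,722 control and 4,939 case, including unnamed cells and 3 further types, so the denominators differ.

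The paper reports 11 clusters of all cells, and 18 were found here. Of the alternatives set before the data were examined, Leiden resolution 0.4, with 14, came within 1.5 times the paper's number. The others did not, with 17 to 21 clusters, and 30 in sum with each library clustered on its own. Removing the highest Scrublet scores at the expected rate, an added alternative, gave 16.

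The paper's share of VSMCs in the control group is about 56%, and 36.1% was found here, or 55.1% of the cells of the 5 types. Of the alternatives set before, a mitochondrial limit of 10% (44.2%), leaving out barcodes under 2,000 UMIs (57.9%) and 15 principal components (39.6%) came within 1.5 times. No filter on cells (30.1%), removal of Scrublet doublets (36.6%), clustering of each library on its own (35.2%) and resolutions 0.4 (36.3%) and 1.2 (36.8%) did not. Giving unnamed clusters their best-scoring type, chosen after the values had been seen, gave 60.1%, and the other added alternatives gave 37.0% and 36.1%.

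The paper's share of transitional cells in the control group is about 12%, against 2.76% here, and in the case group about 4.7%, against 0.162% here. No alternative that gave a value came within 1.5 times of either, and of the 5 types they were 4.20% and 0.195%. The unnamed cluster 5, with a median share of fibroblast markers of 41.3% in control and 43.8% in case cells, was not counted as transitional-like and held 12.2% of control and 3.97% of case cells. The paper's share of macrophages in the case group is about 4.7%, against 2.67% here, again under every alternative. Of the cells of the 5 types it was 3.22%, within 1.5 times.

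The paper states that VSMCs took a smaller share and fibroblasts and macrophages a larger share in the stenotic artery. Here VSMC-like cells rose by 14.2 points of all kept cells and by 5.26 points of named cells. The rise was 0.816 points (−1.81 to 3.44) with barcodes under 2,000 UMIs left out, and the change was −5.39 points (−7.72 to −3.07), in the direction the paper states, with unnamed clusters given their best-scoring type, chosen after the values had been seen. Here fibroblast-like cells changed by 1.47 points of all kept cells and by −5.23 points of named cells. They rose by 5.20 points without a filter on cells, and by 5.14 with the Gfpt2-high cluster counted as fibroblast-like, chosen after the values had been seen. Macrophage-like cells changed by 0.615 points, within counting error. Endothelial-like cells rose by 3.91 points and transitional-like cells fell by 2.59 points, in the directions the paper states. The control transitional-like cells had a median of 1,941 UMIs. Barcodes under 2,000 UMIs were 27.6% of kept control and 6.50% of kept case cells. No transitional-like cluster formed without these barcodes, so low depth as a source of the fall stays open.

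Of the own markers the paper names for transitional cells, Thbd was higher in control endothelial-like cells (1,027 CPM against 924) and Gfpt2 in control fibroblast-like cells (1,405 against 995), while Adm and Olr1 were highest in transitional-like cells of the control group. In the case group endothelial-like cells were highest for both, at 588 and 179.8 CPM, and transitional-like cells had 8 UMIs of Adm and 0 of Olr1. The paper places high Hes1 and Notch1 in its synthetic clusters. Here Hes1 was highest in a VSMC-like sub-cluster of 522 control and 30 case cells, and Notch1 in one of 7 control and 327 case cells. Of the marker pairs the paper gives for its VSMC clusters, 4 of 6 were highest in the same VSMC-like sub-cluster, Hes1 with Ccn1 and Rpa3 with Ap3s2 in 3, Notch1 with Tmem140 in 5 and Pycard with Ep400 in 2, with Ap3s2 and Ep400 within counting error of the next. Tnfaip6 and Mt-cyb were highest in different ones. Igfbp4 was highest in sub-cluster 3, and Gpx3 stood at 25.6 in 2 and 25.5 in 3. With unnamed clusters added, chosen after the values had been seen, Igfbp4 (318) and Gpx3 (410.1) were highest in the same sub-cluster, Igfbp4 within counting error of the next (288).

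The paper describes fibroblasts as proliferating in the stenotic artery, and cycling marker Mki67 changed there by 0.11 (−0.36 to 0.58) and Ccnb1 by −1.42 (−2.91 to −0.12), while Pcna rose by 0.52 (0.45 to 0.59). It states that several lipid and clotting genes changed. Of these Apob and Alb had 0 UMIs in all 5 cell types, Crp and Apoa2 had 0 in fibroblast-like cells and Serpind1 and Mmp3 had 0 in transitional-like cells. Mmp3 in fibroblast-like cells rose by 1.68, Pcna in VSMC-like cells by 0.53, and Akt1, Cdk4 and Rb1 fell by 0.63, 1.03 and 0.75, in the directions the paper states. Nmt1 in VSMC-like cells rose by 1.17, as it states too.

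The paper describes Fn1 with α8β1 integrin as enriched in endothelial cells of the stenotic artery. Fn1 was highest in endothelial-like cells of both groups, at 3,558 and 2,056 CPM, and fell by 0.79, and Itga8 fell by 0.88, partly between clusters 9 and 11. For ligands of fibroblasts the paper states a decrease, from its diagram of ligands and receptors. Levels of single genes are another measure, and by these Col1a1 fell by 0.45 while Fn1 rose by 0.58. The paper states that ligand genes were low in normal VSMCs, and there Hbegf stood at 993 CPM, Col18a1 at 1,483 and Spp1 at 327. It states that inflammatory factors dropped from VSMCs to fibroblasts. In the control group Il6 rose from 4.87 CPM in VSMC-like to 849.8 in fibroblast-like cells and Ccl2 from 33.9 to 2,156.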

Other observations

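The tests here were chosen after the results had been seen, except that of the share of Spp1 in 2 cells, which was set before its value was known.

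The higher share of VSMC-like cells in the case group was weighed against barcodes of low UMI count, which stayed unnamed and came mostly from the control library. There 28.8% of kept cells lay in 3 unnamed clusters of low UMI count against 4.54% in the case library. With barcodes under 2,000 UMIs left out the difference was 0.816 percentage points, with an interval of −1.81 to 3.44, but this also clusters and names the other cells anew, and 182 control and 275 case cells came to be VSMC-like. With the names held it was 4.16 points (1.50 to 6.82), against 14.2. With unnamed clusters given their best-scoring type, a setting chosen after the values had been seen, it was −5.39 points (−7.72 to −3.07), and the control cells added were all of clusters 5 and 8. Barcodes of low UMI count are thus a likely part of the difference, and whether they are the whole of it stays open, since the deeper cells of the unnamed clusters have no certain type.

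Cluster 8, almost only of control barcodes, had a median of 11 VSMC-marker UMIs per barcode, within the 5.5 to 12.5 of control types that lack these markers, and hemoglobin Hbb at 997 CPM. At a median of 481 UMIs this count cannot tell free RNA from shallow VSMCs. VSMC markers took 2.45% of the control UMIs of cluster 8, near the 2.62% in control VSMC-like cells. In control endothelial-like cells they took 0.383%, but this share is diluted by the cells' own RNA, at a median of 7,106 UMIs. It is thus no measure of a droplet that holds free RNA alone. Hemoglobin goes with droplets that hold free RNA and no intact cell, while the marker share cannot tell these from shallow VSMCs, so the source stays open. For cluster 5, with high Pycard and Ep400, the control barcodes had a median of 12, in the same range, but its case barcodes had 10.5, above the range of 3 to 5 of case types. Free RNA alone is thus unlikely for the case barcodes, which had a median of 15.4% mitochondrial UMIs.

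Control transitional-like cells had a median of 1,941 UMIs, far under the 12,884 of VSMC-like and 11,261.5 of fibroblast-like cells. By depth, doublets of intact cells are thus unlikely. The Scrublet scores go the other way, with a median of 0.215 against 0.0779 in control VSMC-like and 0.0547 in control fibroblast-like cells. With the highest scores removed at the expected rate, 42 control cells were transitional-like, so doublets are not ruled out. The median of 27 VSMC-marker UMIs in transitional-like cells was above the 5.5 to 12.5 of control types that lack these markers, so free RNA alone is unlikely. No gene outside the 10 leading ones exceeded 1.5 times the level of every other named type, a count of 0 among 1,492 tested, so a mixture, in any proportion, of RNA from the other named classes could not be excluded. Adm and Olr1 did exceed it but are leading genes. Damaged cells or cell fragments that stick together were not tested apart from an intermediate state.

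Nmt1 rose by 0.41 (0.27 to 0.55) in fibroblast-like cells, less than the 1.17 in VSMC-like cells, so a difference that all cell types share alike is unlikely to be the whole of its rise. It also rose by 0.79 (0.38 to 1.23) in endothelial-like, 0.70 (0.25 to 1.16) in macrophage-like and 1.06 (0.36 to 1.83) in Schwann-like cells, so a shared part stays open. Cdk4 fell by 1.06 in fibroblast-like cells, as much as in VSMC-like cells, which is consistent with a difference that all cell types share (log2 change −1.06).

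The higher share of endothelial-like cells was weighed against VSMCs that took on endothelial markers. Case endothelial-like cells held a median of 4 VSMC-marker UMIs, within the 3 to 5 of case types that lack these markers, and this does not settle where the cells came from. The sub-cluster of endothelial-like cells with VSMC and fibroblast markers had a median of 8,145 UMIs in its 29 case cells, near the 9,044.5 of an endothelial-like and a fibroblast-like median summed. Scrublet called 0 of these cells, with a threshold of 0.456, but their median score was 0.223 against 0.0313 to 0.0474 in the other sub-clusters, and 23 of them were among the highest scores at the expected doublet rate. Doublets are thus a likely source of it, which the Scrublet calls do not bear out.

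Spp1 in endothelial-like cells fell by 4.04, the largest fall there. Its 196 control UMIs came from 14 of 64 cells, and 2 cells held 65.3% of them, so part of the fall may come from these cells. Without them the control level was 135 CPM and the change −2.58 (−3.22 to −1.96), so they are unlikely to be the whole of it.

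The genes with the largest falls in VSMC-like cells were Rps2 (−1.55), Rps10l1 (−1.51), Rps20 (−1.45), Ppia (−1.43) and H3f3b (−1.33). In fibroblast-like cells they were Pla2g2a (−1.84), AABR07048474.1 (−1.78), Mup4 (−1.76), RT1-CE10 (−1.72) and Rps2 (−1.57), and Pycard rose by 1.76. In endothelial-like cells LOC691995 (−2.18), Wfdc1 (−2.07), Icam2 (−2.02) and Sbspon (−1.99) followed Spp1.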
